# Comparative Physiological and Transcriptome Analysis Reveal the Molecular Mechanism of Melatonin in Regulating Salt Tolerance in Alfalfa (*Medicago sativa* L.)

**DOI:** 10.3389/fpls.2022.919177

**Published:** 2022-07-13

**Authors:** Shuxia Li, Yuan Wang, Xueqin Gao, Jian Lan, Bingzhe Fu

**Keywords:** melatonin, salt stress, transcriptome, plant hormone, signal transduction, *Medicago sativa*

## Abstract

As a high-quality legume forage, alfalfa is restricted by various abiotic stresses during its growth and development. Melatonin is a multifunctional signaling molecule that involves in plant defense against multiple stresses. However, little is known about its downstream signaling pathway and regulatory mechanisms in salt stress of alfalfa. In this study, we investigated the protective effects and key regulatory pathways of melatonin on alfalfa under salt tolerance. The results showed that melatonin promoted the growth of alfalfa seedlings under salt stress, as demonstrated by higher plant height, leaf area, and fresh weight. Melatonin treatment resulted in an increase in the photosynthetic capacity and starch content of alfalfa. Moreover, melatonin decreased cell membrane damage and reactive oxygen species (ROS) accumulation by enhancing antioxidant defense activity under salt stress conditions. Transcriptome sequencing (RNA-seq) analysis revealed that melatonin mainly induced the transcription of genes involved in Ca^2+^ signaling (cyclic nucleotide gated channel, *CNGCs*; cam modulin/calmodulin-like protein, *CAM/CMLs* and calcium-dependent protein kinase, *CDPKs*), starch and sucrose metabolism (α-amylase, *AMYs*; β-amylase, *BAMs*; starch synthase, *SSs* and sucrose synthase, *SUSs*), plant hormone signal transduction (auxin/indole acetic acid protein, *AUX*/*IAAs*; ABA receptor, *PYL4*; protein phosphatase 2C, *PP2Cs*; scarecrow-like protein, *SCLs* and ethylene-responsive transcription factor 1B, *ERF1B*), and key transcription factors (*C3Hs, MYBs, ERFs*, and *WRKYs*). Specifically, we focused on starch and sucrose metabolism and plant hormone signal transduction pathways. The interactions between melatonin and other phytohormones occurred *via* regulation of the expression of genes involved in hormone signaling pathways. In addition, melatonin increased the contents of endogenous melatonin, auxin, gibberellic acid (GA_3_), salicylic acid, brassinosteroids, and ethylene, while decreasing the abscisic acid content under salt stress. In summary, this study established a regulatory network for melatonin-induced key signaling pathways and functional genes under salt stress and provided a theoretical basis for salt tolerance breeding in alfalfa.

## Introduction

Soil salinization is a severely adverse environmental factor that threatens agricultural sustainability and global food security (Cheeseman, 2016). Salinization limits plant growth, development, productivity and quality, especially in arid, and semiarid regions (Pang et al., 2016). Unfortunately, salt stress influences more than 800 Mha of all irrigated lands worldwide, and this problem continues to worsen (Yang and Guo, 2018; FAO, 2019). The excessive salts in the soil solution cause osmotic, ionic, and secondary stresses on plants. Salt stress is commonly caused by high concentrations of sodium ions (Na^+^) and chloride ions (Cl^−^) in soil (Ismail and Horie, 2017). Plants have evolved diverse mechanisms to cope with salt stress. Currently, several regulatory components have been found to play important roles in signal transduction under salt stress, including ion balance regulation, reactive oxygen species (ROS) homeostasis modulation, and plant hormone metabolism (Horvath et al., 2015).

Melatonin (N-acetyl-5-methoxytryptamine) is a highly conserved and ubiquitous indoleamine molecule in the plant kingdom (Paredes et al., 2009). Numerous studies have revealed that melatonin, as a growth regulator or defense response biostimulator, is involved in regulating various biological processes in plants, including seed germination, seedling growth, root morphology, leaf senescence, nutrient absorption, floral transition, fruit ripening, as well as multiple abiotic and biotic stress responses (Fan et al., 2018; Arnao and Hernandez-Ruiz, 2019; Sun et al., 2021). The biosynthesis of melatonin in higher plants begins with tryptophan and is catalyzed by the following four successive enzyme reactions: Tryptophan decarboxylase (TDC), tryptamine 5-hydroxylase (T5H), serotonin N-acetyltransferase (SNAT), and N-acetylserotonin methyltransferase (ASMT)/caffeic acid O-methyltransferase (COMT) (Back et al., 2016).

Melatonin is a powerful antioxidant and free radical scavenger that suppresses peroxidative metabolism in plants under abiotic stresses (Arnao and Hernandez-Ruiz, 2019; Sharma et al., 2020). Experimental evidence proves that melatonin can exert its antioxidant capacity by scavenging excessive ROS and reactive nitrogen species (RNS) directly (Martinez et al., 2018). Melatonin increases a wide spectrum of plant stress tolerance indirectly by enhancing the activities of antioxidant enzymes (SOD, CAT, POD and GPX, etc.), improving photosynthesis and redox homeostasis, activating downstream signals and regulating the expression of stress-responsive genes (Zhang and Zhang, 2014; Liu et al., 2020). Melatonin interacts with various phytohormones such as auxin (IAA), ethylene (ETH), jasmonic acid (JA), salicylic acid (SA), abscisic acid (ABA), and brassinosteroids (BRs) to participate in stress responses (Arnao and Hernandez-Ruiz, 2019). Melatonin promotes ethylene biosynthesis by regulating the expression of *ACS1* gene; thus, enhancing the salt tolerance of grapevines (Xu et al., 2019). In the recent years, there has been much research on melatonin in salt stress and in a variety of plant species (Wei et al., 2015; Yan et al., 2019; Liu et al., 2020). Nevertheless, the signaling network of melatonin-mediated salt stress responses in plants is complex and remains largely obscure, especially in forages.

Alfalfa (*Medicago sativa* L.) is an important perennial legume species that is widely cultivated around the world. The planting area of alfalfa is approximately 32.2 Mha worldwide, 11% (~3.77 Mha) of which are planted in China (Shi et al., 2017). Alfalfa provides high protein content and excellent palatability of forage for animals and improves soil fertility. It is therefore regarded as the “king of forages.” However, alfalfa quality and yield are severely constrained by adverse environmental factors, such as soil salinity and limited water supplies in agriculture (Singer et al., 2018). Therefore, combining physiological, biochemical, and molecular approaches to improve the salt tolerance of alfalfa is significant for the production of high-quality alfalfa on saline-alkali land.

In this study, we investigated the physiological and molecular mechanisms of melatonin-mediated salt stress tolerance in alfalfa plants. The results reveal that melatonin could improve alfalfa salt tolerance by enhancing photosynthetic capacity and the antioxidant defense system and reducing membrane damage and ROS accumulation at the physiological level. Based on transcriptome data, we focused on the key genes involved in starch and sucrose metabolism and hormone signaling pathways. The results of this study aid in understanding the molecular mechanism underlying melatonin-mediated salt stress tolerance in alfalfa.

## Materials and Methods

### Plant Materials and Treatments

Alfalfa (*Medicago sativa* L. cv. zhongmu 1#) seeds were surface-sterilized with 75% (v/v) ethanol and 5% sodium hypochlorite solution and then germinated on wet filter paper in Petri dishes for 6 days at 25°C. For the hydroponic experiment, seedlings with uniform growth were transferred into plastic containers filled with Hoagland solution in a growth chamber (25°C, 16-h light/8-h dark cycle, 60% relative humidity). For soil culture, the seedlings were transplanted into plastic pots that were 7 cm in diameter and 8.5 cm in depth with vermiculite and watered with Hoagland nutrient solution. After 3 weeks of incubation, the plants with uniform growth were treated with the following different solutions: (i) Control (CK), Hoagland nutrient solution alone; (ii) salt stress (S), Hoagland nutrient solution with 150-mM NaCl; (iii) melatonin (M), Hoagland nutrient solution plus melatonin; and (iv) salt stress with melatonin (SM), Hoagland nutrient solution with 150-mM NaCl plus melatonin. The NaCl treatment concentration was set according to the literatures (Benabderrahim et al., 2020; Yu et al., 2021). Each treatment contained 36 pots with one plant per pot. Alfalfa plants were treated with 10-μM melatonin in hydroponic experiments to observe the root phenotype. In soil culture pre-experiments, four different concentrations (0, 20, 50, and 100 μM) of melatonin were applied to choose the appropriate concentration of melatonin treatment. After treatment, the leaf samples were subsequently frozen in liquid nitrogen and stored at −80°C. The experiment was repeated 3 times.

### Determination of Physiological Parameters and Hormone Contents

According to the growth phenotype of alfalfa, the representative individuals from each group were photographed on the 15th day of salt treatment, and the plant height, shoot fresh weight, and leaf area were measured. The net photosynthetic rate (Pn) of the third fully expanded leaf was determined using a Li-6400 portable photosynthesis system (Lincoln, NE, USA) according to the manufacturer's instructions. The photosynthetic photon flux density (PPFD) and the external CO_2_ concentration were set at 1,000 μmol m^−2^ s^−1^ and 400 μmol mol^−1^, respectively. Electrolyte leakage was detected by conductometer according to the methods of a previous study (Li et al., 2019a). The malondialdehyde (MDA) content was quantified by a thiobarbituric acid method (Puckette et al., 2007). The content of hydrogen peroxide (H_2_O_2_) and superoxide anion radical (O${}_{2}^{\cdot -}$) were spectrophotometrically determined as described by Jiang and Zhang (2001). The activities of superoxide dismutase (SOD), peroxidase (POD), glutathione S-transferase (GST), ascorbate peroxidase (APX), as well as the levels of proline, total soluble sugar, and total starch were determined using the corresponding plant kits (Solarbio Science & Technology Co., Ltd. Beijing, China) according to the manufacturer's instructions.

The Na^+^ and K^+^ contents were measured following our previous work (Li et al., 2019b). Approximately 20–50 mg of dry powder sample from each treatment was weighed and dissolved with acetic acid solution. Then, the Na^+^ and K^+^ contents of the extract were determined using a flame photometer.

The content of endogenous hormones, including melatonin, ABA, IAA, gibberellic acid (GA_3_), SA, BR, and ETH, in the alfalfa leaf samples were measured using HPLC–MS/MS analysis as described in the previous studies, with some modifications (Liu et al., 2018; Zhang et al., 2018).

### The RNA Sequencing and Bioinformatics Analysis

The RNA samples for the transcriptome were extracted from the leaves of CK-, S-, M-, and SM-treated alfalfa plants. Each treatment was represented by three biological replicates of leaf samples. The total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's procedure. The RNA amount and purity of each sample were quantified using a NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The integrity of RNA was assessed by a Bioanalyzer 2100 (Agilent, CA, USA) with RIN > 7.0 and confirmed by electrophoresis with denaturing agarose gel. Sequencing library construction and sequencing were performed using Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the vendor's recommended protocol. The adaptor contamination reads were removed using Cutadapt software (version 1.9), and the low-quality bases and undetermined bases were removed from the raw data (Wang et al., 2012). HISAT2 software (version: 2.0.4) was used to map clean reads to the genome (Kim et al., 2015).

The mapped reads of each sample were assembled using StringTie with the default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software. StringTie and Ballgown software were used to estimate the expression levels of all transcripts and perform gene expression level analysis by calculating the fragments per kilobase of transcripts per million (FPKM) mapped reads. Genes with fold change more than 2 or < 0.5 and *p* < 0.05 were defined as differentially expressed. The differential expression analysis was conducted using the DESeq2 R package (Pertea et al., 2015). The Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes (DEGs) were conducted using the R package (Minoru et al., 2008; Young et al., 2010).

### Quantitative Real-Time PCR (qRT-PCR) Validation

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The RNA samples were reverse-transcribed with HiScript II Q RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China) according to the manufacturer's protocol. Twenty genes were randomly selected for the qRT-PCR assay to validate the RNA-seq data. The qRT-PCR was performed using SYBR Premix on a Bio-Rad CFX 96 RT-PCR System (Bio-Rad, Inc., CA, USA). Three independent biological replicates and three replicate reactions for each sample were performed in qRT-PCR assays. The alfalfa β*-actin* gene was used as an internal control for expression analysis (Long et al., 2014). The relative expression levels of selected genes were calculated by the 2^−Δ*ΔCt*^ method (Livak and Schmittgen, 2001). The gene-specific primer pairs used in qRT-PCR are listed in Supplementary Table 1.

### Statistical Analysis

Statistical analysis was performed using SPSS 20.0 statistical software (SPSS Inc., Chicago, IL, USA). Significant differences in the physiological parameters were analyzed by one-way ANOVA followed by Duncan's test. The differences between individual means were considered significant at *p* < 0.05.

## Results

### Detection of the Alleviating Effects of Exogenous Melatonin on Salt Stress in Alfalfa

To evaluate whether melatonin can improve the salt stress tolerance of alfalfa, the seedlings were subjected to NaCl and melatonin treatment, and the phenotypic traits were observed (Figure 1A and Supplementary Figures 1A,D). Compared with the control plants, 10-μM melatonin treatment significantly increased the root length and root dry weight of alfalfa in hydroponic experiments. Salt stress inhibited the root length and root dry weight, while the application of melatonin significantly improved these parameters (Supplementary Figures 1B,C). In the soil culture pre-experiments, the plant height and Pn of the plants treated with 50-μM melatonin were higher than those of other treatments (0, 20 and 100 μM) under salt stress (Supplementary Figures 1E,F). Therefore, we selected 50-μM as the optimal concentration for melatonin treatment in subsequent experiments. Compared with the control, salt stress obviously inhibited the growth of alfalfa seedlings, as evidenced by the declines in plant height, leaf area, fresh weight, and photosynthetic parameters: Pn and Fv/Fm; however, the application of melatonin dramatically mitigated this effect in the soil culture experiments (Figures 1B–F). In addition, melatonin treatment significantly decreased the electrolyte leakage and MDA content under salt stress, but had no obvious effect on control plants (Figures 2A,B). Salt treatment resulted in a significant increase in H_2_O_2_ and O${}_{2}^{.-}$ contents, while the melatonin treatment reduced them by 0.8 and 0.7 times, respectively (Figures 2C,D). Plants have involved a complex antioxidant defense system to cope with abiotic stress-triggered oxidative damage, including some functionally correlated antioxidant enzymes. As shown in Figures 2E–H, salt stress significantly increased the SOD, POD, APX, and GST enzymatic activities in comparison with control plants. However, the activity of these enzymes was remarkably higher in melatonin-treated plants than in non-treated plants under salt stress.

**Figure 1:**
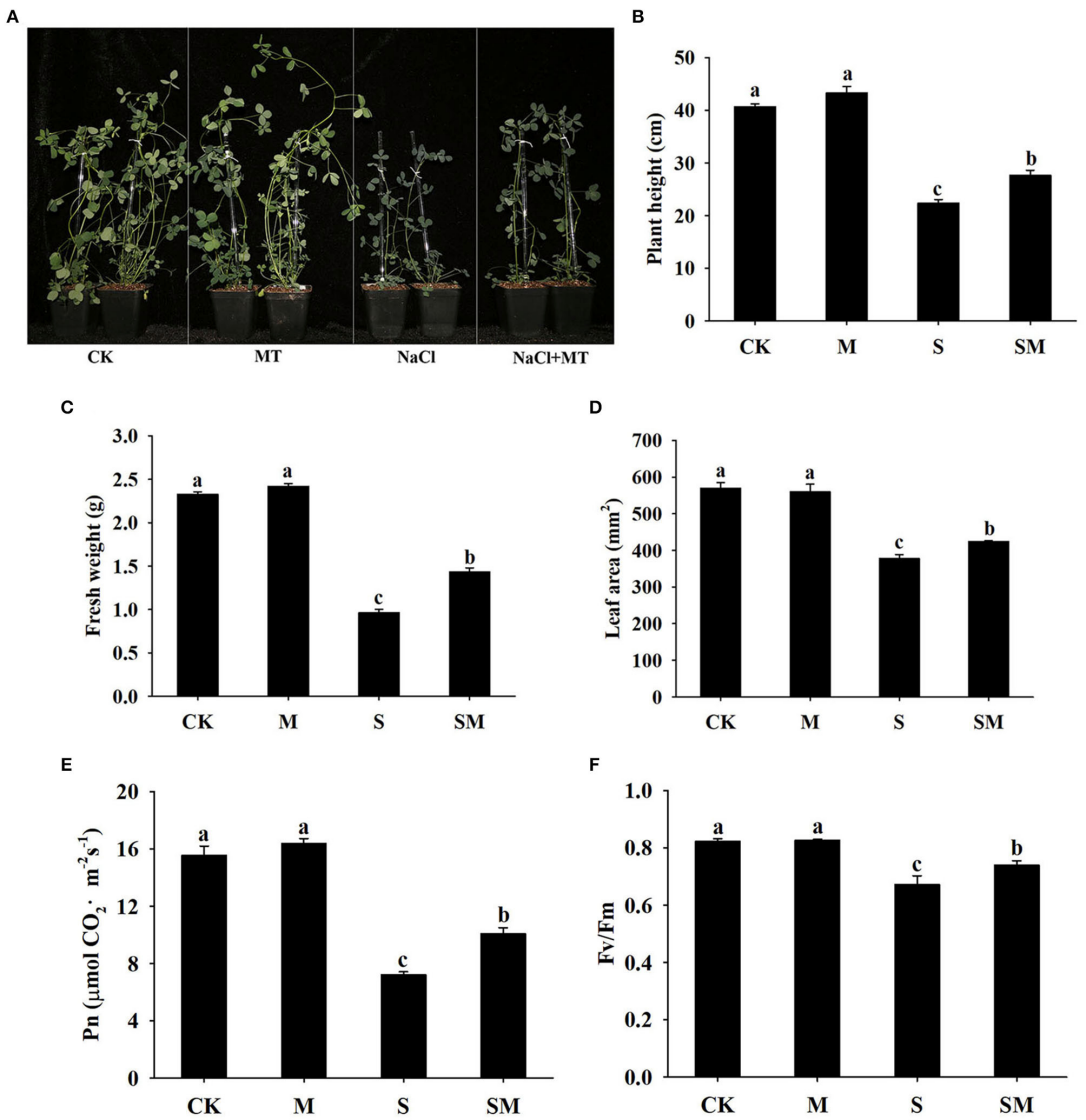
Effect of exogenous melatonin on the phenotype traits and photosynthetic capacity of alfalfa seedlings after 15 day of 150-mM NaCl treatment. **(A)** The phenotype of a representative individual from each treatment. **(B)** Plant height. **(C)** Fresh weight. **(D)** Leaf area. **(E)** Net photosynthetic rate (Pn). **(F)** Fv/Fm. The data are means ± SE (*n* = 6) and different letters are significantly different (*p* < 0.05).

**Figure 2:**
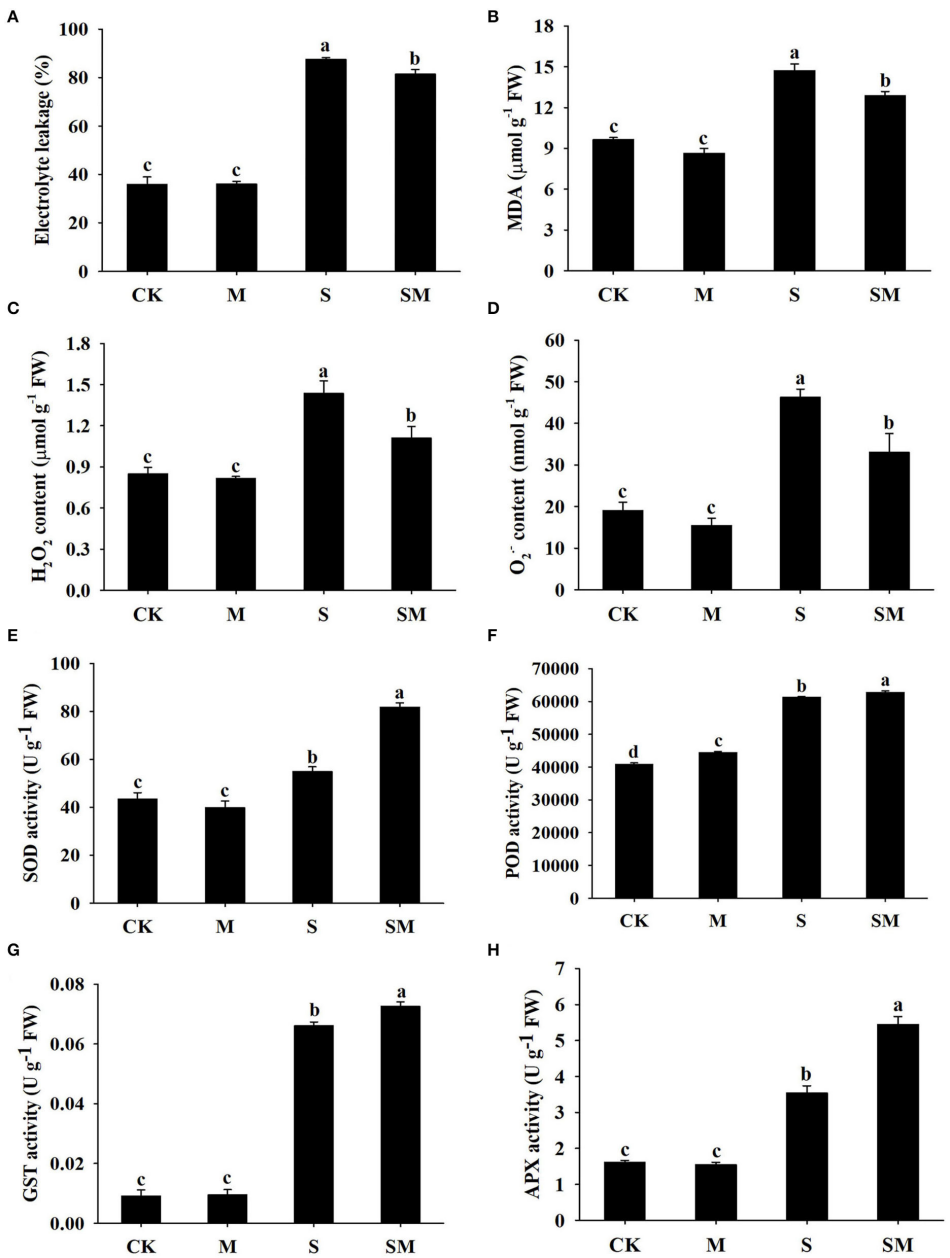
Effect of exogenous melatonin on **(A)** electrolyte leakage, **(B)** MDA content, **(C)** H_2_O_2_ content, **(D)** O${}_{2}^{.-}$ content, **(E)** SOD, **(F)** POD, **(G)** GST, and **(H)** APX of alfalfa seedlings after 15 days of 150-mM NaCl treatment. Data are means ± SE (*n* = 3) and different letters are significantly different (*p* < 0.05).

Melatonin had no significant effect on the proline content under control conditions. When salt stress was applied, the proline content was significantly increased, while the melatonin-treated plants exhibited a higher level of proline accumulation (Figure 3A). The soluble sugar content of the seedlings was greatly increased under salt stress, while melatonin treatment decreased the soluble sugar content in both the control and salt-treated plants by 44.08 and 28.81%, respectively (Figure 3B). As shown in Figure 3C, melatonin treatment increased the starch content in alfalfa plants before and after salt stress. Salt stress resulted in significantly higher starch level than that in the control plants. The K^+^/Na^+^ ratio, a key indicator of salt stress mitigation, was significantly decreased under salt stress conditions due to elevated Na^+^ and reduced K^+^. However, melatonin treatment markedly increased the salt-induced K^+^/Na^+^ ratio in alfalfa (Figures 3D–F).

**Figure 3:**
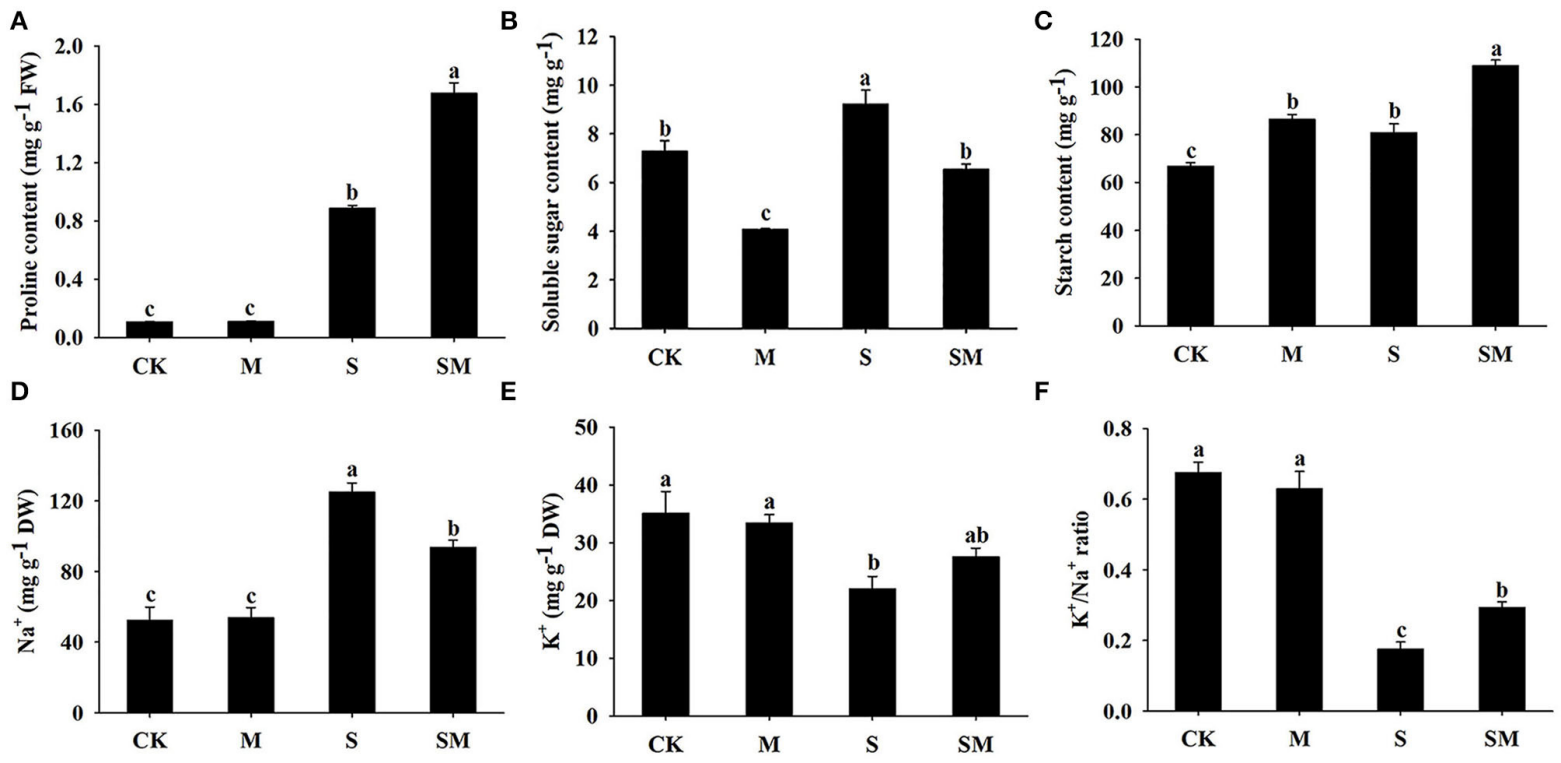
Effect of exogenous melatonin on the contents of **(A)** proline, **(B)** soluble sugar, **(C)** starch, **(D)** Na^+^, **(E)** K^+^, and **(F)** K^+^/Na^+^ ratio of alfalfa seedlings after 15 days of 150-mM NaCl treatment. The data are means ± SE (*n* = 3) and different letters are significantly different (*p* < 0.05).

### Transcriptome Sequencing (RNA-Seq) and DEGs Analysis

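Leaf RNA was sequenced from 12 libraries of alfalfa (Medicago sativa L.), a perennial forage legume, in 4 groups of 3 biological replicates. The CK plants were grown in nutrient solution alone, the M plants received 50 µM melatonin, the S plants 150 mM NaCl, and the SM plants both. The authors trimmed the reads with Cutadapt, mapped them with HISAT2, assembled transcripts with StringTie and gffcompare, and estimated expression with StringTie and Ballgown. The paper's text does not name the genome build or say how reads that map to several places were treated. The deposited table gives each gene model an FPKM value (fragments normalized to transcript length and library size) and an estimated count in every library. The estimated count is the number of reads that the FPKM corresponds to, rounded up, and is not normalized between libraries. Positions are given on the chromosomes as the table names them. The chromosomes come as 4 copies of each of 8, so reads from near-identical copies of a gene could have been split among several gene models, and the value of a single model is uncertain to that extent. For each comparison, the estimated counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and in 1 fit over the 12 libraries, for the 50931 gene models with a mean FPKM of at least 1. Gene models past the paper's thresholds (fold change above 2 or below 0.5 with an unadjusted p below 0.05) were counted beside those with an adjusted p below 0.05. The paper's methods name no adjustment of p. Annotation sums add the counts of all gene models with the same description. They are given beside some of the gene models named here. FPKM values are means ± SD over 3 libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F statistic. It restates the test and is not a separate estimate of the sampling error. Where every library of a group had 3 counts or fewer, a bound on the fold change was computed against 3 counts, which covers counting error only. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so single values were not tested that way.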

To further elucidate the molecular mechanism underlying melatonin-induced salt stress tolerance in alfalfa, transcriptome analyses of alfalfa leaves were performed on 12 samples (CK-1/-2/-3, M-1/-2/-3, S-1/-2/-3, and SM-1/-2/-3) using the Illumina Novaseq™ 6000 sequencing platform. A total of 92.78 GB raw reads were obtained from all tested samples. More than 6.34 GB average clean data were obtained for each RNA-seq sample, and the valid data ratio was above 92% (Q20 > 99.94% and Q30 > 98.60%) (Supplementary Table 2). 

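The estimated counts of the deposited table summed to between 45862158 (SM replicate 2) and 57192229 (S replicate 1) per library. The median total was 53612068 in CK, 51728764 in M, 55380588 in S and 54220712 in SM. These totals were 1.07 to 1.11 times the number of valid reads that Supplementary Table 2 gives for the same library. Between 69452 and 76589 gene models had a count in a library.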

The valid data were mapped to the reference genome by HISAT software, and over 90.40% mapped reads were obtained. A total of 164,632 transcripts were generated in the alfalfa transcriptome data, and 126,412 and 49,751 transcripts were annotated in GO and KEGG, respectively (Supplementary Table 3). 

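The deposited table holds 164632 gene models, of which 126412 carry a GO annotation and 49751 a KEGG annotation. The models share 28065 distinct descriptions, and 1788 have none. On the 32 chromosomes lie 158894 of the models, and 5738 lie on unplaced contigs. No library had a count for 59002 gene models.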

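Distances between libraries were computed as 1 minus Pearson's correlation of log2(FPKM + 1) across the tested gene models. The mean distance was 0.220 between libraries of the same group and 0.285 between libraries of different groups. Of all 15400 ways to divide the 12 libraries into 4 groups of 3, the real grouping gave the smallest mean distance within groups (exact permutation test, one-sided, p = 6.49e-05, the smallest that these divisions can give). When FPKM was summed over gene models of the same annotation, 1 other division gave as small a mean (p = 0.00013 in the exact permutation test). The first principal component held 24.2% of the variance and the second 10.4%. The nearest library belonged to another group for CK replicate 1 and M replicate 1, which lay nearest to an M and a CK library, and for S replicate 2 and SM replicate 2, which lay nearest to each other.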

Three independent biological replicates of each treatment were clustered in a PCA, and the repeatability within each group (CK, M, S, and SM) and the discrimination between groups were good (Supplementary Figure 2). The transcriptome data were reliable enough to support further analysis.

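In M vs CK, 2456 gene models passed the paper's thresholds, 1461 of them higher and 995 lower in M. The count was 7236 in S vs CK, with 3969 higher and 3267 lower, and 5919 in SM vs CK, with 3137 higher and 2782 lower. An adjusted p below 0.05 was reached by 6 of them in M vs CK, 783 in S vs CK and 174 in SM vs CK (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When each library of a comparison was left out in turn, these counts lay between 5 and 52 in M vs CK, 100 and 577 in S vs CK, and 21 and 134 in SM vs CK. The highest count in M vs CK came without CK replicate 1, and the lowest in S vs CK and SM vs CK came without CK replicates 3 and 2. DESeq2, which the paper's methods name, was added after the table was seen and called more gene models in each comparison. On the 6 libraries of M vs CK it called 974 at an adjusted p below 0.05. Splits that mix these libraries between the groups gave 178 to 627. In 20 simulations of unchanged groups with the same spread between libraries, the thresholds passed a mean of 2281 gene models in M vs CK, 2283 in S vs CK and 2283 in SM vs CK. In M vs CK, summing the counts of gene models with the same annotation left 574 past the thresholds, and no filter on low values gave 4553. The replicates did not overlap between the groups for 14.7% of the tested gene models in M vs CK, 26.6% in S vs CK and 24.8% in SM vs CK, against the 10% that chance gives. A whole group had 3 counts or fewer in every library for 18.6%, 7.7% and 9.6% of the gene models past the thresholds, in the same order.

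**Figure D1:**
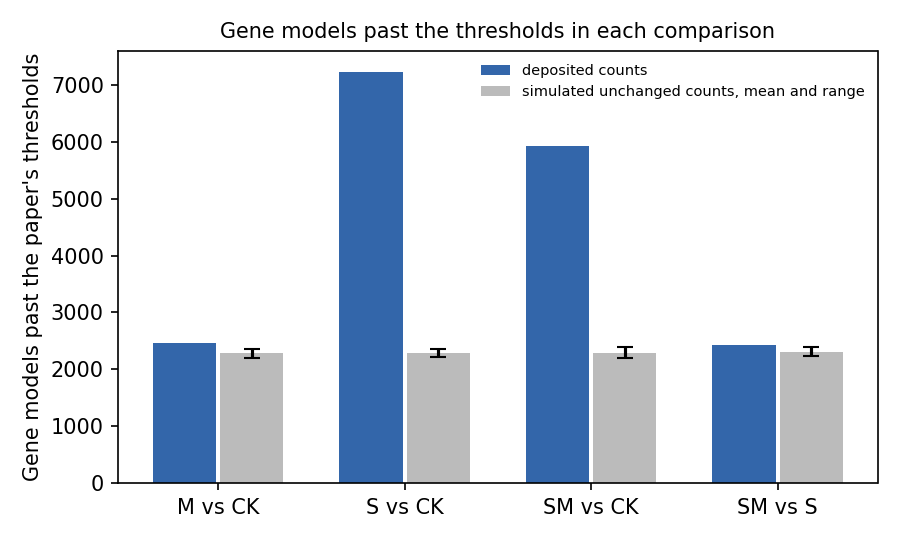
Number of gene models past the paper's thresholds (y axis) in each comparison (x axis). Blue bars show the deposited counts, with 2456 in M vs CK and 7236 in S vs CK, and grey bars the mean of the simulated unchanged groups, with black lines for their lowest and highest count.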

Compared with the control plants, 2,485 (1,485 upregulated and 1,000 downregulated genes), 6,120 (3,267 upregulated genes and 2,853 downregulated genes) and 4,992 (2,264 upregulated and 2,728 downregulated genes) DEGs were identified in the “M *vs*. CK,” “S *vs*. CK,” and “SM *vs*. CK” comparisons, respectively. A total of 1,774 DEGs, including 732 upregulated and 1,042 downregulated genes, were obtained in “SM *vs*. S” (Figure 4A and Supplementary Table 4). 

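In SM vs S, 2428 gene models passed the paper's thresholds, 1178 higher and 1250 lower in SM, and 9 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, that last count lay between 14 and 33, the highest without SM replicate 3. DESeq2 on the 6 libraries of SM vs S called 1027, and splits that mix the groups gave 411 to 884. The simulated unchanged groups passed the thresholds with a mean of 2301 gene models. For 12.1% of the tested gene models the SM and S replicates did not overlap (10% by chance). The largest rises with an adjusted p below 0.05 were those of MS.gene023241, at least 311-fold, and MS.gene021200 (chromosome 6.1, 43010771 to 43011396), heavy metal-associated isoprenylated plant protein 39, at least 10.3-fold. Both reversed when the counts of their annotations, with 71 and 28 gene models, were summed, with log2 fold changes of -0.58 and -0.16. MS.gene34383 (chromosome 1.2, 76580528 to 76582110), a dihydroxy-ketomethylthiopentene dioxygenase, was at least 762-fold lower in SM, and MS.gene007457 at least 234-fold lower. Among the gene models with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest changes had no more than 3 counts in every library of a group. MS.gene070003 (chromosome 3.1, 91492687 to 91503631), described as epidermal growth factor receptor substrate 15, was at least 650.2-fold higher in M than in CK, and MS.gene046972 (chromosome 5.2, 149719 to 153027), a hypothetical protein, at least 446-fold higher. The largest falls were those of MS.gene20225 (chromosome 4.4, 4675927 to 4676763), at least 94.9-fold lower, and MS.gene049285 (chromosome 3.3, 79788977 to 79790092), at least 33.2-fold lower. Summed over the 4 models of its annotation, the log2 fold change of MS.gene046972 was -0.07. In S vs CK, MS.gene000927 (chromosome 4.4, 84902106 to 84904001) and MS.gene47831 (chromosome 4.3, 82930847 to 82932743), both described as putative chlorophyll A-B binding proteins, were at least 2045-fold and 1398-fold higher in S. MS.gene002065 (chromosome 2.3, 75651324 to 75657353) was at least 1915-fold lower, and MS.gene023241 (chromosome 4.3, 17863055 to 17868706), an oligopeptide transporter, at least 490.4-fold lower, although the log2 fold change of its summed annotation was 0.62. In SM vs CK, MS.gene000927 and MS.gene070003 were at least 2296-fold and 873-fold higher in SM, while MS.gene49918 (chromosome 6.4, 58858802 to 58859414), cell number regulator 9, and MS.gene007457 (chromosome 7.3, 12161244 to 12164880) were at least 420.5-fold and 239-fold lower. Of the 6 fits that each left out 1 library of the comparison, the adjusted p stayed below 0.05 in 0 for MS.gene47831 in S vs CK (0.0662 to 0.126), 0 for MS.gene002065 in S vs CK (0.0602 to 0.0832), 0 for MS.gene49918 in SM vs CK (0.0627 to 0.106), 2 for MS.gene021200 in SM vs S (0.0419 to 0.0695), 3 for MS.gene070003 in M vs CK (0.0222 to 0.0796) and 4 for MS.gene049285 in M vs CK (0.0129 to 0.0597), and in all 6 for the others named here.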

A Venn diagram showed that 723 DEGs were affected by both melatonin and salt stress (the intersection of “M *vs*. CK” and “S *vs*. CK”). 

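The thresholds were passed in both M vs CK and S vs CK by 983 gene models, and 891 of them (90.6%) changed in the same direction. Both comparisons use the same 3 CK libraries, so an overlap, and a shared direction within it, arises without any effect. No simulated share in the same direction was computed, so the 90.6% cannot be judged. Simulated unchanged groups against shared CK libraries gave an overlap of 559 to 640 gene models. In these simulations a mean of 2283 gene models passed in S vs CK, against 7236 in the data. More calls in S vs CK give a larger overlap without any response to melatonin. The observed overlap therefore cannot be judged against that range. The alternative that moved the overlap most was the adjusted p, under which 4 gene models were shared. Without CK replicate 1 the overlap was 1640.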

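In M vs CK and SM vs S, which share no library, 207 gene models passed the thresholds in both, where 117 would be shared if the comparisons were independent. The direction was the same in both for 91 of them (44%). In simulated unchanged groups, 214 to 275 were shared.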

Melatonin affected 135 DEGs under both the control and salt stress conditions (the intersection of “M *vs*. CK” and ”SM *vs*. S”). Additionally, 67 DEGs were found in the intersection of “M *vs*. CK,” “S *vs*. CK,” and “SM *vs*. S” (Figure 4B), indicating that these genes may be involved in the melatonin-induced salt stress response. 

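All 3 comparisons shared 114 gene models past the thresholds, of which 96 (84.2%) changed in the same direction in M vs CK and S vs CK, and 11 also in SM vs S. M vs CK and S vs CK share the CK libraries, and S vs CK and SM vs S share the S libraries. Shared libraries also affect the directions without any effect of treatment, and no simulated share was computed for them. The simulated unchanged groups shared 81 to 120 gene models in this intersection. They hold no response to salt, so the range does not show what a response to salt alone would give. At an adjusted p below 0.05 the 3 comparisons shared 0 gene models (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From this intersection, the paper proposes that the shared genes take part in the response to salt that melatonin induces.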

To determine the expression patterns of DEGs under different experimental conditions, the FPKM values of the DEGs were used for hierarchical cluster analysis (HCL) (Figure 4C).

**Figure 4:**
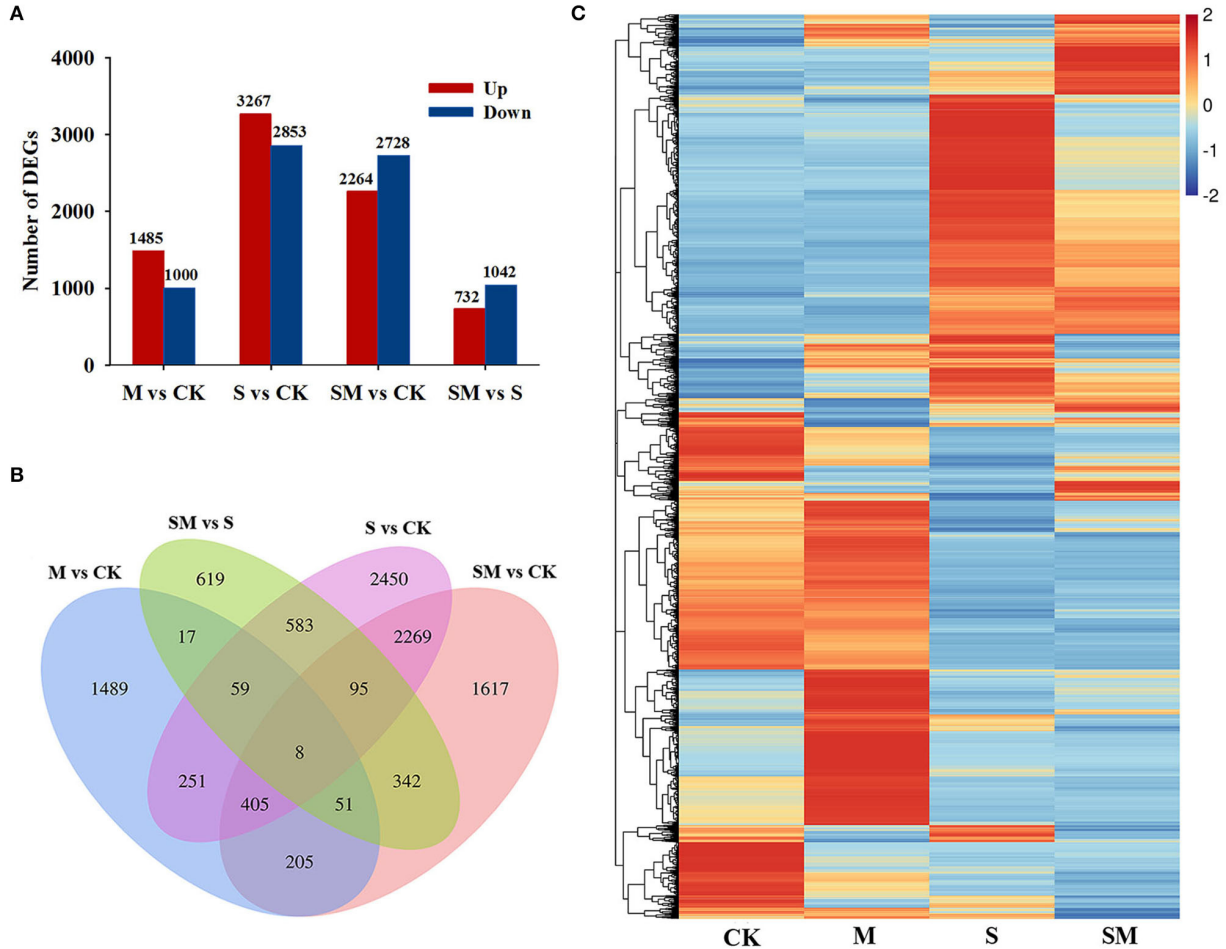
Transcriptional profiles of alfalfa seedlings under different treatments. **(A)** Numbers of differentially expressed genes (DEGs) in the transcriptome data. **(B)** Venn diagram showing numbers of overlapping DEGs in the transcriptome data. **(C)** Hierarchical clustering (HCL) analysis of the DEGs under different treatments.

### Gene Ontology Enrichment Analysis of the DEGs

To further clarify the functional categories of the DEGs induced by melatonin treatment, GO enrichment analysis was performed. The DEGs from “M *vs*. CK,” “S *vs*. CK,” “SM *vs*. CK,” and “SM *vs*. 

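A GO annotation was carried by 2261 of the gene models past the thresholds in M vs CK, 6726 in S vs CK, 5504 in SM vs CK and 2217 in SM vs S. They covered 2194, 3328, 3133 and 2270 GO terms in the same order. A gene model counts once for each of its terms, so these totals rise with the number of gene models.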

S” were assigned to 2,119, 2,958, 2,799, and 1,906 GO terms, respectively (Supplementary Table 5). As shown in Supplementary Figure 3, the identified DEGs were classified into the following three major GO categories: Biological process, cellular component, and molecular function. The top-25, top-15, and top-10 GO terms of biological process, cellular component and molecular function were selected for display and analysis according to the number of DEGs. The GO terms in the biological process category were mainly related to biological process, regulation of transcription, DNA-templated, transcription, DNA-templated, oxidation–reduction process, defense response, and protein phosphorylation. 

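Among the gene models past the thresholds, regulation of transcription, DNA-templated was carried by 150 in M vs CK, 463 in S vs CK, 398 in SM vs CK and 167 in SM vs S. As a share of those with a GO annotation this was 6.6% to 7.2% in the comparisons with CK and 7.5% in SM vs S, against 6.6% of all tested gene models with a GO annotation. Oxidation-reduction process was carried by 4.7% in S vs CK and 4.7% in SM vs CK, against 3.3% of the tested gene models, and defense response by 3% and 2.7% in these and 3.8% in SM vs S, against 2.2%. For protein phosphorylation the shares were 3.4% in M vs CK and 3.2% in S vs CK, against 2.6%.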

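The cellular component terms with the most gene models past the thresholds were nucleus, chloroplast, cytoplasm and plasma membrane in each comparison. Chloroplast made up 15.4% in M vs CK, 18.2% in S vs CK, 17.8% in SM vs CK and 14% in SM vs S, against 14.1% of the tested gene models with a GO annotation. Nucleus made up 28.7%, 26%, 26.5% and 29.5% in the same order, against 30.4%.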

In the cellular component category, nucleus, plasma membrane, cytoplasm, integral component of membrane, chloroplast and cytosol were the main GO terms. In molecular function, the top enriched GO categories were involved in molecular function, protein binding, ATP binding, DNA binding transcription factor activity, metal ion binding and DNA binding. 

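Protein binding was carried by 288 gene models past the thresholds in M vs CK and 732 in S vs CK, or 12.7% and 10.9% of those with a GO annotation, while 11.8% of the tested gene models carry it. The shares for ATP binding were 7.1% and 6.6% against 6.2%, and for DNA binding transcription factor activity 5.3% and 6.1% against 4.9%.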

The GO terms in the three major categories were different among the comparison groups, which indicates that the salt resistance processes regulated by melatonin in alfalfa are complex.

### Kyoto Encyclopedia of Genes and Genomes Pathway Enrichment Analysis of DEGs

Genes usually interact with each other to play roles in certain biological functions. To further understand the biological functions of genes involved in the melatonin-regulated salt resistance process, the enriched KEGG pathways were identified using the KEGG database (Supplementary Table 6). In total, 49 KEGG pathways were significantly enriched in at least one comparison (*p* < 0.05) (Figure 5A). 

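Enrichment was tested for each KEGG pathway with a one-sided hypergeometric test against the 18310 tested gene models with a KEGG annotation. An unadjusted p below 0.05 was reached by 46 pathways in at least 1 comparison, and by 2 pathways in every comparison. Copies of a gene on the 4 chromosome copies enter the test as separate gene models. Restricting the gene models to those with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) left 1 pathway in M vs CK and 1 in SM vs S, and adjusting the p over the pathways left 0 and 2, where 8 and 10 had an unadjusted p below 0.05.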

A total of 93,232 and 10 KEGG pathways were significantly enriched in the “M *vs*. 

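The number of pathways with a p below 0.05 was 8 in M vs CK, 33 in S vs CK, 32 in SM vs CK and 10 in SM vs S. With p adjusted over the pathways of each comparison by the Benjamini-Hochberg method, 0, 26, 21 and 2 remained below 0.05. When each annotation was counted once, 5, 18, 19 and 9 pathways had an unadjusted p below 0.05.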

CK,” “S *vs*. CK,” “SM *vs*. CK” and “SM *vs*. S” comparisons, respectively. As shown in Figure 5A, aflatoxin biosynthesis, fatty acid elongation, benzoxazinoid biosynthesis, riboflavin metabolism, plant hormone signal transduction, glycine, serine and threonine metabolism, ABC transporters, brassinosteroid biosynthesis, phosphonate and phosphinate metabolism and N-glycan biosynthesis were the only significantly enriched metabolic pathways in “SM *vs*. 

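In SM vs CK, plant hormone signal transduction held 170 of 1050 tested gene models past the thresholds (exact hypergeometric test, p = 1.37e-05), 121 of them lower in SM. Its p was also below 0.05 in M vs CK, at 0.00345, and in S vs CK, at 0.0289. The exact test gave ABC transporters a p of 4.26e-05 in SM vs CK and 4.76e-06 in S vs CK, and fatty acid elongation 0.0164 and 0.00294. Below 0.05 in SM vs CK and in no other comparison were glycine, serine and threonine metabolism, at 0.0444, and phosphonate and phosphinate metabolism, at 0.0418. For brassinosteroid biosynthesis p was 0.0804 in SM vs CK, for riboflavin metabolism 0.196, for aflatoxin biosynthesis 0.398 with 1 gene model past the thresholds, for benzoxazinoid biosynthesis 0.404 and for N-glycan biosynthesis 0.71.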

CK.” The pentose phosphate pathway, glycolysis/gluconeogenesis and carotenoid biosynthesis pathways were significantly enriched in the “M *vs*. 

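The pentose phosphate pathway held 15 of 229 tested gene models past the thresholds in M vs CK (exact hypergeometric test, p = 0.127), glycolysis/gluconeogenesis 25 of 439 (p = 0.195) and carotenoid biosynthesis 14 of 161 (p = 0.0207). In S vs CK the p of the 3 pathways was 0.000472, 0.00114 and 0.000753, and in SM vs CK 0.00282, 0.00291 and 5.61e-05. After adjustment over the pathways, the values in SM vs CK were 0.0219, 0.0219 and 0.000757.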

CK,” “S *vs*. CK” and “SM *vs*. CK” comparisons. Furthermore, carbon fixation in photosynthetic organism pathway was significantly changed in all comparisons and enriched in the top five (Figure 5B). 

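For carbon fixation in photosynthetic organisms, 70 of 260 tested gene models passed the thresholds in S vs CK, 59 of them higher in S, 52 in SM vs CK, 23 in SM vs S, 16 of these lower in SM, and 16 in M vs CK. The exact hypergeometric test gave p = 3.11e-08, 0.000112, 0.00337 and 0.171 in that order. By p, the pathway ranked 18 in M vs CK, 4 in S vs CK, 11 in SM vs CK and 4 in SM vs S.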

Analysis of the top five KEGG pathway showed that the DEGs in the “S *vs*. CK” and “SM *vs*. CK” comparisons were enriched in photosynthesis and glyoxylate and dicarboxylate metabolism. 

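Photosynthesis had the lowest p of all pathways in S vs CK (2.64e-42 in the exact hypergeometric test) and in SM vs CK (1.45e-24). Of its 182 tested gene models, 97 were higher and 7 lower in S, and 71 higher and 5 lower in SM. Glyoxylate and dicarboxylate metabolism had a p of 0.000273 in S vs CK and 0.000144 in SM vs CK, and ranked 12 in both.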

The DEGs involved in photosynthesis–antenna proteins were observed in the “S *vs*. 

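Of the 67 tested gene models of photosynthesis-antenna proteins, 53 passed the thresholds in S vs CK (exact hypergeometric test, p = 5.32e-33) and 38 in SM vs CK (p = 1.33e-18), all of them higher under salt. SM vs S had 13, all lower in SM (exact test, p = 1.41e-05), and M vs CK 10, 8 of them higher in M (p = 0.00114). Summed over the 77 gene models described as chlorophyll a-b binding proteins, where the most abundant models weigh most, the total was 79948 ± 3837 FPKM (SD, n = 3) in S and 74044 ± 16586 in CK, a log2 fold change of 0.07 (standard error 0.34, adjusted p = 0.925). In S vs CK that sum changed sign without CK replicate 3, to -0.11. The log2 fold change of the sum was 0.11 in SM vs S and -0.15 in M vs CK, opposite to most gene models past the thresholds there. In SM vs CK it was 0.18, and each of these had a standard error of 0.34.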

CK,” “SM *vs*. CK” and “SM *vs*. S” comparisons. In addition, linoleic acid metabolism was enriched in “S *vs*. CK” and “SM *vs*. 

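In linoleic acid metabolism, 19 of 58 tested gene models passed the thresholds in S vs CK (exact hypergeometric test, p = 0.000232), 16 of them higher in S. The numbers were 9 in SM vs CK (exact test, p = 0.249) and 4 in SM vs S, all of them lower in SM (p = 0.3).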

S” (Figure 5B). The results indicate that highly enriched pathways may be essential for melatonin-regulated salt resistance in alfalfa.

**Figure 5:**
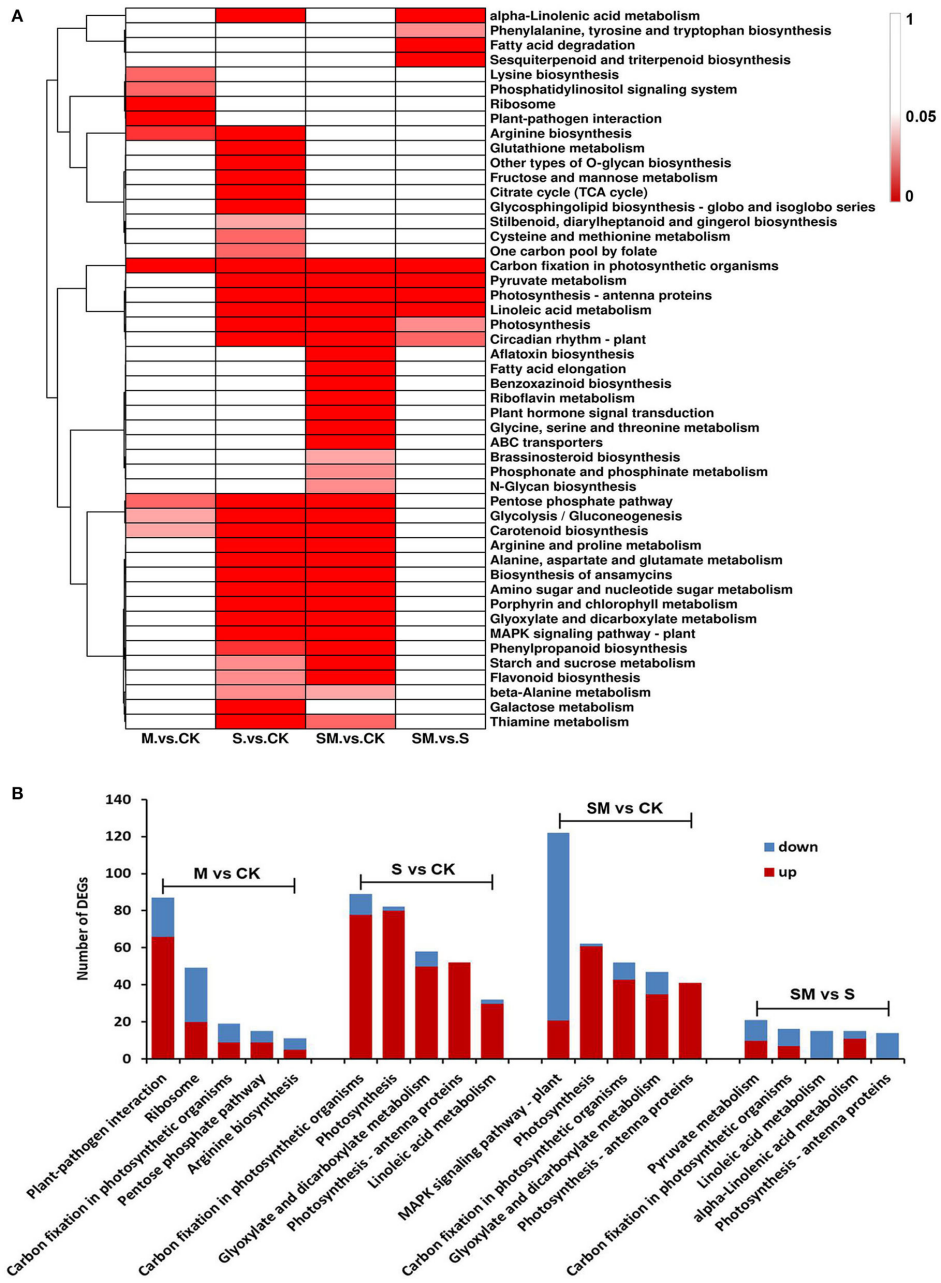
KEGG pathway enrichment analysis of DEGs in different comparisons. **(A)** Heat map analysis of the significant *p*-values (*p* < 0.05) of KEGG term in different comparisons. **(B)** Top-5 KEGG pathways of DEGs in different comparisons.

### Detection of key Melatonin-Induced Genes and Transcription Factors (TFs) Under Salt Stress

Plants can trigger multiple biological processes to regulate gene transcription and physiological adaptation under unfavorable conditions (Deng et al., 2020). We examined the profiles of the genes involved in the plant-pathogen interaction pathway and starch and sucrose metabolism (Figure 6). In the plant–pathogen interaction pathway, a total of 87 DEGs were identified in “M *vs*. CK,” including 66 upregulated and 21 downregulated DEGs. 

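Among 737 tested gene models of this pathway, 46 passed the paper's thresholds in M vs CK, 35 higher and 11 lower in M, and none had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 87 gene models that Supplementary Table 7 lists for M vs CK, 65 had a mean FPKM of at least 1. All 65 moved in the listed direction, 36 of them past the thresholds. In 16 of the 87, every library of a group had 3 counts or fewer. The list was chosen on the same libraries, so its directions are not independent evidence.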

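Of the Ca2+ signaling genes in Supplementary Table 7, 37 gene models are listed for S vs CK, 30 of which could be tested. 24 of these passed the paper's thresholds in the listed direction, which is down for 35 of the 37. For SM vs CK, 8 of 11 tested gene models passed, all listed as down. For M vs CK, 12 of 18 passed, with 15 of 21 listed as up, and for SM vs S 5 of 5, all listed as up. Among WRKY transcription factors of the same table, 13 of 17 tested gene models passed in S vs CK and 12 of 17 in SM vs CK, all lower than in CK. For M vs CK, 2 of 5 passed, all higher. For SM vs S, 2 of 3 passed, and the table lists 1 as up and 2 as down.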

Under salt stress, most of the genes involved in Ca^2+^ signal transduction and WRKY TFs were downregulated in “S *vs*. CK” and “SM *vs*. CK,” while the opposite was true in “M *vs*. CK” and “SM *vs*. S” (Supplementary Table 7). The expression profiles of 22 DEGs involved in the Ca^2+^ signaling pathway are shown in Figure 6A. Melatonin induced the expression of genes encoding cyclic nucleotide-gated ion channel (*CNGC20*), calmodulin/calmodulin-like protein (*CML7, CML11, CML24, CML45*, and *CML48*), calcium-dependent protein kinase (*CDPK1*), and respiratory burst oxidase (*RbohB*) in “M *vs*. CK” (Supplementary Table 7).

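The gene model listed as CNGC20 with the highest mean FPKM, MS.gene27383 (chromosome 6.4, 50547396 to 50553274), had 24.4 ± 13.9 FPKM (SD, n = 3) in M and 8.57 ± 0.715 in CK, a log2 fold change of 1.47 (standard error 0.66, adjusted p = 0.894) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For CML7, MS.gene032172 (chromosome 2.3, 4573250 to 4573708) had a log2 fold change of 2.26 (adjusted p = 0.855). All 6 models listed as CML24 were higher in M, 5 of them past the thresholds. The most abundant, MS.gene62258 (chromosome 3.2, 61818704 to 61819120), had 94.3 ± 108 FPKM (SD, n = 3) in M and 14.7 ± 6.74 in CK, a log2 fold change of 2.61 (standard error 0.76, adjusted p = 0.77) that was 1.17 without M replicate 2. CML11 (MS.gene07422, on chromosome 1.2 from 63842161 to 63843580) and CML48 (MS.gene84320, on chromosome 2.2 from 12075596 to 12079212) had log2 fold changes of 1.32 (adjusted p = 0.939) and 1.85 (adjusted p = 0.77). Of 7 models listed as CML45, 3 were higher and 4 lower in M, and Supplementary Table 7 lists 1 of them for M vs CK, as up. The most abundant, MS.gene96344 (chromosome 8.4, 6927649 to 6928725), had a log2 fold change of 0.20 (adjusted p = 1.0), which was -0.64 without M replicate 1 and -0.36 for the summed annotation. CDPK1 had 1 model higher and 1 lower, and Supplementary Table 7 lists 1 of them for M vs CK, as up. All tested models of that list moved in the listed direction, so the lower model is not the listed one. The more abundant, MS.gene43840 (chromosome 2.2, 5962064 to 5962576), fell from 5.52 ± 1.59 FPKM (SD, n = 3) in CK to 2.63 ± 0.759 in M, a log2 fold change of -1.10 (adjusted p = 0.938), while the summed annotation gave 0.33. RbohB (MS.gene23110, on chromosome 7.2 from 4011656 to 4017742) had 3 counts or fewer in every CK library and 4.44 ± 4.04 FPKM (SD, n = 3) in M, at least 231-fold higher, although M replicate 3 was also at 0. For CML7, CML11 and CML48, the annotation sums had log2 fold changes of 0.92, 1.47 and 0.25 in M vs CK (adjusted p = 0.676, 0.676 and 0.895). RbohB had a log2 fold change of 0.38 (adjusted p = 0.891) in M vs CK as an annotation sum over 9 gene models.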

**Figure 6:**
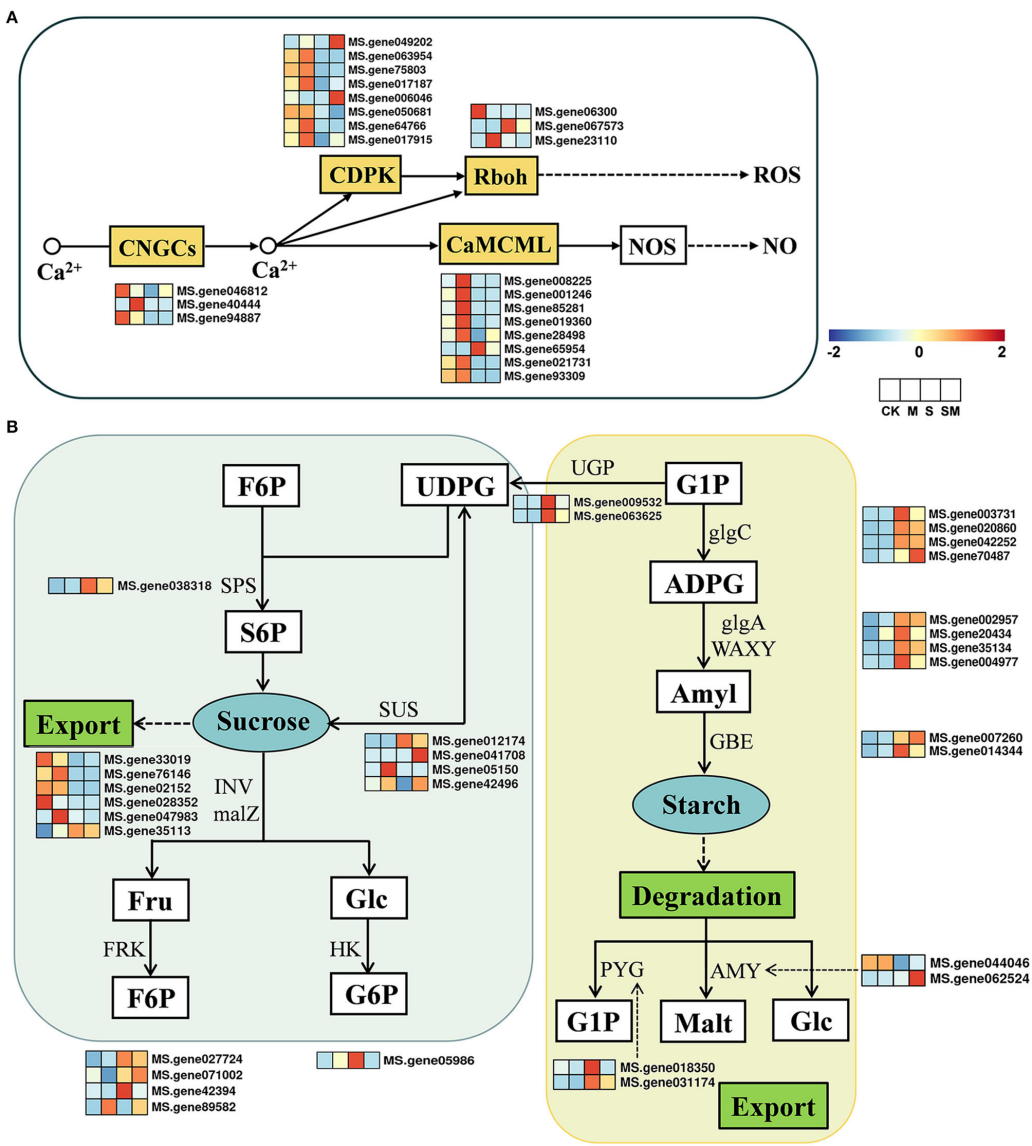
Expression profiles of the key genes involved in **(A)** Ca^2+^ signal pathway and **(B)** starch and sugar metabolism in response to MT and salt treatment.

The expression profiles of 32 DEGs involved in starch and sucrose metabolism are shown in Figure 6B. According to our results (Supplementary Table 8), 35 genes were differentially expressed in “M *vs*. 

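Of 536 tested gene models of starch and sucrose metabolism, 23 passed the paper's thresholds in M vs CK, 18 higher and 5 lower in M, and 27 in SM vs S, 10 higher and 17 lower in SM. None had an adjusted p below 0.05 in either comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Supplementary Table 8 lists 35 gene models for M vs CK, of which 20 could be tested and 10 passed the thresholds, and 25 for SM vs S, of which 19 could be tested and 11 passed.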

CK,” with 24 upregulated and 11 downregulated genes, while 25 DEGs were identified in “SM *vs*. S.” In “M *vs*. CK,” sucrose synthase (*SUSs*), glycoside hydrolase family 17 (*GH17*), and β-amylase 3 (*BAM3*) were downregulated, while trehalose-phosphate phosphatase (*TPP*), endoglucanase 6 (*EDGL6*), and glucan endo-1,3-beta-glucosidase 13 (*EGLC13*) were upregulated. Specifically, the gene encoding fructokinase (*FRK7*) was upregulated in both “M *vs*. 

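The most abundant of the 5 models listed as SUS, MS.gene42496 (chromosome 6.1, 67772472 to 67781086), had 0.0730 ± 0.102 FPKM (SD, n = 3) in M and 1.04 ± 0.962 in CK, below the mean FPKM of 1 that the test required over the 12 libraries. The model listed as SUS2, MS.gene28775 (chromosome 7.4, 6264553 to 6269912), had 0.791 ± 0.655 FPKM (SD, n = 3) in M and 6.80 ± 6.38 in CK, a log2 fold change of -3.10 (standard error 2.17, adjusted p = 1.0) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GH17 had 4 of 4 tested models lower in M, with a log2 fold change of -2.02 (adjusted p = 0.964) for MS.gene058219 (chromosome 2.4, 56240881 to 56242456). For BAM3, MS.gene54203 (chromosome 5.1, 6569507 to 6570168) had a log2 fold change of -1.54 (adjusted p = 1.0), against 0.21 for the summed annotation. TPP, described as trehalose-phosphate phosphatase J (MS.gene030785, on chromosome 4.2 from 10723882 to 10726392), rose by a log2 fold change of 2.54 (standard error 0.96, adjusted p = 0.855). EGLC13 (MS.gene20132, on chromosome 4.4 from 3551385 to 3554248) had 1.40 ± 1.34 FPKM (SD, n = 3) in M, with 0 in M replicate 2, and 3 counts or fewer in every CK library, at least 44.1-fold higher in M, while its summed annotation had a log2 fold change of -0.15. EDGL6 (MS.gene048922, on chromosome 4.2 from 4468986 to 4473506) had 1.55 ± 1.94 FPKM (SD, n = 3) in M and 0.0326 ± 0.0564 in CK and was not tested. For SUS and TPP, the annotation sums had log2 fold changes of -1.65 and 1.72 in M vs CK (adjusted p = 0.534 and 0.732).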

CK” and “SM *vs*. 

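1 of the 4 models listed as FRK7, MS.gene67814 (chromosome 3.3, 2197023 to 2200697), could be tested. It had 4.35 ± 3.19 FPKM (SD, n = 3) in M and 0.248 ± 0.289 in CK, a log2 fold change of 4.06 (standard error 1.93, adjusted p = 0.913) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In SM it had 1.65 ± 1.85 FPKM (SD, n = 3) and in S 0.0127 ± 0.0220, a log2 fold change of 6.71 (standard error 2.25, adjusted p = 0.839). FRK7 had a log2 fold change of 0.32 (adjusted p = 0.806) in SM vs S as an annotation sum over 40 gene models.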

S,” while *EGLC14* was upregulated in “M *vs*. CK” and downregulated in “SM *vs*. 

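EGLC14 had 4 of 4 tested models higher in M vs CK, none of them past the thresholds, and 4 of 4 lower in SM vs CK, 3 past them. The most abundant, MS.gene84321 (chromosome 2.2, 12085894 to 12088437), had 26.0 ± 35.5 FPKM (SD, n = 3) in M and 4.06 ± 2.51 in CK, a log2 fold change of 2.60 (standard error 1.39, adjusted p = 0.948) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In SM vs CK its log2 fold change was -5.96 (adjusted p = 0.157), and -11.06 without SM replicate 1, the only SM library with more than 0 counts, while the summed annotation gave -1.75.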

CK.” 

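In starch and sucrose metabolism, 99 gene models passed the thresholds in S vs CK, 11 of them with an adjusted p below 0.05, and 90 in SM vs CK, 1 with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both comparisons shared 68, 47 higher and 21 lower under salt in both.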

In response to salt stress, 63 DEGs (31 upregulated and 32 downregulated genes) were identified in both “S *vs*. CK” and “SM *vs*. CK.” The genes encoding *EGLCs, TPP*, hexokinase 3 (*HXK3*), *SUSs*, α-amylase (*AMY*), beta-glucosidase 24 (*BGLU24*), and *FRK4* were downregulated, whereas *BAM*, starch synthase (*SSs*), *BGLUs*, sucrose-phosphate synthase 2 (*SPS2*), granule-bound starch synthase (*GBSSs*), and *AMY2* were upregulated under salt stress.

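Downward in S vs CK, the model listed as AMY, MS.gene044046 (chromosome 1.2, 4114437 to 4117529), fell from 20.5 ± 6.09 FPKM (SD, n = 3) to 1.42 ± 0.989, a log2 fold change of -3.81 (standard error 0.55, adjusted p = 0.016) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the adjusted p below 0.05 in 5 of the 6 fits that each left out 1 library. HXK3 (MS.gene024702, on chromosome 5.4 from 3751787 to 3756357) had -1.79 (adjusted p = 0.164), the TPP model described as trehalose-phosphate phosphatase F -6.07 (adjusted p = 0.176) and FRK4 (MS.gene98726, on chromosome 2.1 from 5491418 to 5493849) -3.01 (adjusted p = 0.448) as log2 fold changes. All 4 tested EGLC14 models were lower, 2 past the thresholds. SUS (MS.gene42496) was at least 50.3-fold lower in S from a CK value of 1.04 ± 0.962 FPKM (SD, n = 3). BGLU24 (MS.gene33492, on chromosome 4.2 from 85977904 to 85980624) had 0.0212 ± 0.0367 FPKM (SD, n = 3) in S and 1.25 ± 0.724 in CK. Neither reached the mean FPKM of 1 required for the test. Upward, BAM (MS.gene000320, on chromosome 4.4 from 54953500 to 54955758) had 47.3 ± 43.3 FPKM (SD, n = 3) in S and 1.65 ± 1.09 in CK, a log2 fold change of 4.88 (standard error 0.80, adjusted p = 0.0242), with the adjusted p below 0.05 in 3 of the 6 fits that each left out 1 library. GBSS1 rose in all 3 tested models, with 4.09 (adjusted p = 0.131) for MS.gene004977 (chromosome 1.4, 63868351 to 63872376), and GBSS2 (MS.gene20434, on chromosome 6.3 from 6825111 to 6831885) by 3.25 (adjusted p = 0.0241), an adjusted p below 0.05 in 1 of the 6 fits that each left out 1 library. The log2 fold change was 3.03 (adjusted p = 0.168) for SS3 (MS.gene002957, on chromosome 2.4 from 63940631 to 63951999), 2.92 (adjusted p = 0.113) for SPS2 (MS.gene017095, on chromosome 5.1 from 72783201 to 72789842), 2.22 (adjusted p = 0.121) for BGLU11 (MS.gene94682), 2.97 (adjusted p = 0.234) for BGLU44 (MS.gene05298) and 2.27 (adjusted p = 0.338) for AMY2 (MS.gene24095, on chromosome 1.2 from 154693 to 158106). For AMY, HXK3 and TPP, the annotation sums had log2 fold changes of -1.47, -0.39 and -7.39 in S vs CK (adjusted p = 0.154, 0.644 and 0.0173). For FRK4, EGLC14 and SUS, the annotation sums had log2 fold changes of -2.36, -1.91 and -2.33 in S vs CK (adjusted p = 0.0418, 0.132 and 0.0204). For BGLU24, GBSS1 and SS3, the annotation sums had log2 fold changes of -5.57, 4.41 and 2.03 in S vs CK (adjusted p = 0.0263, 0.00649 and 0.00444). For SPS2, BGLU11 and BGLU44, the annotation sums had log2 fold changes of 2.71, 2.72 and 2.45 in S vs CK (adjusted p = 0.0127, 0.0088 and 0.00973). Summed annotations of BAM, GBSS2 and AMY2 rose by 4.54, 1.55 and 1.05 on the log2 scale in S vs CK. Their adjusted p was 0.00661, 0.0377 and 0.213 by the same test.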

Transcription factors play a critical role in regulating upstream stress signal transduction to downstream gene transcription and specific biological processes. A total of 2,111 TFs from 52 families showing differential expression were identified (Figure 7A and Supplementary Table 9). 

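The copy of Supplementary Table 9 read here has 2104 entries over the 4 comparisons for 1439 distinct gene models from 52 families. Of the entries for each comparison, 154 of 252 tested gene models passed the paper's thresholds in M vs CK, 544 of 657 in S vs CK, 411 of 503 in SM vs CK and 145 of 202 in SM vs S. An adjusted p below 0.05 was reached by 0, 93, 23 and 0 of them (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The FPKM values of the paper's supplementary tables and of the deposited table differed by at most 0.0473 over 18630 values.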

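Supplementary Table 9 assigns 222 distinct gene models to the C3H family, and the description names a zinc finger or CCCH domain for 25 of them (11.3%). In S vs CK, 82 of 100 tested C3H models passed the paper's thresholds, 60 of 76 MYB models and 48 of 52 ERF models. The counts in SM vs CK were 62 of 78, 29 of 38 and 46 of 50.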

The C3H, MYB, and ERF families were the three most abundant TF families in each comparison. The expression profiles of the three TF families in four comparisons are presented in Figure 7B. We found 373 and 278 TFs were differentially expressed in “M *vs*. CK” and “SM *vs*. 

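Of the C3H gene models listed for M vs CK, 52 could be tested and 31 passed the thresholds. For SM vs S, 29 of 41 passed. None had an adjusted p below 0.05 in either comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries of a group had 3 counts or fewer for 17 of the 67 listed models in M vs CK and 18 of 55 in SM vs S.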

S”; the largest proportion of the C3H family contained 69 and 55 DEGs, respectively. Interestingly, 147 TFs were differentially expressed in “SM *vs*. S,” but not in “S *vs*. CK,” which suggests that these TFs are participated in salt resistance regulated by melatonin.

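Of the 147 gene models that Supplementary Table 9 lists for SM vs S and not for S vs CK, 68 passed the thresholds in SM vs S here, and 59 of these did not pass them in S vs CK. Passing in 1 comparison and not in the other was not tested as a difference between them.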

**Figure 7:**
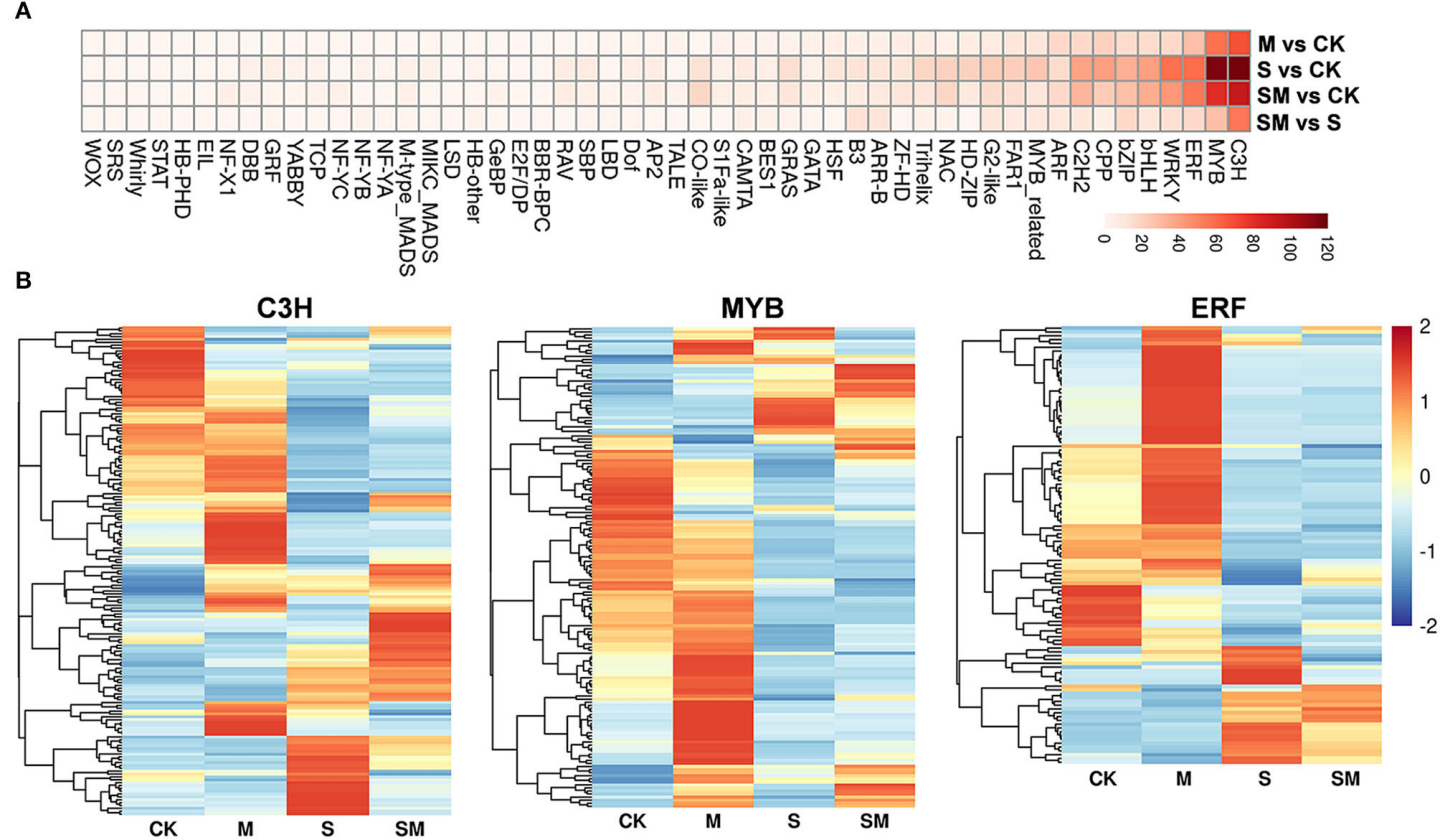
Expression analysis of TF families in different comparisons. **(A)** Heatmap analysis of TF families. **(B)** The differential expression pattern of MYB, NAC, and WRKY families.

### Detection of Melatonin-Induced Genes Involved in Phytohormone Signal Transduction Under Salt Stress

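The plant hormone signal transduction pathway has 1050 tested gene models. The paper's thresholds were passed by 69 in M vs CK (42 higher), 169 in S vs CK (57 higher), 170 in SM vs CK (49 higher) and 50 in SM vs S (17 higher). Of these, 0, 26, 9 and 0 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Supplementary Table 10 lists 52, 141, 140 and 29 gene models, of which 32, 107, 110 and 19 passed.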

To explore whether melatonin participates in regulating other plant hormones in alfalfa salt tolerance, the expression profiles of the genes related to plant hormone signal transduction were analyzed (Figure 8 and Supplementary Table 10). Furthermore, we predicted the key protein–protein interaction (PPI) network of proteins in the hormone signaling pathway (Supplementary Figure 4).

**Figure 8:**
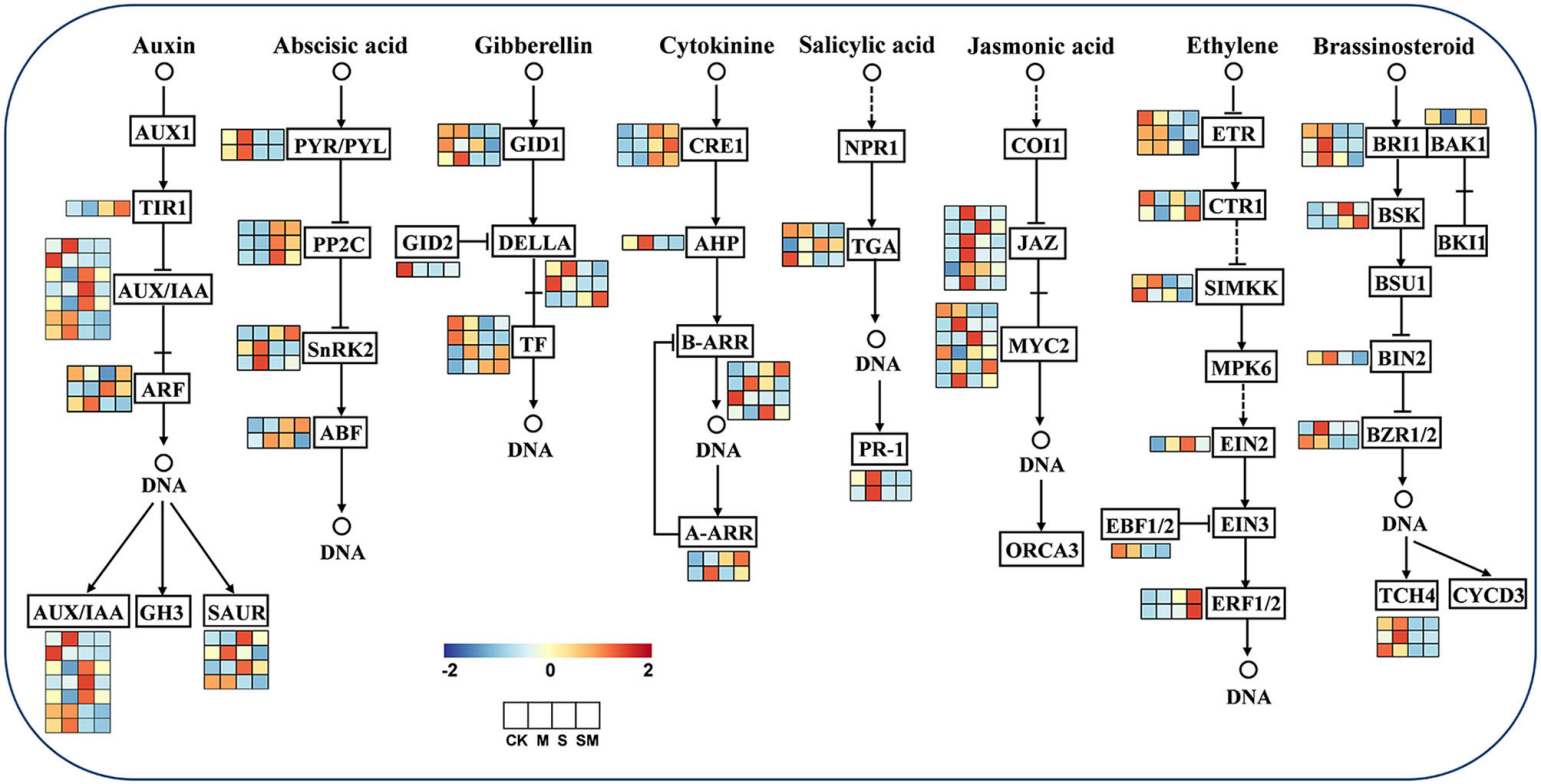
Expression profiles of the plant hormone signal transduction pathway genes in response to MT and salt treatment.

For the auxin signal, nine genes were differentially expressed in “M *vs*. 

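Of 3 models listed as AUX28, 1 passed the thresholds as higher and 1 as lower in M vs CK. The most abundant, MS.gene036157 (chromosome 1.3, 50823218 to 50826415), had 25.7 ± 30.1 FPKM (SD, n = 3) in M and 15.6 ± 14.0 in CK, a log2 fold change of 0.71 (standard error 1.91, adjusted p = 1.0) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was -0.68 without M replicate 1. ARF19 (MS.gene06198, on chromosome 4.2 from 3571261 to 3576424) had 17.0 ± 4.73 FPKM (SD, n = 3) in M and 0.383 ± 0.663 in CK, a log2 fold change of 5.40 (standard error 3.33, adjusted p = 0.992).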

CK,” two of which were upregulated, genes encoding auxin-induced protein (*AUX28*) and auxin response factor (*ARF19*). In addition, *AUX10, AUX28*, and *IAA6* appear to be central genes in “SM *vs*. 

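All 4 models described as auxin-induced protein 10A5 were lower in SM than in S and past the thresholds. The most abundant, MS.gene23369 (chromosome 4.4, 36907873 to 36908148), had 0.425 ± 0.445 FPKM (SD, n = 3) in SM and 6.07 ± 5.67 in S, a log2 fold change of -3.79 (standard error 1.20, adjusted p = 0.839) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The AUX28 model MS.gene036157 had a log2 fold change of -4.15 (adjusted p = 0.917). IAA6 (MS.gene33350, on chromosome 4.4 from 87676189 to 87678973) had 3 counts or fewer in every SM library and 1.92 ± 1.72 FPKM (SD, n = 3) in S, with 0 in S replicate 1, at least 18-fold lower, and was not tested.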

S.” Under salt stress, the expression of *IAA27*, SAUR-like auxin–responsive family protein, *IAA8*, and *IAA22D* was induced in “S *vs*. 

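In S vs CK, all 3 models listed as IAA27 were lower in S. The most abundant, MS.gene85133 (chromosome 2.4, 3317479 to 3319595), had 2.00 ± 0.365 FPKM (SD, n = 3) in S and 9.97 ± 1.83 in CK, a log2 fold change of -2.27 (standard error 1.47, adjusted p = 0.52) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IAA22D was lower in both tested models, at -1.35 (adjusted p = 0.448) for MS.gene39913 (chromosome 1.4, 58003331 to 58004346). IAA8 had 1 model higher and 1 lower, the most abundant, MS.gene09356 (chromosome 5.3, 53686599 to 53688988), at 0.97 (adjusted p = 0.665), while its summed annotation had a log2 fold change of -0.28. Of 7 models of the SAUR-like family, 2 passed the thresholds as higher and 2 as lower, and MS.gene062978 (chromosome 4.2, 35433985 to 35434263) had a log2 fold change of 2.97 (adjusted p = 0.164). In SM vs CK, TIR1 (MS.gene048842, on chromosome 4.1 from 5654420 to 5657110) had 11.4 ± 6.03 FPKM (SD, n = 3) in SM and 3.16 ± 0.554 in CK, a log2 fold change of 1.86 (standard error 0.58, adjusted p = 0.205) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its annotation, summed over 10 gene models, had a log2 fold change of 0.12. ARF3 was higher in both tested models, the more abundant, MS.gene002513 (chromosome 2.1, 70423653 to 70427522), by 4.70 (standard error 2.75, adjusted p = 0.535). For IAA22D and SAUR-like, the annotation sums had log2 fold changes of -1.32 and 0.39 in S vs CK (adjusted p = 0.0306 and 0.73). ARF3 had a log2 fold change of 2.12 (adjusted p = 0.0156) in SM vs CK as an annotation sum over 4 gene models.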

CK,” and transport inhibitor response 1 (*TIR1*) and *ARF3* expression was induced in “SM *vs*. CK.” For the ABA signal, two *PYR/PYLs* (*PYL4* and *PYR1*) were downregulated under salt stress in “S *vs*. CK” and “SM *vs*. CK,” while *PYL9* and protein phosphatase 2C (*PP2C24* and *PP2C51*) were upregulated. In addition, serine/threonine-protein kinase *SRK2A* was upregulated and *PP2C51* was downregulated in “M *vs*. 

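PYL4 was lower in all 12 tested models and past the thresholds in each, in S vs CK and in SM vs CK alike. The most abundant, MS.gene99506 (chromosome 7.1, 32178510 to 32179070), had 1.14 ± 1.5 FPKM (SD, n = 3) in S and 29.97 ± 9.01 in CK, a log2 fold change of -4.67 (standard error 1.33, adjusted p = 0.117) in S vs CK by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -3.94 (adjusted p = 0.219) in SM vs CK. Summed over 16 gene models of this annotation, the log2 fold change was -5.68 (adjusted p = 0.000751) in S vs CK. PYR1 (MS.gene069194, on chromosome 5.3 from 19613561 to 19614206) had -3.96 (adjusted p = 0.037) in S vs CK, the adjusted p below 0.05 in 1 of the 6 fits that each left out 1 library, and -3.43 (adjusted p = 0.0839) in SM vs CK. The most abundant of the 3 models listed as PYL9, MS.gene86009 (chromosome 8.2, 69680184 to 69681844), was lower, with 55.0 ± 1.73 FPKM (SD, n = 3) in S and 112 ± 22.2 in CK, a log2 fold change of -0.99 (standard error 0.28, adjusted p = 0.118), and -1.35 (adjusted p = 0.0813) in SM vs CK. The other 2 were higher in both comparisons. PP2C24 rose in all 3 models and PP2C51 in all 4, in S vs CK and in SM vs CK, each past the thresholds. The PP2C24 model MS.gene63494 (chromosome 3.1, 56480090 to 56481295) had 69.7 ± 17.1 FPKM (SD, n = 3) in S and 15.4 ± 7.08 in CK, a log2 fold change of 2.23 (standard error 0.42, adjusted p = 0.0362), the adjusted p below 0.05 in 0 of the 6 fits that each left out 1 library. The PP2C51 model MS.gene046807 (chromosome 1.2, 14531948 to 14536573) had 69.1 ± 13.1 FPKM (SD, n = 3) in S and 5.59 ± 5.39 in CK, a log2 fold change of 3.70 (standard error 0.67, adjusted p = 0.0317), below 0.05 in 1 of the 6 fits that each left out 1 library. For PYL4, PYR1 and PYL9, the annotation sums had log2 fold changes of -5.17, -3.26 and -0.20 in SM vs CK (adjusted p = 0.00274, 0.0105 and 0.571). For PP2C24 and PP2C51, the annotation sums had log2 fold changes of 2.05 and 3.44 in SM vs CK (adjusted p = 0.00978 and 0.0116). Summed annotations of PYR1, PYL9, PP2C24 and PP2C51 had log2 fold changes of -3.47, -0.52, 2.11 and 3.92 in S vs CK. Their adjusted p was 0.00463, 0.0976, 0.0047 and 0.00421 by the same test.

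**Figure D2:**
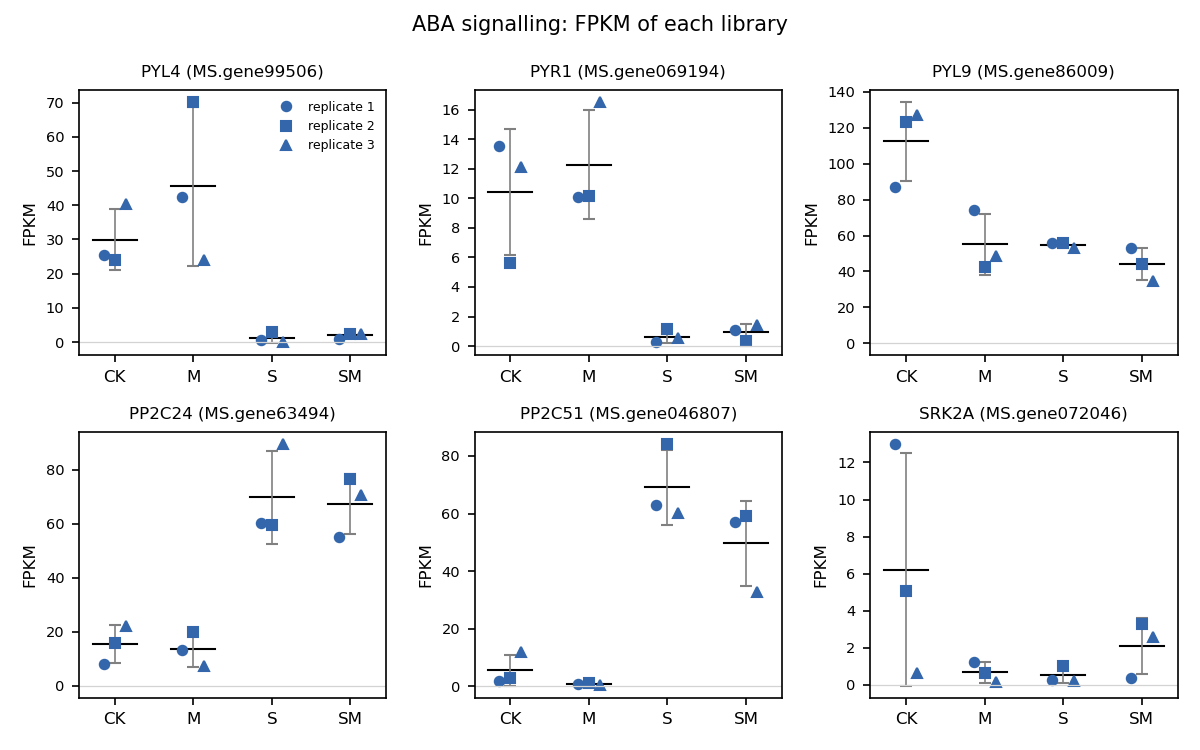
FPKM (y axis) of the most abundant gene model of PYL4, PYR1, PYL9, PP2C24, PP2C51 and SRK2A in each library (points, 1 symbol per replicate) of CK, M, S and SM (x axis), with the mean (black line) and SD (grey bar) of each group. The PYL4 model has a mean of 29.97 FPKM in CK and 1.14 in S, and the PP2C24 model 15.4 in CK and 69.7 in S.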

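SRK2A had 1 model past the thresholds as higher and 1 as lower in M vs CK. The more abundant, MS.gene072046 (chromosome 2.4, 76067347 to 76069992), had 0.670 ± 0.553 FPKM (SD, n = 3) in M and 6.22 ± 6.27 in CK, a log2 fold change of -3.28 (standard error 1.26, adjusted p = 0.855) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its annotation, summed over 10 gene models, had 0.05. All 4 models of PP2C51 were lower in M, 2 of them past the thresholds. MS.gene046807 had 0.736 ± 0.374 FPKM (SD, n = 3) in M and 5.59 ± 5.39 in CK, a log2 fold change of -2.93 (standard error 0.65, adjusted p = 0.684). Its CK libraries ranged from 1.98 to 11.8 FPKM.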

CK.” For the GA signal, the genes encoding F-box proteins (*GID2*), scarecrow-like proteins (*SCL14* and *SCL30*), and phytochrome interacting factor 3 (*PIF3*) were downregulated in “S *vs*. 

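Both GID2 models were lower in S vs CK and past the thresholds, the more abundant, MS.gene38679 (chromosome 3.3, 84685121 to 84685657), with 83.1 ± 25.9 FPKM (SD, n = 3) in S and 209 ± 65.6 in CK and a log2 fold change of -1.29 (standard error 0.45, adjusted p = 0.186) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SCL14 had a log2 fold change of -1.58 (adjusted p = 0.0918) in MS.gene021138 (chromosome 4.4, 41910150 to 41912108). SCL30 was lower in all 10 tested models, 9 of them past the thresholds, with -1.31 (adjusted p = 0.122) for MS.gene78419 (chromosome 2.3, 5564188 to 5566161). PIF3 was lower in 3 of 4 models, and MS.gene22936 (chromosome 1.2, 58701291 to 58704424) had a log2 fold change of -1.59 (adjusted p = 0.0569). For SCL14, SCL30 and PIF3, the annotation sums had log2 fold changes of -0.52, -2.08 and -1.32 in S vs CK (adjusted p = 0.129, 0.00708 and 0.0047).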

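SCL9 was higher in all 3 models and past the thresholds in each, in S vs CK and in SM vs CK. The most abundant, MS.gene055278 (chromosome 7.4, 41740492 to 41742588), had 7.27 ± 0.450 FPKM (SD, n = 3) in S and 2.26 ± 0.150 in CK, a log2 fold change of 1.72 (standard error 0.45, adjusted p = 0.0916) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 13.4 ± 2.27 FPKM (SD, n = 3) in SM, a log2 fold change from CK of 2.56 (standard error 0.46, adjusted p = 0.0544). SCL9 had a log2 fold change of 1.60 (adjusted p = 0.00244) in S vs CK as an annotation sum over 4 gene models. SCL9 had a log2 fold change of 1.80 (adjusted p = 0.0036) in SM vs CK as an annotation sum over 4 gene models.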

CK,” whereas *SCL9* was upregulated in “S *vs*. CK” and “SM *vs*. CK.” Moreover, the *PIF4* gene was upregulated in “M *vs*. CK” and “SM *vs*. 

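The gene model listed as PIF4, MS.gene019150 (chromosome 3.3, 36591095 to 36593116), had 27.4 ± 9.99 FPKM (SD, n = 3) in M and 7.64 ± 2.80 in CK, a log2 fold change of 1.80 (standard error 0.53, adjusted p = 0.77) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In SM it had 26.6 ± 10.7 FPKM (SD, n = 3), a log2 fold change from CK of 1.80 (adjusted p = 0.184). Its annotation has 3 gene models, whose summed counts gave log2 fold changes of -0.12 in M vs CK and -0.12 in SM vs CK.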

CK,” indicating that it was induced by melatonin. For the CTK signal, CTK receptor histidine kinases (*AHK4*) and response regulator and transcription factor RR-A-type family genes were significantly upregulated in both “S *vs*. CK' and “SM *vs*. CK,” while histidine-containing phosphotransfer proteins (*AHP1*) and two-component response regulators (*ARR12* and *ARR5*) were downregulated. However, melatonin upregulated the expression of *ARR5* in “M *vs*. 

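AHK4 was higher in both models in S vs CK and SM vs CK, the more abundant, MS.gene95862 (chromosome 4.3, 977391 to 982165), by 2.87 (standard error 1.33, adjusted p = 0.326) and 3.40 (standard error 1.36, adjusted p = 0.318) on the log2 scale, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The most abundant gene model of the RR-A type family, MS.gene97394 (chromosome 3.1, 10147857 to 10149605), had 9.76 ± 7.70 FPKM (SD, n = 3) in S and 1.20 ± 1.028 in CK, a log2 fold change of 3.03 (adjusted p = 0.208), and 2.14 (adjusted p = 0.44) in SM vs CK. AHP1 was lower in all 3 models in both comparisons, with -5.08 (adjusted p = 0.142) in S vs CK and -3.08 (adjusted p = 0.395) in SM vs CK for MS.gene072434 (chromosome 7.3, 2923386 to 2924484). ARR12 had 1 of 2 tested models lower in S vs CK, where MS.gene90556 (chromosome 2.1, 41186713 to 41191176) had -3.01 (adjusted p = 0.36), and both lower in SM vs CK, where it had -0.80 (adjusted p = 0.913). For ARR5, MS.gene45158 (chromosome 5.1, 26926920 to 26928330) fell from 5.51 ± 2.68 FPKM (SD, n = 3) in CK to 0.578 ± 0.422 in S, a log2 fold change of -3.18 (adjusted p = 0.123), while the other model was higher. For AHP1 and ARR12, the annotation sums had log2 fold changes of -0.24 and -0.82 in S vs CK (adjusted p = 0.648 and 0.0113). For AHK4 and AHP1, the annotation sums had log2 fold changes of 0.48 and -0.25 in SM vs CK (adjusted p = 0.224 and 0.68).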

CK” and “SM *vs*. 

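The more abundant ARR5 model, MS.gene45158, had 5.47 ± 3.00 FPKM (SD, n = 3) in M, a log2 fold change from CK of 0.02 (standard error 0.85, adjusted p = 1.0) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This lay between -0.38 without M replicate 3 and 0.45 with each library left out in turn, and was negative when the libraries were centred on their medians. The other ARR5 model passed the thresholds as higher. MS.gene45158 had 5.17 ± 4.07 FPKM (SD, n = 3) in SM, a log2 fold change from S of 3.11 (standard error 0.92, adjusted p = 0.83).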

S.”

For the SA signal, the SA receptor gene *NPR3* and pathogenesis-related protein (*PR1*) were downregulated in “S *vs*. CK” and “SM *vs*. CK,” while the downstream TGA TFs of NPR showed different expression patterns in SA signaling. 

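NPR3 (MS.gene74598, on chromosome 2.3 from 60502805 to 60506996) had 8.42 ± 3.83 FPKM (SD, n = 3) in S and 23.8 ± 8.11 in CK, a log2 fold change of -1.45 (standard error 0.37, adjusted p = 0.0878) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -1.43 (adjusted p = 0.135) in SM vs CK. PR1 was lower in all 3 models in both comparisons, 2 of them past the thresholds. The most abundant, MS.gene071870 (chromosome 2.2, 53334188 to 53336327), had 6.43 ± 8.07 FPKM (SD, n = 3) in S and 52.6 ± 47.9 in CK, a log2 fold change of -2.97 (standard error 1.5, adjusted p = 0.377), and -3.04 (adjusted p = 0.438) in SM vs CK. In SM vs CK, TGA3 (MS.gene010294, on chromosome 5.4 from 47572743 to 47575387) had 2.40 (adjusted p = 0.299) and TGA7 (MS.gene29115, on chromosome 3.4 from 72199118 to 72201612) 6.39 (adjusted p = 0.0839) as log2 fold changes. PR1 had a log2 fold change of -3.49 (adjusted p = 0.0717) in S vs CK as an annotation sum over 22 gene models. For NPR3, PR1 and TGA7, the annotation sums had log2 fold changes of -0.73, -3.69 and 0.73 in SM vs CK (adjusted p = 0.204, 0.0816 and 0.112).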

For the JA signal, three *JAZs* (*TIFY3, TIFY10A* and *TIFY6B*) were upregulated in both “M *vs*. CK” and “S *vs*. 

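TIFY6B (MS.gene25203, on chromosome 1.3 from 17140241 to 17142839) had 37.5 ± 5.23 FPKM (SD, n = 3) in M and 10.9 ± 2.98 in CK, a log2 fold change in M vs CK of 1.76 (standard error 0.40, adjusted p = 0.684) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.68 (adjusted p = 0.0708) in S vs CK. TIFY10A was higher in all 3 models in both comparisons. The most abundant, MS.gene012194 (chromosome 8.1, 7097949 to 7099397), had 13.3 ± 19.5 FPKM (SD, n = 3) in M and 0.698 ± 0.628 in CK, a log2 fold change of 4.17 (standard error 1.33, adjusted p = 0.787) that was 1.62 without M replicate 2. Its value in S vs CK was 0.91 (adjusted p = 0.816), and -0.16 without S replicate 1. TIFY3 was higher in 2 of 3 models in M vs CK. The most abundant, MS.gene030208 (chromosome 8.2, 9237037 to 9238016), had a log2 fold change of -0.19 (adjusted p = 1.0), which was 0.63 without CK replicate 2 and 0.94 for the summed annotation. Its value in S vs CK was 2.51 (adjusted p = 0.137). TIFY10B rose in all 3 models in M vs CK. MS.gene057422 (chromosome 2.1, 51216382 to 51218469) had 183 ± 236 FPKM (SD, n = 3) in M and 18.5 ± 3.58 in CK, a log2 fold change of 3.21 (standard error 0.88, adjusted p = 0.76). TIFY11B (MS.gene051083, on chromosome 8.3 from 69850688 to 69852975) had 2.14 (adjusted p = 0.855) and TIFY5A (MS.gene040116, on chromosome 4.4 from 291581 to 292201) 2.88 (adjusted p = 1.0). Without M replicate 2, the values of TIFY10B, TIFY11B and TIFY5A were 1.34, 0.34 and 1.04. Summed over the 60 gene models described as protein TIFY, the total was 887 ± 798.6 FPKM (SD, n = 3) in M and 329 ± 57.4 in CK, a log2 fold change of 1.18 (standard error 0.41, adjusted p = 0.556), which was 0.40 without M replicate 2. For TIFY6B and TIFY5A, the annotation sums had log2 fold changes of 0.23 and 4.30 in M vs CK (adjusted p = 0.889 and 0.677). For TIFY6B and TIFY3, the annotation sums had log2 fold changes of 0.20 and 2.77 in S vs CK (adjusted p = 0.556 and 0.0206).

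**Figure D3:**
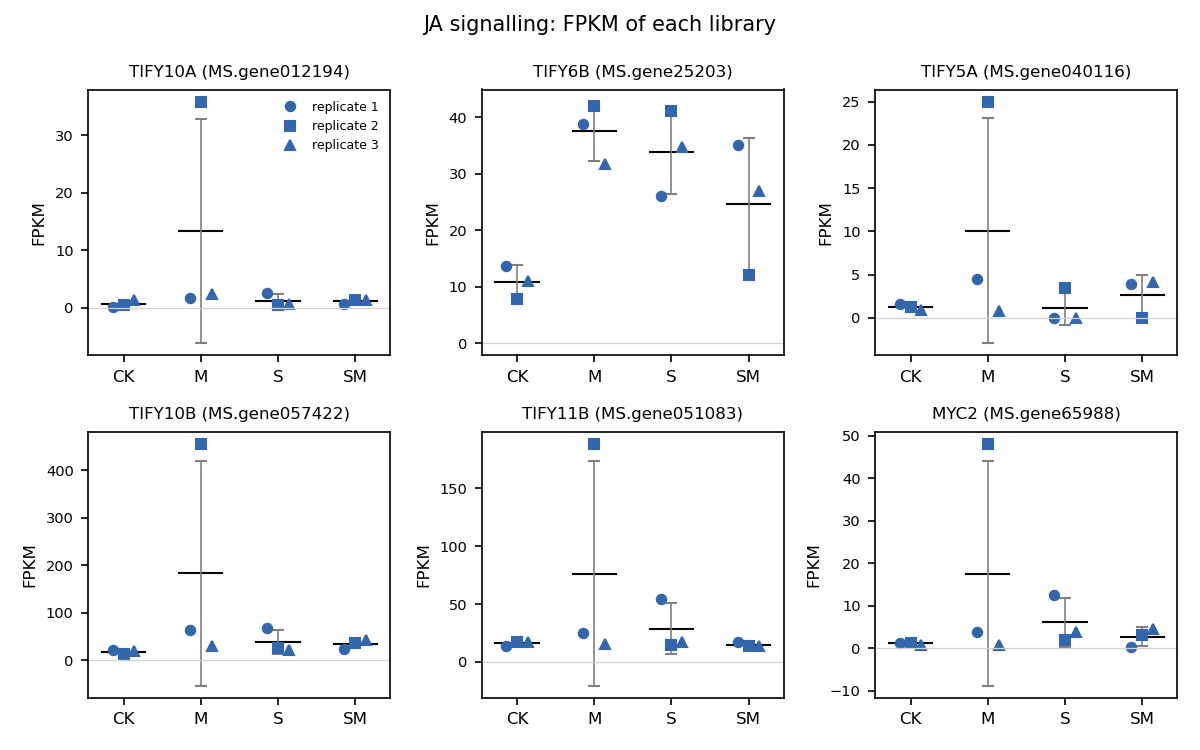
FPKM (y axis) of the most abundant gene model of TIFY10A, TIFY6B, TIFY5A, TIFY10B, TIFY11B and MYC2 in each library (points, 1 symbol per replicate) of CK, M, S and SM (x axis), with the mean (black line) and SD (grey bar) of each group. For TIFY10B, M replicate 2 has 455 FPKM, against 64.1 and 29.6 in the other M libraries.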

CK,” whereas melatonin also induced the expression of *TIFY5A, TIFY10B*, and *TIFY11B* in “M *vs*. CK.” The *MYC2s* showed varied expression levels in JA signaling under salt and melatonin treatments, in which *bHLH18* was upregulated in “S *vs*. CK” and “SM *vs*. CK,” but downregulated in “SM *vs*. 

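bHLH18 was higher in all 3 models in S vs CK, 3 of them past the thresholds, and in all of them in SM vs CK, 2 past. In SM vs S all were lower, 1 past the thresholds. The most abundant, MS.gene09647 (chromosome 5.2, 6480497 to 6485416), had 9.20 ± 8.02 FPKM (SD, n = 3) in S and 0.269 ± 0.204 in CK and 1.66 ± 0.965 FPKM (SD, n = 3) in SM. Its log2 fold change was 5.08 (adjusted p = 0.249) in S vs CK, 2.59 (adjusted p = 0.638) in SM vs CK and -2.49 (adjusted p = 1.0) in SM vs S, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. bHLH18 had a log2 fold change of 0.92 (adjusted p = 0.157) in S vs CK as an annotation sum over 43 gene models.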

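ETR2 was lower in all 4 models in S vs CK and in SM vs CK. MS.gene32142 (chromosome 1.2, 56926441 to 56929265) had 10.4 ± 6.88 FPKM (SD, n = 3) in S and 27 ± 5.90 in CK, a log2 fold change of -1.34 (standard error 0.53, adjusted p = 0.244) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2.48 ± 1.38 FPKM (SD, n = 3) in SM, a log2 fold change of -3.45 (standard error 0.57, adjusted p = 0.0474), the adjusted p below 0.05 in 0 of the 6 fits that each left out 1 library. SIMKK (MS.gene98149, on chromosome 4.1 from 89112323 to 89113429) had 5.40 ± 2.03 FPKM (SD, n = 3) in S and 48.9 ± 29.7 in CK, a log2 fold change of -3.16 (standard error 0.52, adjusted p = 0.0246), below 0.05 in 3 of the 6 fits that each left out 1 library. For ETR2 and SIMKK, the annotation sums had log2 fold changes of -1.54 and -0.91 in S vs CK (adjusted p = 0.046 and 0.00353).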

S.” For the ETH signal, salt stress inhibited the expression of ethylene receptor 2 (*ETR2*) and MEK map kinase kinase (*SIMKK*) in “S *vs*. CK” and “SM *vs*. CK.” However, the ethylene receptor *EIN4* and *SIMKK* were significantly upregulated in “SM *vs*. 

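The SIMKK model MS.gene98149 had 17.8 ± 6.28 FPKM (SD, n = 3) in SM, a log2 fold change from S of 1.69 (standard error 0.49, adjusted p = 0.821) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its log2 fold change from CK was -1.47 (adjusted p = 0.226). EIN4 (MS.gene050576, on chromosome 7.3 from 1755931 to 1758949) had 0.561 ± 0.536 FPKM (SD, n = 3) in SM, with 0 in SM replicate 1, and 3 counts or fewer in every S library, at least 24.1-fold higher. Its mean FPKM over the 12 libraries was below 1, so it was not tested. SIMKK had a log2 fold change of -0.37 (adjusted p = 0.15) in SM vs CK as an annotation sum over 4 gene models. SIMKK had a log2 fold change of 0.54 (adjusted p = 0.354) in SM vs S as an annotation sum over 4 gene models.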

S.” Serine/threonine–protein kinase *CTR1* was downregulated in “M *vs*. CK” and “SM *vs*. CK,” whereas it remained unchanged in “S *vs*. 

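The gene model listed as CTR1, MS.gene068130 (chromosome 1.4, 36826973 to 36833813), had 6.39 ± 3.38 FPKM (SD, n = 3) in CK and 3 counts or fewer in every M and SM library. It was at least 129-fold lower in M, with an adjusted p = 0.855, and at least 125-fold lower in SM, with an adjusted p = 0.316 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The annotation has 2 gene models, whose summed counts gave a log2 fold change of -1.0 in M vs CK and -0.21 in SM vs CK.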

CK.” In addition, ethylene-responsive transcription factor 1B (*ERF1B*) was downregulated in all comparisons except “SM *vs*. 

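All 8 models listed as ERF1B were lower in M vs CK, S vs CK and SM vs CK, 1, 7 and 7 of them past the thresholds. The most abundant, MS.gene53025 (chromosome 1.1, 55753123 to 55753755), had 24.3 ± 5.02 FPKM (SD, n = 3) in CK, 16.6 ± 7.12 in M, 8.96 ± 5.44 in S and 6.87 ± 3.42 in SM. The log2 fold change was -0.57 (adjusted p = 1.0) in M vs CK, -1.40 (adjusted p = 0.232) in S vs CK and -1.82 (adjusted p = 0.188) in SM vs CK, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ERF1B had a log2 fold change of -1.97 (adjusted p = 0.0163) in S vs CK as an annotation sum over 41 gene models. ERF1B had a log2 fold change of -2.39 (adjusted p = 0.0125) in SM vs CK as an annotation sum over 41 gene models.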

S.” The EIN3-binding F-box protein 1 (*EBF1*) was downregulated in both “S *vs*. CK' and “SM *vs*. 

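EBF1 was lower in all 6 tested models in both comparisons. MS.gene015986 (chromosome 1.4, 8539642 to 8541558) had 15.2 ± 4.44 FPKM (SD, n = 3) in S and 55.6 ± 7.49 in CK, a log2 fold change of -1.84 (standard error 0.32, adjusted p = 0.0294) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 11.0 ± 4.04 FPKM (SD, n = 3) in SM, a log2 fold change of -2.34 (standard error 0.33, adjusted p = 0.0313). The adjusted p was below 0.05 in 1 of the 6 fits that each left out 1 library in S vs CK and in 2 of 6 in SM vs CK.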

CK.” For the BR signal, brassinazole-resistant 1 (*BZR1*), brassinosteroid LRR receptor kinase (*BRL*), and xyloglucan endotransglucosylase/hydrolase protein 23 (*XTH23*) were downregulated in “S *vs*. CK” and “SM *vs*. 

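The gene model listed as BZR1, MS.gene070726 (chromosome 2.1, 24150608 to 24154840), had 1.13 ± 0.448 FPKM (SD, n = 3) in CK, 0.853 ± 0.273 in M and 0.0209 ± 0.0361 in SM, and was at least 22.7-fold lower in S. Its mean FPKM over the 12 libraries was below 1, so it was not tested. XTH23 was lower in all 10 models in S vs CK, each past the thresholds, and in SM vs CK, and higher in 8 of them in M vs CK, 3 past. MS.gene051878 (chromosome 8.2, 6255936 to 6257291) had 8.57 ± 8.82 FPKM (SD, n = 3) in S and 354 ± 79.2 in CK, a log2 fold change of -5.35 (standard error 1.22, adjusted p = 0.0626) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, -4.04 (adjusted p = 0.165) in SM vs CK and 0.30 (adjusted p = 1.0) in M vs CK. BRL (MS.gene049348, on chromosome 3.1 from 75843697 to 75847263) had 0.499 ± 0.0664 FPKM (SD, n = 3) in S and 3.94 ± 5.61 in CK, a log2 fold change of -2.89 (standard error 1.04, adjusted p = 0.201). The CK mean rests on CK replicate 3, with 10.4 FPKM against 0.655 and 0.759 in the other CK libraries. In SM vs CK the log2 fold change was -2.08 (adjusted p = 0.421), and 0.32 without that library. In M vs CK it was 2.18 (adjusted p = 0.898). For BZR1, BRL and XTH23, the annotation sums had log2 fold changes of -3.10, -0.58 and -4.83 in S vs CK (adjusted p = 0.137, 0.0835 and 0.00229). For BZR1 and XTH23, the annotation sums had log2 fold changes of -3.96 and -3.33 in SM vs CK (adjusted p = 0.0994 and 0.0149).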

CK,” whereas they were upregulated in “M *vs*. CK” comparison. In addition, serine/threonine–protein kinase *BSK3* was upregulated under both salt stress and melatonin treatment.

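The most abundant of the 2 models listed as BSK3, MS.gene071822 (chromosome 8.3, 64340691 to 64345333), had 1.25 ± 1.60 FPKM (SD, n = 3) in S and 0.189 ± 0.327 in CK and 3 counts or fewer in every M library. No model listed as BSK3 reached the mean FPKM of 1 required for the test. Summed over the 7 gene models of this annotation, FPKM was 35.5 ± 1.95 (SD, n = 3) in S and 62.9 ± 6.09 in CK, a log2 fold change of -0.86 (adjusted p = 0.00705, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn gave -0.89 to -0.81. The sum had a log2 fold change of -0.03 in M vs CK.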

### Detection of the Phytohormone Contents of Alfalfa Under Salt Stress

To evaluate the effect of exogenous melatonin on the phytohormone levels of alfalfa, we detected the contents of melatonin, ABA, IAA, GA_3_, SA, BR, and ETH. Herein, we observed that melatonin treatment significantly increased the endogenous melatonin content of alfalfa before and after salt treatment (Figure 9A). As shown in Figure 9B, salt stress significantly increased the endogenous ABA content in comparison with the control plants. However, the application of melatonin decreased the ABA content under salt stress. The contents of IAA, GA_3_, SA, and BR showed similar trends under treatment conditions. Under salt stress conditions, the IAA, GA_3_, SA, and BR contents were remarkably accumulated compared with the control, while melatonin markedly increased the contents in alfalfa (Figures 9C–F). Melatonin-treated plants exhibited obviously higher ETH content than the control plants. Salt stress resulted in a significant increase in the ETH content compared with the control, while melatonin application further enhanced ETH accumulation under salt stress (Figure 9G).

**Figure 9:**
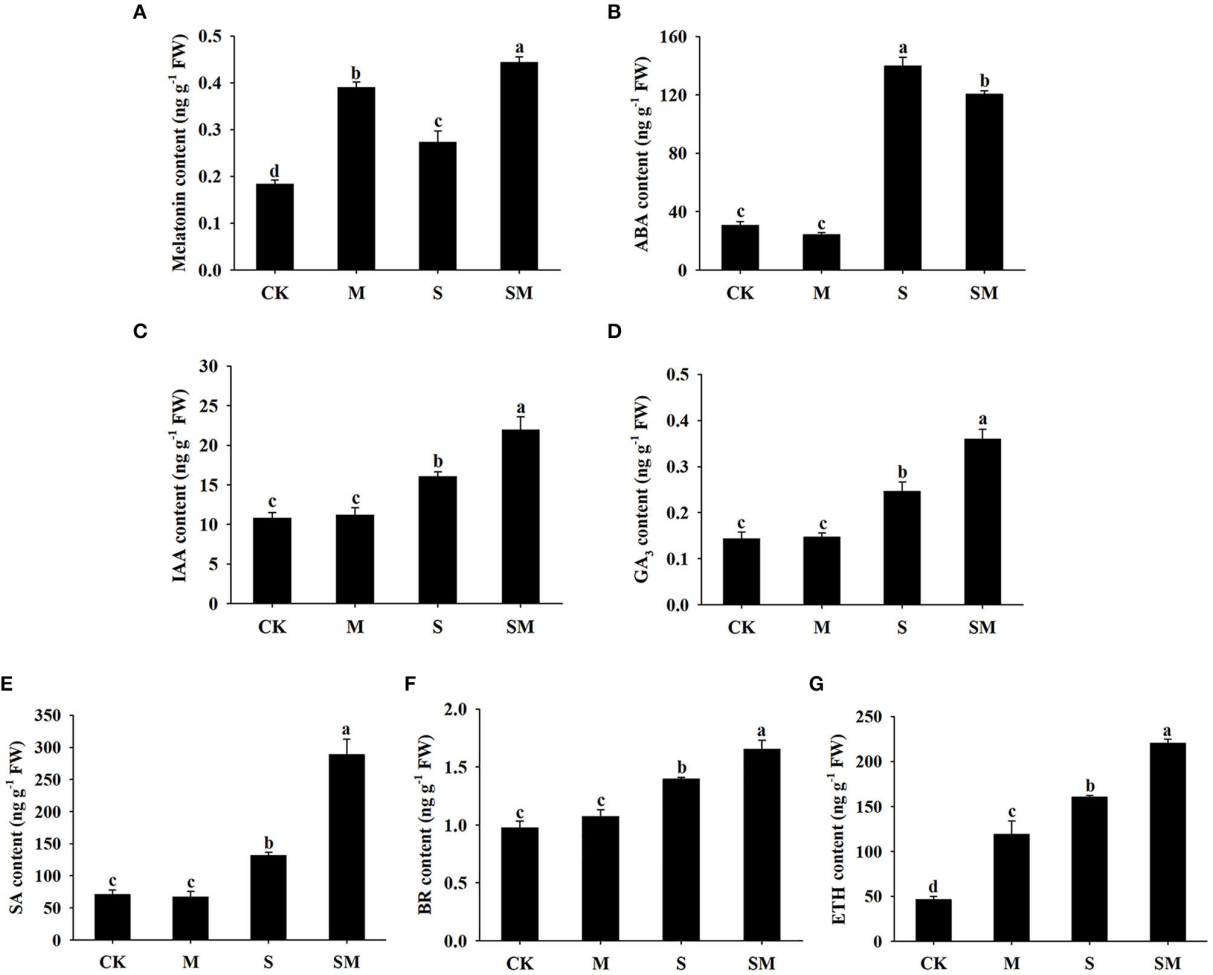
Effect of exogenous melatonin on the endogenous hormone levels of alfalfa seedlings after 15 days of 150-mM NaCl treatment. **(A)** Melatonin content, **(B)** ABA content, **(C)** IAA content, **(D)** GA_3_ content, **(E)** SA content, **(F)** BR content, and **(G)** ETH content. The data are means ± SE (*n* = 3) and different letters are significantly different (*p* < 0.05).

### Validation of DEGs by qRT-PCR

To validate the accuracy and reproducibility of the RNA-seq data, 20 DEGs, including hub genes in starch and sucrose metabolism and plant hormone signal transduction, were randomly selected for qRT-PCR. The expression patterns of all genes were highly consistent with the RNA-seq data (Supplementary Figure 5), which confirms that the DEGs identified in this study are credible.

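Of the 20 gene models that Supplementary Table 1 gives for qRT-PCR, 18 had a mean FPKM of at least 1. In the sequencing data, 5 of these were higher and 13 lower in M vs CK, 12 and 6 in S vs CK, 11 and 7 in SM vs CK, and 6 and 12 in SM vs S. The paper's thresholds were passed by 5, 12, 13 and 0 of them in the same order, and an adjusted p below 0.05 by 0, 2, 2 and 0 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The qRT-PCR values themselves were not used here.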

## Discussion

Salt stress is one of the main factors affecting sustainable agricultural development. Melatonin has been reported to be involved in plant adaptive responses to salt stress in various plants (Yan et al., 2019; Liu et al., 2020; Zhang et al., 2021). Here, we analyzed the key mechanisms by which melatonin enhanced salt tolerance in alfalfa at the physiological and molecular levels. Our results suggest that melatonin could effectively alleviate oxidative damage and ion toxicity by improving photosynthetic capacity, antioxidant defense system, proline content, and the K^+^/Na^+^ ratio. Combined with the changes in starch, sugar, and hormone contents, and the expression of key genes in the transcriptome, our study indicates that melatonin is highly involved in starch and sugar metabolism and plant hormone signal transduction to regulate salt stress.

In the current study, the application of melatonin mitigated the growth inhibition of alfalfa under salt stress, which was reflected in superior plant height, leaf area, and fresh weight (Figures 1A–D). Exogenous melatonin reduces the detrimental effects of salinity on photosynthetic capacity (Chen et al., 2018; Liu et al., 2020). Consistent with these findings, higher Pn and Fv/Fm were observed in melatonin-treated alfalfa under salt stress conditions (Figures 1E,F). Salt stress causes excessive accumulation of ROS, which leads to cell membrane damage and oxidative stress (Miller et al., 2010). Melatonin is known as a broad-spectrum antioxidant that scavenges ROS and increases antioxidant enzyme activity under salt stress (Reiter et al., 2016). Herein, we found that melatonin treatment reduced electrolyte leakage, MDA content, and ROS accumulation under salt stress, while the activities of SOD, POD, GST, and APX were increased (Figure 2). These results suggest that melatonin alleviates oxidative stress mainly by enhancing the activities of antioxidant enzymes in alfalfa plants. Proline acts as an osmolyte and participates in melatonin-regulated salt stress tolerance (Siddiqui et al., 2019). This is consistent with our results, as we found that melatonin led to a remarkable increase in the proline content of alfalfa under salt stress (Figure 3A).

Melatonin, RBOH-mediated ROS, and Ca^2+^ exhibit complex signaling crosstalk to regulate plant responses to salt stress (Wei et al., 2018; Liu et al., 2020). The elevation of intracellular Ca^2+^ induced by salt stress sequentially activates CNGCs, CDPKs, or CAM/CMLs (Srivastava et al., 2013; Gao et al., 2020), while RBOHs can be activated by CDPKs (Drerup et al., 2013; Dubiella et al., 2013). In our study, melatonin activated the expression of *CNGCs* (such as *CNGC1* and *CNGC20*), *CaM/CMLs* (such as *CAM7, CAM11*, and *CAM24*), and *CDPKs* (such as *CDPK1, CDPK11*, and *CDPK28*) in the Ca^2+^ signaling pathway, which in turn downregulated *RBOHs* (*RBOHB* and *RBOHD*) (Supplementary Table 7). 

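CNGC1 was higher in 4 of 6 models in SM vs S, 1 of them past the thresholds. The most abundant, MS.gene06955 (chromosome 3.1, 73074743 to 73081886), had 9.60 ± 2.26 FPKM (SD, n = 3) in SM and 7.49 ± 3.34 in S, a log2 fold change of 0.33 (standard error 0.37, adjusted p = 1.0) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CDPK28 was higher in 1 of its models, past the thresholds, and lower in 2, none of them past. Supplementary Table 7 lists 1 CDPK28 model for SM vs S, as up. The most abundant, MS.gene64766 (chromosome 5.2, 13205502 to 13211159), had a log2 fold change of -0.49 (adjusted p = 1.0), which was 0.04 without SM replicate 3 and 0.30 for the summed annotation. CDPK11 (MS.gene006046, on chromosome 1.3 from 67113936 to 67116989) had 0.710 ± 0.288 FPKM (SD, n = 3) in SM and 0.0239 ± 0.0414 in S and was not tested. For RbohD, MS.gene06300 (chromosome 3.1, 77958497 to 77963601) had 0.439 ± 0.432 FPKM (SD, n = 3) in CK, with 0 in CK replicate 1, and 3 counts or fewer in every M library, at least 25.5-fold lower, and no RbohD model reached the mean FPKM required for the test. CDPK11 had a log2 fold change of -0.42 (adjusted p = 0.882) in SM vs S as an annotation sum over 3 gene models.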

A recent study by Liu et al. (2020) revealed that melatonin activated Ca^2+^ signaling to mediate RBOH, which is critical for changes in transcriptional profiles and high- and low-affinity K^+^ transporter activity, thereby improving the salt tolerance of rice. This may be related to the higher K^+^/Na^+^ in melatonin-treated plants under salt stress conditions (Figure 3F).

Sugars act as osmoprotectants to participate in the abiotic stress response in plants (Wang et al., 2016; Yang et al., 2019). Stress-induced starch-to-sugar conversion promotes the accumulation of sugar, which provides osmoprotection and energy supplies for plants (Dong and Beckles, 2019). In sucrose biosynthesis and degradation, SPS and SUS are the key enzymes (Winter and Huber, 2000). Salt reduces the activities of GBSS and AGPase; thus, inhibiting the synthesis of starch (Libalweksler et al., 1994; Chen et al., 2008). BAM1 and AMY3 were also activated by osmotic stress to degrade starch into sugar (Thalmann et al., 2016). However, Yin et al. (2010) reported that salinity increased AGPase activity and enhanced carbohydrate accumulation as starch during the early development stages in tomato. In our study, the contents of sugar and starch in alfalfa increased obviously under salt stress (Figures 3B,C). 

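Alpha-glucan phosphorylase was higher in both models in S vs CK. MS.gene031174 (chromosome 6.2, 9300321 to 9309441) had 20.0 ± 7.69 FPKM (SD, n = 3) in S and 5.02 ± 0.994 in CK, a log2 fold change of 2.03 (standard error 0.39, adjusted p = 0.0374) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p below 0.05 in 1 of the 6 fits that each left out 1 library. The small subunit 1 of ADP-glucose pyrophosphorylase (AGP) was higher in all 4 models. MS.gene81254 (chromosome 5.2, 81365952 to 81369677) had 35.2 ± 11.2 FPKM (SD, n = 3) in S and 1.63 ± 0.520 in CK, a log2 fold change of 4.47 (standard error 0.65, adjusted p = 0.016), below 0.05 in 4 of the 6 fits that each left out 1 library. As annotation sums in S vs CK, AGP rose by 4.06 and alpha-glucan phosphorylase by 1.90 on the log2 scale. Their adjusted p was 0.000332 and 0.011 by the same test. With each library left out in turn, the AGP sum stayed between 3.81 and 4.24.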

Interestingly, salt stress upregulated α-glucan phosphorylase, *BAM, AMY2, SS, AGPs, GBSS*, and *SPS2*, while it downregulated *AMY* and *SUS* (Supplementary Table 8). This result indicates that, during a certain stage of salt treatment, the contents of starch and sugar in alfalfa could be simultaneously maintained at high levels to resist stress.

The previous reports have revealed that melatonin could enhance abiotic stress resistance by maintaining a higher accumulation of carbohydrates in bermudagrass (Shi et al., 2015). In our study, melatonin treatment increased the accumulation of starch, which was a major reason for the higher photosynthetic capacity of melatonin-treated plants under salt stress. The sugar and starch content increased in both salt-tolerant and salt-susceptible tomato leaves, but the tolerant genotype had higher starch accumulation (Balibrea et al., 2000). Plants convert a portion of sugars to starch to minimize the physiological damage of excess sugar in the source leaves (Dong and Beckles, 2019). 

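The GBSS2 model MS.gene20434 had 2.57 ± 0.455 FPKM (SD, n = 3) in M and 0.529 ± 0.180 in CK, a log2 fold change of 2.25 (standard error 0.51, adjusted p = 0.684) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene model described as beta-amylase, MS.gene70005 (chromosome 8.1, 33045252 to 33047689), had 3.19 ± 2.90 FPKM (SD, n = 3) in M, with 0 in M replicate 1, and 3 counts or fewer in every CK library, at least 36.5-fold higher in M. GBSS2 had a log2 fold change of 0.55 (adjusted p = 0.867) in M vs CK as an annotation sum over 2 gene models.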

According to our data, the genes *EDGL6, EGLC13, EGLC14, GBSS2, BAM*, and *FRK7* were upregulated in “M *vs*. CK,” while six *SUSs* were downregulated (Figure 6B and Supplementary Table 8). The melatonin-induced expression changes of most genes were more conducive to the accumulation of starch, thus reducing the content of sucrose. Higher starch is proposed to increase starch statoliths and gravitropic response, and to direct root growth for the acquisition of nutrients, minerals, or water under salt stress (Baldwin et al., 2013; Thitisaksakul et al., 2017). The isoforms of BGLU located to various organelles catalyze the single-step hydrolysis of ABA-glucose ester to produce ABA, and they become activated upon stress (Han et al., 2020). Wang et al. (2021) have revealed that melatonin regulates *BGLU18* mediated ABA-glucose ester hydrolysis to modulate ABA homeostasis and abiotic stress responses. We found that *BGLU12* and *BGLU46* were downregulated in the “SM *vs*. 

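BGLU12 (MS.gene37746, on chromosome 6.3 from 72186643 to 72190595) had 2.44 ± 0.865 FPKM (SD, n = 3) in SM and 8.51 ± 0.727 in S, a log2 fold change of -1.83 (standard error 0.47, adjusted p = 0.698) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and stayed between -2.16 and -1.63 with each library left out in turn. BGLU46 (MS.gene042245, on chromosome 8.2 from 3279926 to 3284439) had 0.238 ± 0.209 FPKM (SD, n = 3) in SM and 3.91 ± 5.83 in S, a log2 fold change of -4.05 (standard error 2.16, adjusted p = 0.921).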

S” comparison, indicating that they may be associated with the ABA signaling pathway. Moreover, a high Na^+^ concentration stimulates the accumulation of starch in common reed (*Phragmites australis*), which leads to the deposition of Na^+^ in starch granules, thus achieving “ion-trapping” to maintain cellular osmotic balance (Kanai et al., 2007). Melatonin treatment may be beneficial to this process, which needs to be further verified. Taken together, these results suggest that salt stress activates the starch and sucrose metabolism to maintain a high and balanced level; moreover, the application of melatonin was beneficial to the maintenance of the starch-sucrose ratio to improve the salt tolerance of alfalfa.

Transcription factors have been reported to play important roles in salt stress responses, which uniquely regulate and modify different stress-responsive genes. Many TFs have been identified to be involved in melatonin-mediated stress tolerance. Most of these were stress-related TFs, including MYBs, WRKYs, NACs, and zinc finger-related TFs (Zhang et al., 2014; Zhan et al., 2021). In this study, various TFs were significantly differentially expressed in different comparisons, among which C3H, MYB, and ERF were the three most abundant families (Figure 7). The largest proportion of the C3H family contained 69 and 55 DEGs in “M *vs*. CK” and “SM *vs*. S,” respectively, suggesting that these TFs participated in salt resistance regulated by melatonin. In tomato, *DREB1*α and *IAA3* are key downstream transcription factors of melatonin-induced sodic alkaline stress tolerance at the genetic level (Yan et al., 2019). These results indicate that TFs might contribute to enhancing the salt tolerance of melatonin-treated alfalfa.

It has been shown that phytohormones, act as secondary messengers, participate in stress sensing and signal transduction through antagonistic or synergistic action, and activate downstream transcription factors to regulate stress responses (Long and Benfey, 2006; Yan et al., 2019). In this study, we focused on the major hormone signaling pathways under salt and melatonin treatments and their possible crosstalk. Salt stress induces changes in endogenous melatonin levels in different plant species (Li et al., 2019c; Zhang et al., 2021). It has been reported that *COMT* and *SNAT* are pivotal genes for melatonin biosynthesis (Arnao and Hernandez-Ruiz, 2014). Herein, we observed a significant increase in endogenous melatonin levels in both the control and salt-treated plants after melatonin treatment (Figure 9A). In addition, the expression of *COMT* was upregulated under salt stress, and its extent of upregulation in “SM *vs*. CK” was higher than that in “S *vs*. CK” (Supplementary Figure 5). The results suggest that melatonin is closely related to the salt tolerance of alfalfa, and consistent results were found in cotton and tomato (Yan et al., 2019; Zhang et al., 2021).

Auxins play key roles in regulating plant growth and development, and they can govern the growth response of plants to stress (Eyidogan et al., 2012). Auxin-responsive genes have been separated into three major classes: Aux/IAA, GH3 and SAUR (Hagen and Guilfoyle, 2002). There are at least two auxin receptors reported in the literature: nuclear TIR1/AFB Aux/IAA coreceptor and auxin-binding protein 1 (ABP1) (Grones and Friml, 2015). Stress pathways interact with the auxin gene regulatory network through the transcription of *Aux/IAA* genes (Shani et al., 2017). 

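Supplementary Table 10 lists 6 Aux/IAA and SAUR gene models for SM vs S, of which 5 could be tested. All 5 were lower in SM, 4 of them past the paper's thresholds and none with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For SM vs CK it lists 20, 19 of them as down, and 16 passed the thresholds in the listed direction.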

In this study, melatonin suppressed almost all *Aux/IAA* and *SAUR* genes under salt stress, but induced *TIR1* and *ARF3* expression (Supplementary Table 10). Chen et al. (2017) reported that overexpression of *CsTIR* enhanced salt tolerance in transgenic Arabidopsis. It has been reported that melatonin treatment induces a slight increase in endogenous IAA in *Brassica juncea* and tomato (Chen et al., 2009; Wen et al., 2016). Our results showed that endogenous IAA content in alfalfa was significantly increased after melatonin application under salt stress (Figure 9C). The results indicate that melatonin may alleviate salt stress by modulating the expression of auxin coreceptors and response genes and increasing auxin content.

Abscisic acid has been proposed as a stress hormone because it acts as an important internal signal mediating plant responses to stress, and stress tends to induce ABA synthesis (Fahad et al., 2015). In the ABA biosynthetic pathway, when PYR/PYL/RCAR binds to ABA, the complex interacts with PP2C to reduce the inhibition of SNF1-related kinases (SnRKs), thus activating their downstream transcription factors (Yang et al., 2019). ABA oxidase (AAO) and 9-cis-epoxycarotenoid dioxygenases (NCED) are key enzymes in the ABA biosynthetic pathway (Mcadam et al., 2015). In this study, salt stress induced *PYL9, PP2Cs, AAO1*, and *NCEDs* expression and ABA accumulation, while repressing *PYL4* and SnRK2s expression. However, melatonin treatment increased SRK2A expression in the “M *vs*. 

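The NCED gene model of the qRT-PCR, MS.gene34924 (chromosome 4.1, 16205484 to 16207310), had 3.59 ± 3.93 FPKM (SD, n = 3) in S and 0.150 ± 0.0710 in CK, a log2 fold change of 4.59 (standard error 1.04, adjusted p = 0.0619) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 3.16 without S replicate 1. The 7 gene models described as 9-cis-epoxycarotenoid dioxygenases, summed, had a log2 fold change of 2.71 (standard error 0.71, adjusted p = 0.0315) in S vs CK, the adjusted p below 0.05 in 1 of the 6 fits that each left out 1 library. The 41 gene models described as aldehyde oxidases had 32.1 ± 14.0 FPKM (SD, n = 3) in S and 51.3 ± 8.70 in CK when summed, a log2 fold change of -0.58 (standard error 0.24, adjusted p = 0.147). SRK2I (MS.gene047674, on chromosome 5.3 from 10271423 to 10275314) had a log2 fold change of -1.80 (adjusted p = 0.159), and the SRK2A model MS.gene072046 -3.60 (adjusted p = 0.195). For NCED, SRK2I and SRK2A, the annotation sums had log2 fold changes of 4.00, -0.82 and -0.21 in S vs CK (adjusted p = 0.0051, 0.0353 and 0.614).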

CK” comparison (Supplementary Table 10). Di et al. (2018) reported that *BnPYL9-1* and *BnPYL9-2* expression was inhibited by salinity stress, which may be due to negative feedback regulation caused by high ABA accumulation. Also, SnRK2s are key regulators governing plant adaptive responses to osmotic stresses. Soma et al. (2020) reported that subclass I SnRK2s (SRKs) are rapidly activated by osmotic stress prior to ABA accumulation, implying that SRK2A may not be activated by ABA. Melatonin treatment upregulated the expression of ABA catabolism gene *CYP707A1* and reduced ABA accumulation under salt stress. This result is consistent with that in tomato reported by Hu et al. (2021). In addition, melatonin treatment resulted in downregulated expression of *PP2C51*. 

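CYP707A1 encodes an abscisic acid 8'-hydroxylase. Summed over the 36 gene models so described, the total was 9.55 ± 3.53 FPKM (SD, n = 3) in SM, 24.1 ± 2.40 in S and 108 ± 73.8 in CK. The log2 fold change was -1.29 (standard error 0.50, adjusted p = 0.504) in SM vs S, -2.31 (standard error 0.51, adjusted p = 0.0156) in S vs CK and -3.60 (standard error 0.54, adjusted p = 0.00572) in SM vs CK, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In S vs CK the adjusted p was below 0.05 in 3 of the 6 fits that each left out 1 library.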

The previous studies have revealed that *PYL4* and *PP2Cs* are considered to be central genes that interact with ERF and GA metabolic genes, and that melatonin plays a regulatory role upstream of the ABA signaling pathway (Wang et al., 2021). In this study, we speculate that PP2Cs interacted with ETH and IAA metabolic genes in the “S *vs*. CK” and “SM *vs*. CK” comparisons (Supplementary Figure 4). These results suggest that melatonin might enhance the salt tolerance of alfalfa by mediating *PP2C51* and *CYP707A1* expression and crosstalk with ETH and IAA signals.

As a key messenger and integrator of intrinsic growth responses, GA is also involved in regulating plant responses to salt stress. Gibberellic acid signaling is mediated by its receptor GID1, the repressor DELLA, and the F-box protein GID2; thus, triggering downstream responses (Kohli et al., 2013). The repressor, DELLA, controls the GA signaling pathway by antagonizing the GA-positive regulator *SCL3* promoter sequence and blocks PIF transcriptional regulation activity to orchestrate GA homeostasis (Hirano et al., 2008). The findings of our study showed that salt stress inhibited *SCLs* and *PIF3* expression, while melatonin treatment resulted in upregulation of *PIF4* and *SCL13* to regulate GA signaling. 

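SCL13 (MS.gene012711, on chromosome 8.1 from 1129427 to 1131055) had 27.7 ± 5.83 FPKM (SD, n = 3) in M and 10.3 ± 1.48 in CK, a log2 fold change of 1.39 (standard error 0.41, adjusted p = 0.77) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.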

Zhang et al. (2014) reported that melatonin increased GA content by promoting the expression of the GA synthesis genes *GA20ox* and *GA3ox* under salt stress conditions. Similarly, our results also showed that *GA2ox2* was upregulated after melatonin application. 

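Gibberellin 2-beta-dioxygenases (GA2ox) deactivate gibberellins. Summed over the 55 gene models so described, the total was 39.8 ± 21.5 FPKM (SD, n = 3) in M and 21.1 ± 9.96 in CK, a log2 fold change of 0.90 (standard error 0.51, adjusted p = 0.775) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 9.32 ± 5.32 FPKM (SD, n = 3) in SM and 12.3 ± 1.29 in S, a log2 fold change of -0.40 (standard error 0.51, adjusted p = 0.872).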

The repressor, DELLAs, orchestrate the crosstalk between GA and other plant hormones, such as ABA and ETH, to participate in the salt stress response (Achard et al., 2006). In our study, *PIFs* and *SCLs* were hub genes in the GA signaling pathway, and *SCLs* interacted with the genes involved in ABA and SA signal transduction to alleviate salt stress in alfalfa.

Ethylene is considered a stress hormone required in various abiotic stress responses in plants. Salt stress promotes ethylene production in plants by regulating the activities of 1-aminocyclopropane-1-carboxylate (ACC) synthase (ACS) and ACC oxidase (ACO) (Achard et al., 2006; Dong et al., 2011). Melatonin enhances salt tolerance by promoting *MYB108A*-mediated ethylene biosynthesis in grapevines (Xu et al., 2019). In our study, salt stress and melatonin treatment increased the ETH content in alfalfa (Figure 9G), indicating that melatonin could defend against salt stress by regulating ethylene levels. The ERFs are the major downstream regulatory factors of the ETH signaling pathway in stress responses. Although *ERF1B* was identified as a positive regulator of salt stress tolerance, its expression was repressed under salt treatment in *Chrysanthemum* (Gao et al., 2015). Similarly, *ERF1B* was downregulated by melatonin under salt stress (Supplementary Table 10). 

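Of the ERF1B models, 2 were higher and 6 lower in SM vs S, 1 of them past the thresholds. The most abundant, MS.gene53025, had a log2 fold change of -0.42 (standard error 0.53, adjusted p = 1.0) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was 0.14 without S replicate 1.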

The regulatory effect of melatonin on ethylene synthesis may be related to complex hormone signal crosstalk (Xu et al., 2019). Ethylene-responsive transcription factor can combine with ABA to affect stomatal opening under drought stress and through the combination of ERFs, GA, and CIPK under low-oxygen stress to play a specific role (Kohli et al., 2013). In this study, *ERF1B* was associated with other hormonal signaling components, such as *ARF2A, TIFY10A*, and *MYC2*, indicating that hormonal signals regulate salt stress through a crosstalk relationship.

Salicylic acid participates in defense responses to a variety of environmental stresses including salinity. Salicylic acid signaling leads to the activation of the NPR1, which is thought to be recruited to numerous downstream PRs by transcription factors such as TGAs (Jin et al., 2018). Li et al. (2019a) reported that overexpression of *TGA17* enhanced the salt tolerance of soybean. Our data showed that melatonin induced the upregulation of *TGA3* and *TGA7* under salt stress. Moreover, cytokinin-activated transcription factor ARR2 in Arabidopsis promotes plant immunity through a TGA3/NPR1-dependent salicylic acid signaling pathway (Choi et al., 2010). 

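The TGA3 model MS.gene010294 had 6.54 ± 4.38 FPKM (SD, n = 3) in SM and 5.72 ± 3.47 in S, a log2 fold change of 0.16 (standard error 0.88, adjusted p = 1.0) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was -0.49 without SM replicate 2 and -0.35 for the summed annotation. The TGA7 model MS.gene29115 had 8.36 ± 0.775 FPKM (SD, n = 3) in SM and 10.7 ± 2.08 in S, a log2 fold change of -0.39 (standard error 1.07, adjusted p = 1.0).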

Here, the hub gene *TGA* was associated with the *ETR1, SCL14*, and *MYC2* genes in the ETH, GA and JA signaling pathways, which suggested that crosstalk occurred between these phytohormones. Taken together, these results reveal the crosstalk relationship of plant hormones and provide new insights into the involvement of hormone signals in salt stress responses.

Jasmonic acid is known to play major roles in mediating the plant defense response against salt stress. The transcription factor MYC2 and repressor protein JAZ play crucial roles in the JA response under stress conditions (Verma et al., 2016). Under JA-stimulated conditions, JA-Ile (bioactive JA) binds to its receptor, an F-box protein CORONATINE INSENSITIVE1 (COI1), and leads to 26S proteasome-mediated degradation of JAZ, thereby allowing for MYC2 to upregulate the expression level of JA target genes (Chini et al., 2007). In this study, salt stress and melatonin treatment induced the expression of *TIFY3, TIFY10A, TIFY6B*, and *MYC2* (*bHLH18*), indicating that they might play important regulatory roles against salt stress in alfalfa (Supplementary Table 10). This is consistent with the regulation of JA signaling by melatonin in loquat under drought stress (Wang et al., 2021).

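MYC2 was higher in all 3 models in M vs CK, 2 of them past the thresholds, and in all of them in S vs CK, none past. The most abundant, MS.gene65988 (chromosome 8.1, 37374362 to 37376311), had 17.5 ± 26.4 FPKM (SD, n = 3) in M and 1.08 ± 0.275 in CK, a log2 fold change of 3.89 (standard error 1.52, adjusted p = 0.855) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment that was 1.05 without M replicate 2. In S it had 6.04 ± 5.73 FPKM (SD, n = 3), a log2 fold change from CK of 2.49 (standard error 1.43, adjusted p = 0.448).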

The previous studies have demonstrated that melatonin and BRs synergistically regulate plant morphogenesis (Hwang and Back, 2018; Fu et al., 2022). However, there are still divergent views on the crosstalk of melatonin and BR signaling in abiotic stress (Hwang and Back, 2019). In this study, melatonin treatment increased the BR content under salt stress (Figure 9F). In addition, melatonin induced the transcription levels of genes related to BR signaling including *BZR1, BRL, BSK3*, and *XTH23* in alfalfa (Supplementary Table 10), indicating that melatonin and BR function together in response to salt stress. These findings are consistent with the study of Fu et al. (2022), who reported that melatonin-induced cold and drought tolerance is regulated by BR in perennial ryegrass. BR-mediated stress tolerance in Arabidopsis was associated with the ABA, SA, and ETH pathways (Divi et al., 2010). In this study, the BR LRR receptor kinase CURL3 interacted with EIN3, NPR1, IAA6, PP2C51, and GID2 under salt stress, indicating that there may be a crosstalk relationship between BR and ETH, SA, IAA, ABA, and GA signaling (Supplementary Figure 4).

In conclusion, this study provides new insight into the protective roles of melatonin against salt stress in alfalfa. Based on physiochemical and transcriptomic data, a schematic model for the regulation of the alfalfa salt stress response by melatonin is presented in Figure 10. Melatonin alleviated salt stress by increasing starch accumulation to maintain high photosynthetic capacity and enhancing the antioxidant defense system to scavenge excess ROS accumulation. Melatonin improved the salt stress tolerance of alfalfa mainly by mediating the profiles of the genes involved in Ca^2+^ signaling and starch and sucrose metabolism. Melatonin participated in mediating other plant hormone signal transduction pathways and affected endogenous hormone levels by regulating related genes under salt stress. Moreover, the crosstalk relationship among important phytohormone signaling pathways in alfalfa under salt stress is evidenced. Our results lay a foundation for further research on the molecular mechanisms of the melatonin-induced salt stress response.

**Figure 10:**
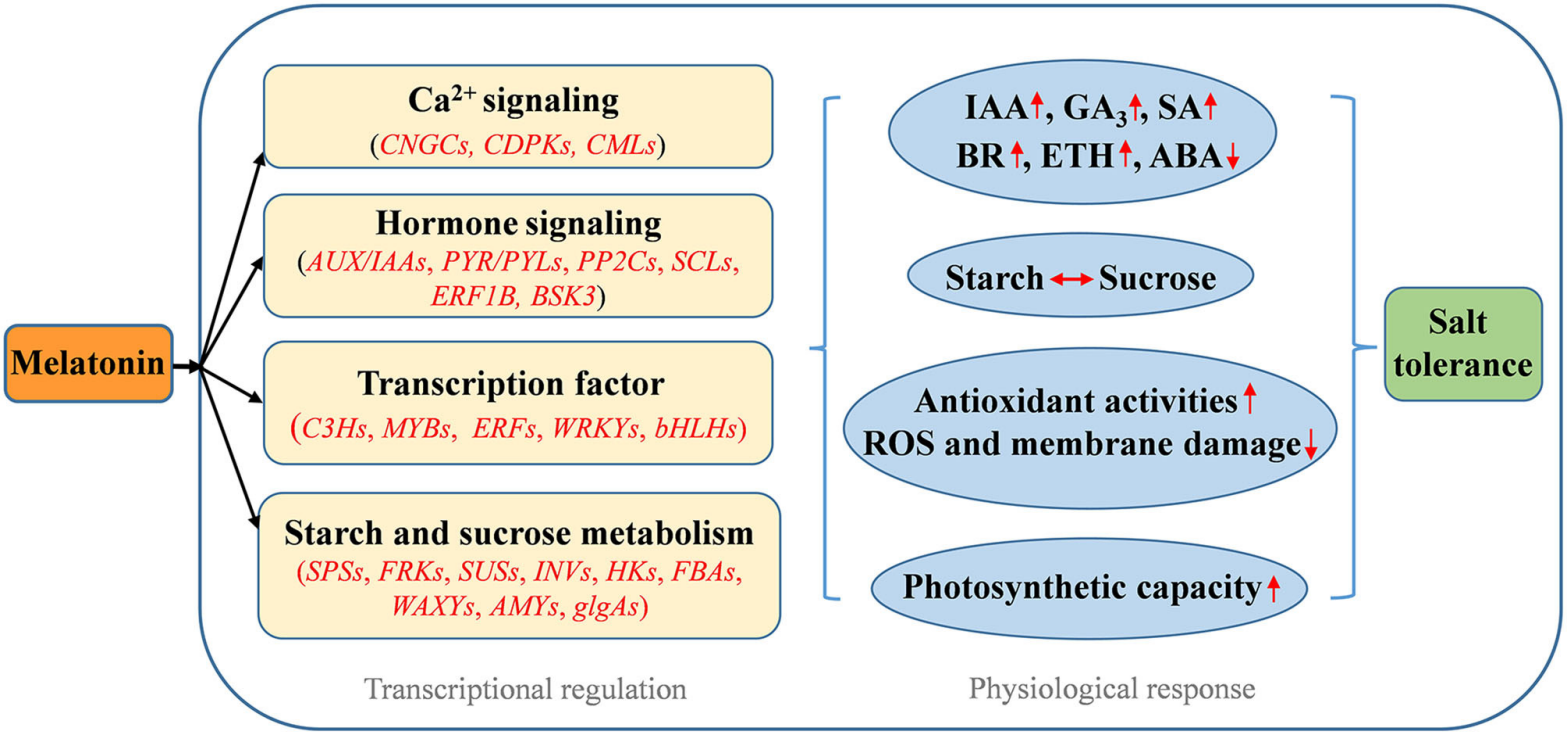
Schematic model for melatonin-induced salt stress tolerance in alfalfa.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO) database, accession no: GSE199945.

## Author Contributions

SL and BF designed the experiments and wrote the manuscript. SL, YW, XG, and JL performed the experiment. YW and XG analyzed the data and prepared the figures. JL and BF provided ideas and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (32101426), Ningxia Natural Science Foundation (2022AAC03124), and Ningxia Hui Autonomous Region Agricultural Breeding Special Project (2019NYYZ0403).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Comparative Physiological and Transcriptome Analysis Reveal the Molecular Mechanism of Melatonin in Regulating Salt Tolerance in Alfalfa (Medicago sativa L.)
**Source:** Front Plant Sci. 2022 Jul 13;13:919177. doi: 10.3389/fpls.2022.919177
**Supplement:** Supplementary file 1

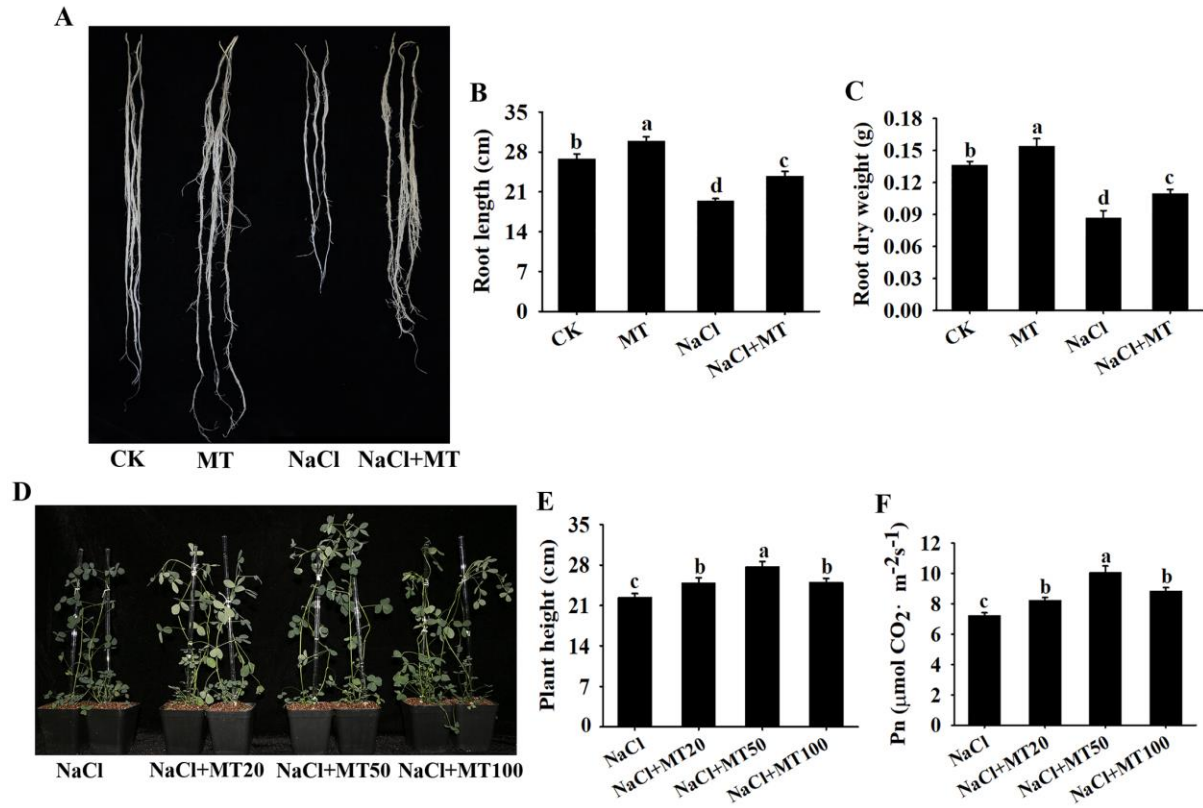

Supplementary Figure 1. Effects of 10  $\mu\text{M}$  melatonin treatment on root phenotype traits (A), root length (B) and root dry weight (C) of alfalfa under salt stress in hydroponic experiments. Effects of different concentrations of melatonin (0, 20, 50, and 100  $\mu\text{M}$ ) treatment on phenotype traits (D), plant height (E) and net photosynthetic rate (Pn) (F) of alfalfa under salt stress in soil culture. Data are means  $\pm$  SE ( $n=6$ ) and different letters are significantly different ( $P < 0.05$ ).

# Supplementary material for: Comparative Physiological and Transcriptome Analysis Reveal the Molecular Mechanism of Melatonin in Regulating Salt Tolerance in Alfalfa (Medicago sativa L.)
**Source:** Front Plant Sci. 2022 Jul 13;13:919177. doi: 10.3389/fpls.2022.919177
**Supplement:** Supplementary file 1

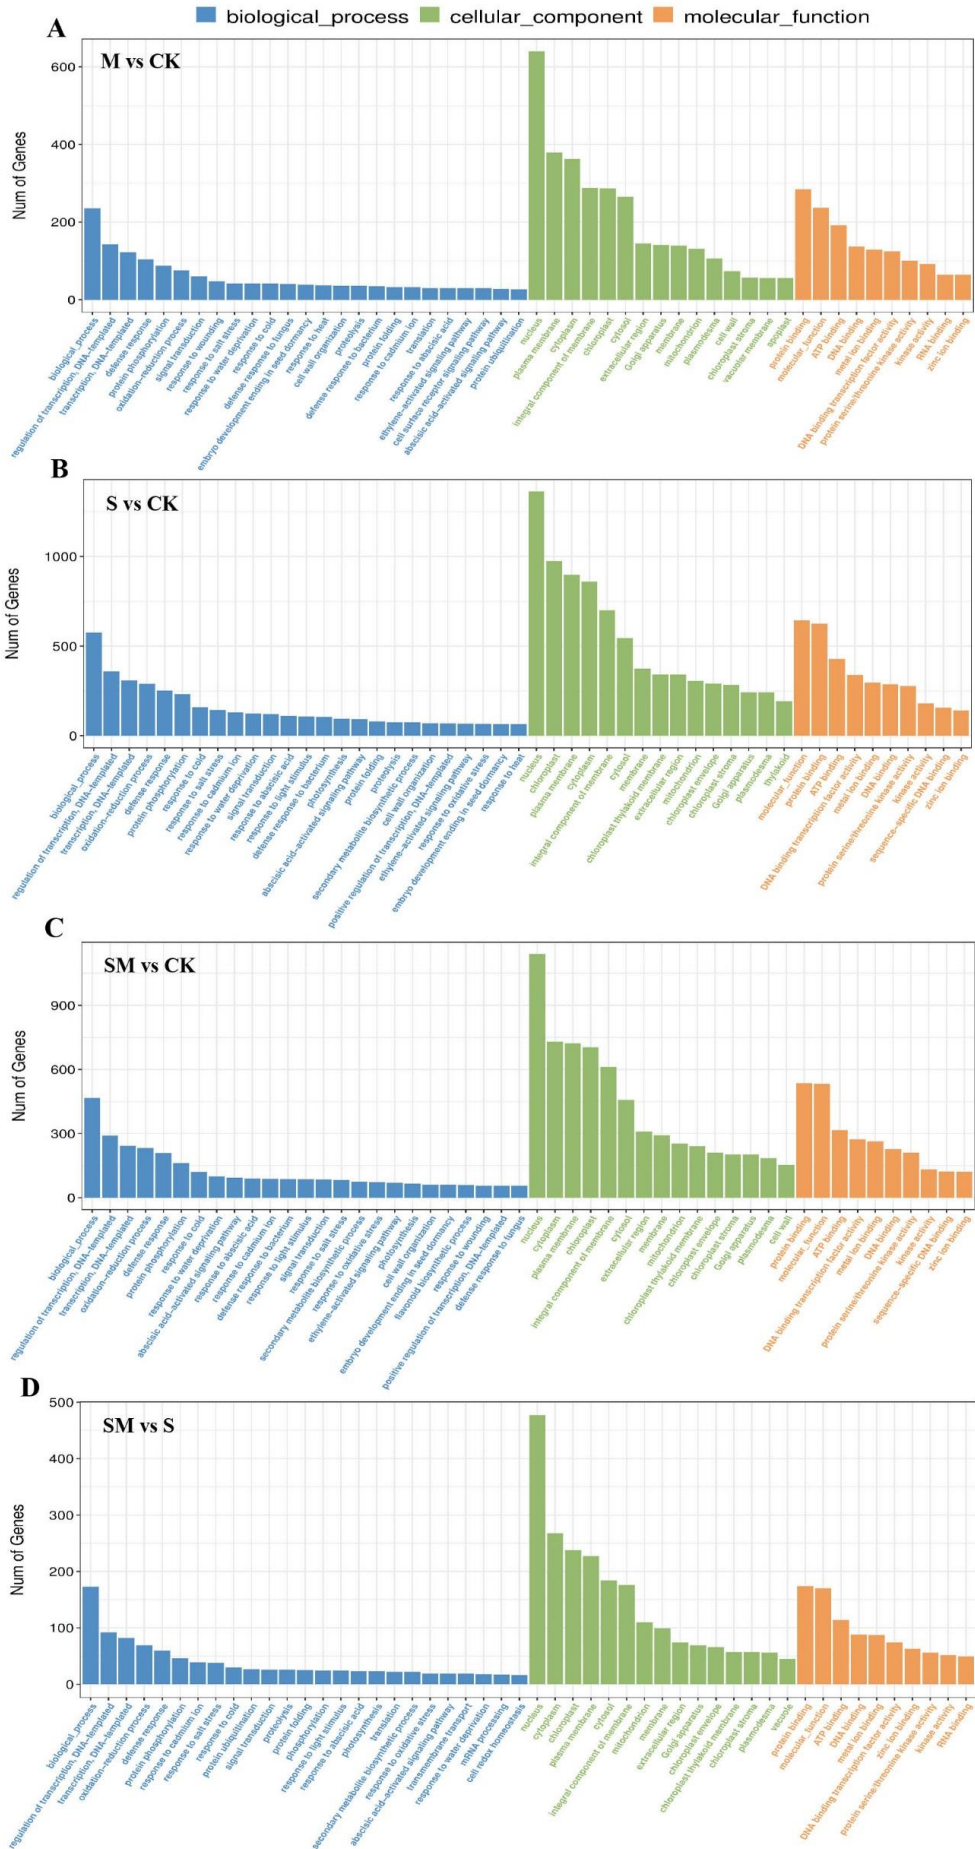

Supplementary Figure 3. GO enrichment analysis of DEGs in different comparisons. (A) Classification of the enriched GO terms in 'M vs CK'. (B) Classification of the enriched GO terms in 'S vs CK'. (C) Classification of the enriched GO terms in 'SM vs CK'. (D) Classification of the enriched GO terms in 'SM vs S'.

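The bars of these panels count gene models per GO term and set no background beside them. Among the 47623 tested gene models with a GO annotation, nucleus is carried by 14476, cytoplasm by 7801, chloroplast by 6714, biological process by 6388, plasma membrane by 6042 and protein binding by 5618.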

# Supplementary material for: Comparative Physiological and Transcriptome Analysis Reveal the Molecular Mechanism of Melatonin in Regulating Salt Tolerance in Alfalfa (Medicago sativa L.)
**Source:** Front Plant Sci. 2022 Jul 13;13:919177. doi: 10.3389/fpls.2022.919177
**Supplement:** Supplementary file 1

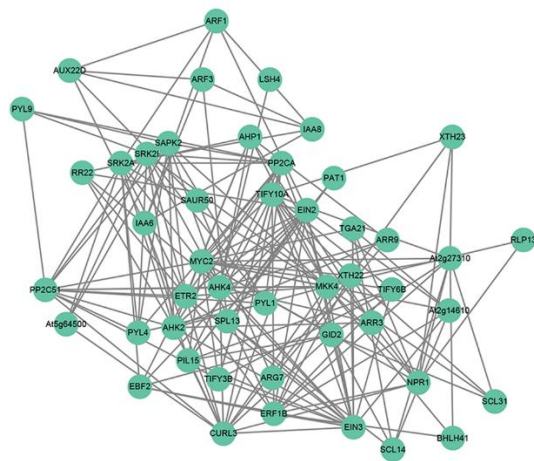

### S vs CK

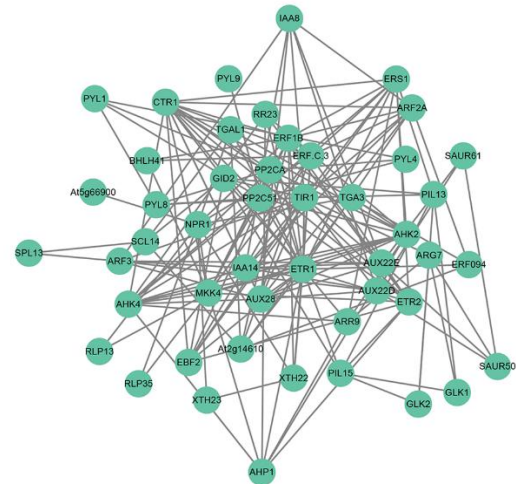

## SM vs CK

Supplementary Figure 4. PPI network for hormone signal transduction genes in ‘S vs CK’ and ‘SM vs CK’.

How the deposited data were processed for this re-analysis (not part of the article)

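Leaf RNA was sequenced from 12 libraries of alfalfa, with 3 biological replicates in each of the 4 groups CK (nutrient solution), M (50 µM melatonin), S (150 mM NaCl) and SM (150 mM NaCl with 50 µM melatonin). The paper's methods state that the authors removed adaptors and low-quality bases with Cutadapt, mapped the reads with HISAT2, and assembled transcripts and estimated expression with StringTie and Ballgown. The deposited table has an FPKM value and an estimated count for each of 164632 gene models and each library. The FPKM values, which scale fragments by transcript length and library size, were used as the authors deposited them, for means, SDs and distances between libraries, with 0.0001 read as 0 because it stands only where the count is 0. The estimated counts were used as the authors deposited them, as whole numbers without normalization. Each equals the read number that the FPKM value implies, rounded up, so they come from read coverage and not from counting whole reads, and the paper does not state how they were made or how reads that map to several places were treated. Each library is 1 column, and no replicates were pooled.

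The estimated counts summed to between 45862158 and 57192229 per library. A count of 3 or fewer was treated as the floor, and a fold against a group whose libraries were all at the floor was computed against the floor and given as a lower bound. Counts of this depth resolve small changes for abundant gene models, but the spread between replicates was wide, with a biological coefficient of variation of 0.901 over the gene models tested and 0.54 over the annotation sums.

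Differential expression was tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, default settings) on the estimated counts, with TMM normalization, 50931 gene models with a mean FPKM of at least 1 over the 12 libraries, and 1 fit over all 12 libraries with the 4 groups as coefficients. The comparisons were M vs CK, S vs CK, SM vs CK and SM vs S, and the interaction was the difference between SM vs S and M vs CK. Standard errors were calculated back from the test, as the absolute log2 fold change divided by the square root of F. The paper's thresholds are a fold change above 2 or below 0.5 and an unadjusted p below 0.05, and p was also adjusted by the Benjamini-Hochberg method over all tested gene models of a comparison. The plan written before the table was seen assumed FPKM alone and named limma on log2(FPKM + 1). Since the table held estimated counts, edgeR was used instead. The replicate numbers were not used as a block, since libraries of different groups with the same number were no more alike than others (18 pairs of libraries, correlations of deviations from the group means from -0.08 to 0.041).

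Gene models with the same description were also summed as 1 annotation (15402 sums tested), because close copies and alleles can share reads. Enrichment of KEGG pathways was tested with a one-sided hypergeometric test of the gene models past the paper's thresholds against the tested gene models with a KEGG annotation. Overlaps and counts past the thresholds were compared with 20 simulations of unchanged groups with the fitted means and dispersions, with 10 splits of the 6 libraries of each comparison, and with 40 groupings of the 12 libraries, the real one included. Distances between libraries were 1 minus Pearson's correlation of log2(FPKM + 1), with an exact permutation test over all divisions of the libraries. Tables and sums were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

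The procedure was tested on simulated data, with 200 changed genes among the tested ones and the dispersions of these libraries. An adjusted p below 0.05 was reached by 1 of 67 genes changed 4-fold, 17 of 67 changed 16-fold and 33 of 66 changed 64-fold, and by 3 of 50731 unchanged genes. Of the unchanged genes, 2327 passed the paper's thresholds.

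Gene names were taken from the paper's Supplementary Tables 1, 7, 8, 9 and 10. For each gene that the paper's text names for the sequencing, the gene models listed under that name were counted by direction, and values are given for the model with the highest mean FPKM and for the model of the qRT-PCR. For each comparison the 2 largest rises and 2 largest falls were named among gene models with an adjusted p below 0.05 and replicates that did not overlap. Gene families outside those tables came from a list of 19 descriptions written before the table was seen. Gene models with a mean FPKM below 1 were left out of the tests because too few reads support them, and their FPKM is given alone. The list of RefSeq symbols matched 0 of the gene models, so it was not used. The qRT-PCR values, hormone contents and physiological measures were not analysed here.

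The alternatives tried were limma 3.58.1 on log2(FPKM + 0.1), no filter on low values, a mean FPKM of at least 5, a fit on the 6 libraries of the 2 groups, each library centred on its median, counts summed over the same annotation, a replicate block, fold changes as ratios of mean FPKM, each library left out in turn, and, for pathways, another background, adjusted calls, each annotation counted once and adjusted p. DESeq2 1.42.0, its size factors within edgeR, and limma on log2(FPKM + 1) were added after the table was seen.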

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

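The list of families was written before the table was seen. Alternatives such as annotation sums, median centring and fits with a library left out were set before the data were examined. Those added later are named in the next section. The tests that leave out the most abundant gene model of a family were written before their results were seen. The other tests of explanations given here were chosen only after the result was seen.

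The response to melatonin differed between control and salt conditions for 14 gene models at an adjusted p below 0.05 (edgeR's quasi-likelihood test of the interaction), and 3142 had an unadjusted p below 0.05. The log2 fold change in SM vs S minus that in M vs CK was positive for 5 of the 14 and negative for 9. They are given here because the effect of the same treatment differed between 2 conditions. In 20 simulations of unchanged groups, a mean of 2582 gene models had an unadjusted p below 0.05 and at most 0 an adjusted one. 1 of the 40 groupings of the 12 libraries, the real one, gave as many gene models, where the others gave a median of 5 and at most 12. The other groupings mix control and salt libraries, which widens the spread within groups and lowers their counts, so this comparison is not a clean one. With 1 library left out, the number ran from 13 to 58, the highest without CK replicate 1, and 8 of the 14 stayed below 0.05 in all 12 of these fits.

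Of the 14, 13 had 3 counts or fewer in every library of 1 group, which was CK for 4, M for 2, S for 2 and SM for 5, and were expressed in the other 3 groups. The exception, MS.gene23547, a putative 4-hydroxy-tetrahydrodipicolinate synthase named after its values were seen, had 15.3 ± 1.40 FPKM (SD, n = 3) in CK, 3.31 ± 0.804 in M, 4.67 ± 0.514 in S and 10.0 ± 0.988 in SM, a difference between the log2 fold changes of 3.31 (standard error 0.41, adjusted p = 0.0434), below 0.05 in 1 of the 12 fits that each left out 1 library. Leaving aside MS.gene049285, whose description, unknown, is shared by 1416 gene models, none of the other 13 kept the interaction when all models of their annotations were summed, with adjusted p from 0.514 to 1.0.

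A difference in depth is argued against, since the highest library total was 1.247 times the lowest, which is far from enough to take the libraries of a group to the floor. Whether the reads of these gene models were assigned to other models of the same annotation stays open. For the 10 with at most 8 other expressed models of their annotation, the median gain of those models in the group at the floor was 0.41 times the loss, from -5.743 to 3.96 and above 0 for 6. Reassigned reads and a real fall cannot be told apart by these values, because the gains go both ways over few gene models, chosen for the pattern, and because sums without an interaction are also what reassigned reads would give. Counts lost in single libraries, whatever their group, remain a candidate explanation. Among the 357 gene models with exactly 3 libraries at the floor and 100 counts or more in the others, those 3 were 1 whole group for 10, where a random choice of 3 libraries gives 6.5 (one-sided binomial p = 0.12). A response of these gene models to both treatments together was not excluded, and reads from another organism, GC content and gene length were not tested.

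The summed family of serotonin N-acetyltransferase, an enzyme of melatonin synthesis that the paper does not report on in the sequencing data, was higher under salt than in the control libraries. The 4 gene models had 40.5 ± 7.41 FPKM (SD, n = 3) in S, 26.8 ± 4.74 FPKM in SM and 9.98 ± 2.22 FPKM in CK, a log2 fold change of 1.98 (standard error 0.25, adjusted p = 0.00127 over all annotations and 7.52e-05 over the list alone) in S vs CK and 1.36 (standard error 0.25, adjusted p = 0.0107 over all annotations and 0.00117 over the list alone) in SM vs CK. All 3 libraries of S and of SM lay above all 3 of CK, and replicates that do not overlap are expected by chance for 10% of genes. Over the alternatives run other than the block, the adjusted p ran from 0.000352 to 0.0134 in S vs CK and 0.00448 to 0.0418 in SM vs CK. One model with most of the reads is argued against for S vs CK, since without MS.gene66460, which holds 48.8% of the reads, the other 3 models rose by 2.3 on the log2 scale. So is the scaling between libraries, with an adjusted p of at most 0.00143 under the other scalings, and a single library, with at most 0.00685 when 1 was left out. In SM vs S the log2 fold change was -0.62 (standard error 0.24, adjusted p = 0.504 over all annotations and 0.237 over the list alone).

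The summed family of delta-1-pyrroline-5-carboxylate synthase, an enzyme of proline synthesis whose genes the paper does not report on, was also above the control libraries. Its 12 gene models had 306 ± 95.2 FPKM (SD, n = 3) in S, 276 ± 81.3 FPKM in SM and 51.2 ± 13.4 FPKM in CK. The log2 fold change was 2.61 (standard error 0.31, adjusted p = 0.000958 over all annotations and 7.52e-05 over the list alone) in S vs CK and 2.43 (standard error 0.31, adjusted p = 0.0034 over all annotations and 0.000159 over the list alone) in SM vs CK, with all 3 libraries of S and of SM above all 3 of CK, and the adjusted p ran from 0.000309 to 0.0101 and from 0.000985 to 0.0152 over the same alternatives. Without MS.gene037710, with 22.6% of the reads, the other 11 models rose by 2.22 on the log2 scale in S vs CK. The adjusted p in S vs CK was at most 0.00128 under the other scalings and at most 0.00574 with 1 library left out. These tests argue against a single model, the scaling and a single library.

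For the summed family of superoxide dismutase, whose enzyme activity but not whose genes the paper reports on, the 36 gene models had 792 ± 129 FPKM (SD, n = 3) in S and 299.7 ± 111 FPKM in CK, above the control libraries in 3 of 3. The log2 fold change was 1.37 (standard error 0.27, adjusted p = 0.00929 over all annotations and 0.00231 over the list alone), with an adjusted p from 0.00657 to 0.043 over the same alternatives. The 35 models other than MS.gene03709, which holds 15.8% of the reads, rose by 1.29. The other scalings gave an adjusted p of at most 0.00905, and the fits with 1 library left out at most 0.0388, which again argues against a single model, the scaling and a single library. For SM vs CK the log2 fold change was 0.90 (standard error 0.27, adjusted p = 0.0663 over all annotations and 0.0235 over the list alone). For the 3 families, GC content, gene length, reads from gene models outside the family and reads from another organism were not tested, so a response of the plants to salt is among the explanations that stay open.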

How the results depend on the processing

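DESeq2 in place of edgeR, DESeq2's size factors in place of TMM and limma on log2(FPKM + 1) are the tests that were chosen only after the data had been seen, and the other alternatives were chosen before the data were examined. Limma on log2(FPKM + 1) had first been planned as the main test of FPKM values.

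The number of gene models past the paper's thresholds stayed within 1.5 times its value in the 4 comparisons with limma on log2(FPKM + 0.1), the fit on the 6 libraries, median centring, ratios of mean FPKM, the replicate block, DESeq2, its size factors and limma on log2(FPKM + 1). Without a filter on low values it rose to 4553 in M vs CK and 4461 in SM vs S. With a mean FPKM of at least 5 it was 1145 in M vs CK, 4134 in S vs CK, 3275 in SM vs CK and 1113 in SM vs S, where fewer gene models are tested. Summing the counts over the same annotation, which leaves fewer units to test, gave 574 in M vs CK, 2611 in S vs CK, 2116 in SM vs CK and 615 in SM vs S. Across the fits that each left out 1 library, the count ran from 1816 to 3172 in M vs CK, 5969 to 7333 in S vs CK, 4707 to 5934 in SM vs CK and 2375 to 3148 in SM vs S.

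The number with an adjusted p below 0.05 moved far more, from a starting point of 6 in M vs CK, 783 in S vs CK, 174 in SM vs CK and 9 in SM vs S, where 2843, 8195, 6703 and 2933 had an unadjusted p below 0.05. Limma on log2(FPKM + 0.1) gave 15 in M vs CK, 2003 in S vs CK and 870 in SM vs CK, and limma on log2(FPKM + 1) 11 in M vs CK, 2327 in S vs CK, 1128 in SM vs CK and 16 in SM vs S. DESeq2 gave 829 in M vs CK, 5034 in S vs CK, 3560 in SM vs CK and 783 in SM vs S. Without a filter, 313 in S vs CK and 37 in SM vs CK remained, and with a mean FPKM of at least 5 the count in SM vs CK was 448. The fit on the 6 libraries of a comparison, which estimates the spread from fewer libraries, gave 0 in each of the 4 comparisons, although 2752 in M vs CK, 7217 in S vs CK, 6146 in SM vs CK and 1955 in SM vs S passed the paper's thresholds at an unadjusted p. Annotation sums gave 0 in M vs CK, 1475 in S vs CK, 923 in SM vs CK and 0 in SM vs S, with 574 and 615 past the paper's thresholds in the comparisons without any. The cause was not tested for limma, DESeq2, the filters and the annotation sums.

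Leaving out 1 library at a time, the count at an adjusted p below 0.05 ran from 5 to 52 in M vs CK, with 52 without CK replicate 1, 19 without CK replicate 3, 17 without M replicate 3 and 12 without M replicate 1. It ran from 100 to 577 in S vs CK, with 100 without CK replicate 3, 133 without CK replicate 2, 237 without S replicate 3, 371 without S replicate 1 and 384 without CK replicate 1, and from 21 to 134 in SM vs CK, with 21 without CK replicate 2, 43 without SM replicate 1, 47 without CK replicate 3, 52 without SM replicate 2 and 53 without SM replicate 3. In SM vs S it rose in each of the 6 fits, from 14 to 33, with 14 without S replicate 2, 17 without SM replicate 1, 19 without SM replicate 2, 21 without S replicate 3, 32 without S replicate 1 and 33 without SM replicate 3. Fewer libraries give the test less information, so falls follow from the construction, and the cause of the rises was not tested.

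The interaction between melatonin and salt was reached by 14 gene models at an adjusted p below 0.05. Annotation sums gave 0, while 3142 gene models had an unadjusted p below 0.05, and DESeq2 gave 965. The fits that each left out 1 library gave 13 to 58, with 58 without CK replicate 1, 36 without SM replicate 3, 33 without S replicate 1, 27 without SM replicate 2, 25 without M replicate 3, 22 without S replicate 3 and 22 without SM replicate 1. The cause was not tested.

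With the replicate number as a replicate block, the counts at an adjusted p below 0.05 were 0 in M vs CK, 154 in S vs CK, 8 in SM vs CK and 0 in SM vs S, and 0 for the interaction. The replicate numbers do not pair the libraries, so the block takes up degrees of freedom without removing a shared difference.

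The overlap of M vs CK and S vs CK (983 gene models) was 1779 without a filter, 478 with a mean FPKM of at least 5, 236 as annotation sums and 4 at an adjusted p, and ran from 824 to 1640 with 1 library left out, 1640 without CK replicate 1. For M vs CK and SM vs S (207) the same alternatives gave 496, 103, 50 and 0, DESeq2 gave 407, and the fits with 1 library left out 166 to 269. For all 3 comparisons (114) they gave 258, 65, 29 and 0, DESeq2 231, the fits on 6 libraries 75, and the fits with 1 library left out 82 to 165. The overlap of 0 at an adjusted p follows from the few calls in M vs CK and SM vs S, and 2843 and 2933 gene models had an unadjusted p below 0.05 there. For the other settings the cause was not tested, apart from the smaller number of units under the stricter filter and the sums.

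The number of KEGG pathways with a p below 0.05 (8 in M vs CK, 33 in S vs CK, 32 in SM vs CK and 10 in SM vs S) rose to 16 in M vs CK against a background of all genes with a KEGG annotation. Starting from the gene models with an adjusted p below 0.05, it was 1 in M vs CK, 14 in SM vs CK and 1 in SM vs S, since few genes remain. With each annotation counted once it was 5 in M vs CK, 18 in S vs CK and 19 in SM vs CK. With p adjusted over the pathways tested it was 0 in M vs CK, 21 in SM vs CK and 2 in SM vs S, against 8 at an unadjusted p in M vs CK. The cause was not tested for the background and for counting each annotation once. The smaller mean distance within groups held its side of the threshold under each of the 5 alternatives. Of these, centring each library on its median cannot change a correlation, so it was no test.

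Annotation sums with an adjusted p below 0.05 numbered 0 in M vs CK, 1475 in S vs CK, 923 in SM vs CK and 0 in SM vs S, with 574 and 615 past the paper's thresholds at an unadjusted p in M vs CK and SM vs S. Limma on log2(FPKM + 1) gave 1 in M vs CK and 1 in SM vs S, and limma on log2(FPKM + 0.1) and median centring each gave 1 in SM vs S. With 1 library left out, the number ran from 0 to 2 in M vs CK (2 without M replicate 3), 946 to 1423 in S vs CK (946 without S replicate 3 and 957 without CK replicate 3), 428 to 641 in SM vs CK (428 without SM replicate 1, 484 without CK replicate 3, 495 without SM replicate 2, 550 without CK replicate 2 and 606 without CK replicate 1) and 0 to 2 in SM vs S (2 without S replicate 2 and 1 without SM replicate 3). The cause was not tested.

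When the counts were summed over the same annotation, the log2 fold change reversed for CML45 MS.gene96344 in M vs CK (-0.36), CDPK1 MS.gene43840 in M vs CK (0.33), BAM3 MS.gene54203 in M vs CK (0.21), EGLC13 MS.gene20132 in M vs CK (-0.15), SRK2A MS.gene072046 in M vs CK (0.0468), PIF4 MS.gene019150 in M vs CK (-0.12), PIF4 MS.gene019150 in SM vs CK (-0.12), TIFY3 MS.gene030208 in M vs CK (0.94), IAA8 MS.gene09356 in S vs CK (-0.28), CDPK28 MS.gene64766 in SM vs S (0.30), TGA3 MS.gene010294 in SM vs S (-0.35), MS.gene046972 in M vs CK (-0.0739), MS.gene049285 in M vs CK (0.094), MS.gene023241 in S vs CK (0.62), MS.gene023241 in SM vs S (-0.58) and MS.gene021200 in SM vs S (-0.16). The sum holds other gene models than the one named, which can change in another direction. That of MS.gene049285 says nothing about copies of it, since its description, unknown, is shared by 1416 gene models. ARR5 MS.gene45158 in M vs CK, with 0.02, lay close to 0 and changed sign with limma on log2(FPKM + 0.1) (-0.11), without a filter (-0.0035), with median centring (-0.0072), with the replicate block (-0.18) and with limma on log2(FPKM + 1) (-0.0721). With 1 library left out it ran from -0.38 to 0.45, with -0.11 without M replicate 1, -0.38 without M replicate 3, -0.12 without CK replicate 1 and -0.18 without CK replicate 2. The cause was not tested.

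Leaving out 1 library also reversed the log2 fold change of the ascorbate peroxidase family in S vs CK (-0.03 with all libraries, -0.17 to 0.14 over the fits, 0.0382 without S replicate 1 and 0.14 without CK replicate 2), of the chlorophyll a-b binding protein family in S vs CK (0.07 with all libraries, -0.11 to 0.26 over the fits, -0.11 without CK replicate 3), of the rubisco small subunit family in S vs CK (0.69 with all libraries, -0.0838 to 1.11 over the fits, -0.0838 without S replicate 3). Among the named gene models it reversed that of CML45 MS.gene96344 in M vs CK (0.20 with all libraries, -0.64 to 0.57 over the fits, -0.64 without M replicate 1 and -0.0705 without CK replicate 3), AUX28 MS.gene036157 in M vs CK (0.71 with all libraries, -0.68 to 1.40 over the fits, -0.68 without M replicate 1), TIFY3 MS.gene030208 in M vs CK (-0.19 with all libraries, -0.65 to 0.63 over the fits, 0.0887 without M replicate 3 and 0.63 without CK replicate 2), TIFY10A MS.gene012194 in S vs CK (0.91 with all libraries, -0.16 to 1.81 over the fits, -0.16 without S replicate 1), BRL MS.gene049348 in SM vs CK (-2.08 with all libraries, -2.61 to 0.32 over the fits, 0.32 without CK replicate 3), CDPK28 MS.gene64766 in SM vs S (-0.49 with all libraries, -2.81 to 0.0403 over the fits, 0.0403 without SM replicate 3), TGA3 MS.gene010294 in SM vs S (0.16 with all libraries, -0.49 to 0.74 over the fits, -0.49 without SM replicate 2 and -0.15 without S replicate 3) and ERF1B MS.gene53025 in SM vs S (-0.42 with all libraries, -0.88 to 0.14 over the fits, 0.14 without S replicate 1). None of these had an adjusted p below 0.05 with all libraries. The cause was not tested.

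Among the other results for named gene models and families, the fit on the 6 libraries took 30 adjusted p-values above 0.05, the replicate block 23, no filter 9, annotation sums 8 and limma on log2(FPKM + 1) 3. The adjusted p moved below 0.05 for 55 with DESeq2, 30 with annotation sums, 22 with limma on log2(FPKM + 1), 17 with limma on log2(FPKM + 0.1) and 10 with a mean FPKM of at least 5. With 1 library left out, 77 values of named gene models and 12 of families lost an adjusted p below 0.05, and 3 and 4 gained it. Gene models under a mean FPKM of 5 have no value under that filter. All tested gene models of the paper's lists changed in the listed direction, with a mean FPKM of at least 1 and of at least 5.

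Depth limits the gene models with a mean FPKM below 1, which were not tested, and the folds against a group at the floor, which are lower bounds. For the tested gene models the spread between the replicates is a candidate limit on the calls. A limit by the number of libraries was not shown. Leaving 1 out lowered the count at an adjusted p in every fit of S vs CK and SM vs CK, but raised it in every fit of SM vs S. On simulated data with this spread, 17 of 67 genes changed 16-fold reached an adjusted p below 0.05.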

Differences from the paper's values

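The counts given first are those that lie more than 1.5 times above or below the paper's. An alternative that comes within this limit can lie close to the count here, on the other side of the limit, so its value is printed beside it.

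The paper gives 732 upregulated genes in SM vs S, and 1178 gene models passed its thresholds as higher in SM here. Of the alternatives set before the data were examined, the count came within the limit with a mean FPKM of at least 5 (558), the fit on the 6 libraries (907), the replicate block (1020) and leaving out SM replicate 3 (1043), and stayed beyond it with limma on log2(FPKM + 0.1) (1618), no filter on low values (2081), median centring (1240), annotation sums (284), ratios of mean FPKM (1209), an adjusted p (3) and leaving out each of the other libraries (1108 to 1685). Chosen after seeing the values, DESeq2 (1540), DESeq2's size factors (1128) and limma on log2(FPKM + 1) (1343) stayed beyond it.

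For the genes shared by M vs CK and SM vs S the paper has 135, against 207 here. Among the alternatives set before the data were examined, it came within the limit with a mean FPKM of at least 5 (103), the fit on the 6 libraries (144), the replicate block (178), leaving out CK replicate 2 (166), leaving out CK replicate 3 (172), leaving out M replicate 2 (200) and leaving out S replicate 1 (202), and stayed beyond it with limma on log2(FPKM + 0.1) (292), no filter on low values (496), median centring (215), annotation sums (50), ratios of mean FPKM (211), an adjusted p (0) and leaving out each of the other libraries (209 to 269). Of the alternatives chosen after seeing the values, DESeq2 (407), DESeq2's size factors (207) and limma on log2(FPKM + 1) (271) stayed beyond it.

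Shared by M vs CK, S vs CK and SM vs S are 67 genes in the paper and 114 here. It came within the limit, among the alternatives set before the data were examined, with a mean FPKM of at least 5 (65), the fit on the 6 libraries (75), the replicate block (95), leaving out CK replicate 2 (82) and leaving out CK replicate 3 (87), and stayed beyond it with limma on log2(FPKM + 0.1) (164), no filter on low values (258), median centring (120), annotation sums (29), ratios of mean FPKM (117), an adjusted p (0) and leaving out each of the other libraries (107 to 165). Among those chosen after seeing the values, DESeq2 (231), DESeq2's size factors (113) and limma on log2(FPKM + 1) (131) stayed beyond it.

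In the plant-pathogen interaction pathway, the paper counts 87 genes in M vs CK, and 46 passed here. Of the alternatives set before the data were examined, the count came within the limit with no filter on low values (106) and the fit on the 6 libraries (74), and stayed beyond it with limma on log2(FPKM + 0.1) (52), a mean FPKM of at least 5 (26), median centring (45), the replicate block (31), ratios of mean FPKM (46), an adjusted p (0) and leaving out each library (30 to 53). Chosen after seeing the values, DESeq2 (68) and limma on log2(FPKM + 1) (74) came within it and DESeq2's size factors (46) stayed beyond it. As higher, the paper counts 66 of them, against 35 here. Among the alternatives set before the data were examined, it came within the limit with no filter on low values (69) and the fit on the 6 libraries (54), and stayed beyond it with limma on log2(FPKM + 0.1) (41), a mean FPKM of at least 5 (22), median centring (31), the replicate block (22), ratios of mean FPKM (35), an adjusted p (0) and leaving out each library (16 to 43). Of the alternatives chosen after seeing the values, DESeq2 (48) and limma on log2(FPKM + 1) (58) came within it and DESeq2's size factors (35) stayed beyond it. As lower, the paper counts 21, against 11 here. It came within the limit, among the alternatives set before the data were examined, with the fit on the 6 libraries (20), median centring (14), leaving out M replicate 2 (14) and leaving out CK replicate 1 (14), and stayed beyond it with limma on log2(FPKM + 0.1) (11), no filter on low values (37), a mean FPKM of at least 5 (4), the replicate block (9), ratios of mean FPKM (11), an adjusted p (0) and leaving out each of the other libraries (8 to 12). Among those chosen after seeing the values, DESeq2 (20) and limma on log2(FPKM + 1) (16) came within it and DESeq2's size factors (11) stayed beyond it.

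In starch and sucrose metabolism, the paper counts 35 genes in M vs CK, against 23 here. Of the alternatives set before the data were examined, the count came within the limit with limma on log2(FPKM + 0.1) (26), the fit on the 6 libraries (29), leaving out M replicate 3 (31) and leaving out CK replicate 1 (27), and stayed beyond it with no filter on low values (65), a mean FPKM of at least 5 (9), median centring (23), the replicate block (19), ratios of mean FPKM (23), an adjusted p (0) and leaving out each of the other libraries (12 to 23). Chosen after seeing the values, DESeq2 (40) and limma on log2(FPKM + 1) (28) came within it and DESeq2's size factors (23) stayed beyond it. The lower ones number 11 in the paper and 5 here. Among the alternatives set before the data were examined, it came within the limit with limma on log2(FPKM + 0.1) (8), the fit on the 6 libraries (11), leaving out M replicate 1 (11), leaving out M replicate 2 (12) and leaving out M replicate 3 (10), and stayed beyond it with no filter on low values (23), a mean FPKM of at least 5 (3), median centring (7), the replicate block (6), ratios of mean FPKM (5), an adjusted p (0) and leaving out each of the other libraries (3 to 6). Of the alternatives chosen after seeing the values, DESeq2 (12) and limma on log2(FPKM + 1) (8) came within it and DESeq2's size factors (5) stayed beyond it.

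For the genes of the same pathway in both S vs CK and SM vs CK, the paper counts 31 as higher, against 47 here. It came within the limit, among the alternatives set before the data were examined, with limma on log2(FPKM + 0.1) (44), a mean FPKM of at least 5 (26), the fit on the 6 libraries (39), median centring (44), the replicate block (39) and leaving out any 1 library (34 to 45), and stayed beyond it with no filter on low values (61), ratios of mean FPKM (47) and an adjusted p (1). Among those chosen after seeing the values, DESeq2's size factors (43) and limma on log2(FPKM + 1) (41) came within it and DESeq2 (52) stayed beyond it. As lower in both, the paper counts 32, against 21 here. Of the alternatives set before the data were examined, the count came within the limit with limma on log2(FPKM + 0.1) (29), no filter on low values (39), median centring (22), ratios of mean FPKM (22), leaving out S replicate 1 (22) and leaving out SM replicate 1 (23), and stayed beyond it with a mean FPKM of at least 5 (15), the fit on the 6 libraries (21), the replicate block (19), an adjusted p (0) and leaving out each of the other libraries (17 to 21). Chosen after seeing the values, DESeq2 (25), DESeq2's size factors (22) and limma on log2(FPKM + 1) (30) came within it.

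Some gene models that the paper lists as differentially expressed, each the most abundant of its name, did not pass the thresholds here. Given with the log2 fold change and the unadjusted p of edgeR, the models the paper lists in M vs CK were CNGC20 MS.gene27383 (1.47, p = 0.051), SUS2 MS.gene28775 (-3.10, p = 0.184), GH17 MS.gene058219 (-2.02, p = 0.105), FRK7 MS.gene67814 (4.06, p = 0.0614), EGLC14 MS.gene84321 (2.60, p = 0.0907), ARF19 MS.gene06198 (5.40, p = 0.135), TIFY5A MS.gene040116 (2.88, p = 0.225) and BRL MS.gene049348 (2.18, p = 0.0551). Of those the paper lists in S vs CK, they were EGLC14 MS.gene84321 (-2.66, p = 0.0859), AMY2 MS.gene24095 (2.27, p = 0.0599), FRK4 MS.gene98726 (-3.01, p = 0.113), IAA27 MS.gene85133 (-2.27, p = 0.154), AHK4 MS.gene95862 (2.87, p = 0.0553), ARR12 MS.gene90556 (-3.01, p = 0.0689), PR1 MS.gene071870 (-2.97, p = 0.0763) and MYC2 MS.gene65988 (2.49, p = 0.112). Those of the paper in SM vs CK were AHP1 MS.gene072434 (-3.08, p = 0.0557) and PR1 MS.gene071870 (-3.04, p = 0.0713), and among those of the paper in SM vs S BGLU46 MS.gene042245 (-4.05, p = 0.0896), AUX28 MS.gene036157 (-4.15, p = 0.0845) and bHLH18 MS.gene09647 (-2.49, p = 0.196). With limma on log2(FPKM + 0.1), set before the data were examined, FRK7 in M vs CK, EGLC14 in S vs CK, AMY2 in S vs CK, ARF19 in M vs CK, IAA27 in S vs CK, AHK4 in S vs CK, AHP1 in SM vs CK, ARR12 in S vs CK, PR1 in S vs CK and BRL in M vs CK passed the thresholds. The fit on the 6 libraries had CNGC20 in M vs CK, SUS2 in M vs CK, GH17 in M vs CK, FRK7 in M vs CK, EGLC14 in S vs CK, FRK4 in S vs CK, AUX28 in SM vs S, IAA27 in S vs CK, AHP1 in SM vs CK, PR1 in SM vs CK, MYC2 in S vs CK and bHLH18 in SM vs S. No filter on low values had CNGC20 in M vs CK, AHK4 in S vs CK, AHP1 in SM vs CK and BRL in M vs CK, a mean FPKM of at least 5 had CNGC20 in M vs CK, and the replicate block FRK7 in M vs CK, AMY2 in S vs CK, ARF19 in M vs CK and BRL in M vs CK. As annotation sums, EGLC14 in S vs CK, FRK4 in S vs CK, PR1 in S vs CK, PR1 in SM vs CK and TIFY5A in M vs CK passed. Leaving out 1 library, AHK4 in S vs CK passed without CK replicate 1, AMY2 in S vs CK and ARF19 in M vs CK passed without CK replicate 2, BRL in M vs CK passed without CK replicate 3, CNGC20 in M vs CK passed without M replicate 1, BRL in M vs CK passed without M replicate 3, AMY2 in S vs CK and PR1 in S vs CK passed without S replicate 2 and BGLU46 in SM vs S and ARR12 in S vs CK passed without S replicate 3. DESeq2, chosen after seeing the values, called CNGC20 in M vs CK, FRK7 in M vs CK, EGLC14 in M vs CK, EGLC14 in S vs CK, AMY2 in S vs CK, FRK4 in S vs CK, BGLU46 in SM vs S, AUX28 in SM vs S, AHK4 in S vs CK, AHP1 in SM vs CK, ARR12 in S vs CK, PR1 in S vs CK and PR1 in SM vs CK. Limma on log2(FPKM + 1), also chosen after seeing the values, called SUS2 in M vs CK, FRK7 in M vs CK, AMY2 in S vs CK, FRK4 in S vs CK, ARF19 in M vs CK, IAA27 in S vs CK, AHK4 in S vs CK, AHP1 in SM vs CK, ARR12 in S vs CK, PR1 in S vs CK, PR1 in SM vs CK, bHLH18 in SM vs S and BRL in M vs CK.

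According to the paper's text, salt induced IAA27, IAA8 and IAA22D in S vs CK, while the 3 models listed as IAA27 and both tested models of IAA22D were lower here (log2 fold change -2.27 for MS.gene85133 and -1.35 for MS.gene39913), and of the 2 IAA8 models 1 was higher and 1, past the thresholds, lower. The paper's Supplementary Table 10 itself lists 3, 1 and 1 of these models as lower in S vs CK. TGA3 and TGA7 are stated to rise with melatonin under salt. MS.gene29115, the TGA7 model, had -0.39 in SM vs S, and MS.gene010294, the TGA3 model, 0.16. That table lists both as higher in SM vs CK, where they had 6.39 and 2.40 here, both past the thresholds.

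In the paper's discussion melatonin lowers both RbohB and RbohD, whereas RbohB MS.gene23110 was at least 231-fold higher in M than in CK, with 0 in M replicate 3. In the paper's results and Supplementary Table 7, RbohB is higher in M vs CK. BZR1 is described as higher with melatonin in M vs CK, and MS.gene070726 had 0.853 FPKM in M and 1.13 in CK. The paper has the ABA catabolism gene CYP707A1 rising with melatonin under salt. The sum of the 36 gene models described as abscisic acid 8'-hydroxylase had a log2 fold change of -1.29 in SM vs S. An aldehyde oxidase gene is said to rise under salt, and the sum of the 41 gene models so described had -0.58 in S vs CK. Both are sums over whole families and not values of the single genes that the paper names. Neither sum had an adjusted p below 0.05 in that comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

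Carbon fixation in photosynthetic organisms is ranked by the paper among the leading pathways of every comparison. Here it ranked 18 in M vs CK and 11 in SM vs CK, with an exact hypergeometric p of 0.171 in M vs CK. Of the pathways below the threshold in the paper's table, the following were above it here, with the exact hypergeometric p: pentose phosphate pathway (0.127), lysine biosynthesis (0.169), carbon fixation in photosynthetic organisms (0.171), glycolysis / Gluconeogenesis (0.195), phosphatidylinositol signaling system (0.498) and ribosome (0.898) in M vs CK, alpha-Linolenic acid metabolism (0.0572), biosynthesis of ansamycins (0.0625), amino sugar and nucleotide sugar metabolism (0.198), thiamine metabolism (0.234), One carbon pool by folate (0.249), arginine biosynthesis (0.255), cysteine and methionine metabolism (0.308) and citrate cycle (TCA cycle) (0.434) in S vs CK, beta-Alanine metabolism (0.0614), brassinosteroid biosynthesis (0.0804), riboflavin metabolism (0.196), linoleic acid metabolism (0.249), thiamine metabolism (0.262), aflatoxin biosynthesis (0.398), benzoxazinoid biosynthesis (0.404) and N-Glycan biosynthesis (0.71) in SM vs CK, and photosynthesis (0.162), fatty acid degradation (0.195), alpha-Linolenic acid metabolism (0.234), linoleic acid metabolism (0.3), circadian rhythm - plant (0.336) and phenylalanine, tyrosine and tryptophan biosynthesis (0.744) in SM vs S. Against a background of all genes with a KEGG annotation, set before the data were examined, the p fell below 0.05 for pentose phosphate pathway, carbon fixation in photosynthetic organisms, glycolysis / Gluconeogenesis and ribosome in M vs CK, biosynthesis of ansamycins, thiamine metabolism, one carbon pool by folate, arginine biosynthesis and citrate cycle (TCA cycle) in S vs CK, beta-Alanine metabolism, riboflavin metabolism and thiamine metabolism in SM vs CK and photosynthesis and fatty acid degradation in SM vs S. Starting from gene models with an adjusted p below 0.05 it did so for alpha-Linolenic acid metabolism, biosynthesis of ansamycins and one carbon pool by folate in S vs CK, and with each annotation counted once for beta-Alanine metabolism in SM vs CK. Plant hormone signal transduction, ABC transporters and fatty acid elongation, which the paper finds in SM vs CK alone, were also below the threshold in S vs CK, and plant hormone signal transduction in M vs CK.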

Other observations

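The list of families was written before the table was seen, and the fits with a library left out were set before the data were examined. So were the annotation sums. The splits of the libraries with DESeq2 were written before their results were seen. The other tests of explanations given here were chosen only after the result was seen.

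In M vs CK, the 2456 gene models past the paper's thresholds were 1.077 times the mean of 20 simulations of unchanged groups with the spread of these libraries (2281, at most 2351), and in SM vs S the 2428 were 1.055 times the mean (2301, at most 2399). The ratio was 3.17 in S vs CK and 2.593 in SM vs CK. In S vs CK and SM vs CK, the spread of unchanged groups as the whole cause is argued against, since no simulation came near the observed count. In M vs CK and SM vs S the simulations cannot decide, although none reached the observed count. They draw each gene model independently, so their range leaves out variation that gene models of a library share. Nearly as many gene models pass the thresholds there without any effect, so passing them says little about a single gene model in M vs CK and SM vs S. Which of them respond to melatonin stays open.

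In fits on the 6 libraries of a comparison, 1 of the 10 splits, the real one, gave as many gene models past the thresholds as the real split in each of the 4 comparisons. The real counts were 2752 in M vs CK, 7217 in S vs CK, 6146 in SM vs CK and 1955 in SM vs S, and the other splits gave 890 to 2333, 838 to 1916, 801 to 1895 and 1150 to 1799 in the same order. At an adjusted p below 0.05 the real split gave 0 in each, so all 10 of the 10 splits gave as many. A count of 0 is reached by any split, so this cannot decide about the grouping. As many KEGG pathways as the real split (7, 33, 33 and 13) came from 6 of the 10 splits in M vs CK, 1 of the 10 splits in S vs CK, 1 of the 10 splits in SM vs CK and 2 of the 10 splits in SM vs S, the others giving 4 to 16, 4 to 13, 4 to 12 and 4 to 14. For annotation sums at an adjusted p below 0.05 it was 10 of the 10 splits in M vs CK, 1 of the 10 splits in S vs CK, 1 of the 10 splits in SM vs CK and 10 of the 10 splits in SM vs S, with 1146 sums in S vs CK and 992 in SM vs CK from the real split, 0 from every other split of these 2 comparisons, and 0 from the real split in M vs CK and SM vs S, where 574 and 615 sums passed the paper's thresholds with all 12 libraries. Although 10 splits give no share under 0.1, an arbitrary grouping is argued against in S vs CK and SM vs CK. There the real split gave 7217 and 6146 gene models past the thresholds, against at most 1916 and 1895 from the others. It gave 1146 and 992 annotation sums against 0. In M vs CK and SM vs S the real grouping and an arbitrary one cannot be told apart by these counts alone. Where the real count was 0, as for their annotation sums, every split gives as many by construction, so nothing follows.

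Of 40 groupings of the 12 libraries into 4 groups of 3, the real one included, 4 gave as many gene models shared by M vs CK and S vs CK as the real one (983, the others at a median of 401 and at most 2105), 8 as many shared by M vs CK and SM vs S (207, median 111, at most 415), and 7 as many shared by all 3 (114, median 46, at most 346). These groupings reshuffle libraries that carry the response to salt. The 3 others with as large a first overlap had 3917 to 5683 gene models past the thresholds in 1 comparison, where simulations of unchanged groups had at most 2399, so such a count does not show that the overlaps arise without an effect. Simulated unchanged groups shared 559 to 640, 214 to 275 and 81 to 120 gene models in the same order, below the first overlap, above the second and around the third. What the shared gene models respond to stays open.

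Single libraries often lacked a gene model that the others expressed. 1386 gene models had 3 counts or fewer in 1 library and 100 counts or more in the other 11, from 56 to 252 per library. Library depth is argued against, with a highest total 1.247 times the lowest. For reads assigned to other models of the same annotation, the median gain of those models was 0.006 times the loss (95% interval -0.067 to 0.094, quartiles -0.739 and 0.745, 1207 losses), and quartiles of -0.655 and 0.644 in a library without the loss. Reassigned reads and absent transcripts cannot be told apart by this median, because the gains go both ways. The loss of a stretch of chromosome as the usual cause is argued against, since the next expressed gene model within 20 kb was at the floor in the same library in 9.7% of cases, above the 4.65% of all expressed gene models and libraries but far from most.

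Libraries from plants with different alleles are a candidate explanation for these losses, since alfalfa is an outcrossing tetraploid and the table has 4 copies of each chromosome. Deviations from the group means had a median correlation of 0.127 between adjacent gene models, 0.069, 0.03, 0.015 and -0.004 between models 2, 5, 10 and 50 apart, 0.004 between random pairs, and 0.071 between models of the same annotation on another copy of the chromosome. The neighbouring pairs leave out models of the same annotation, so tandem copies with the same description do not give their correlation. Alleles and reads shared between neighbours of different descriptions cannot be told apart by these values, because neither such reads nor genotypes were analysed here.

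The summed family of TIFY proteins was higher in M vs CK by 1.18 on the log2 scale (standard error 0.41, adjusted p = 0.556 over all annotations by edgeR and 0.272 over the list alone). Without M replicate 2 it was 0.4, against 1.11 to 1.47 with any other library left out, and the family had 1808 FPKM in that library, 467 and 386 in the other M libraries and 283 to 393 in CK. The rise is therefore consistent with a difference in 1 library, which may differ in handling or wounding as well as in its response to melatonin, and none of these was tested.

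DESeq2 gave many more calls than edgeR at an adjusted p below 0.05. In fits on the 6 libraries, it called 974 gene models in M vs CK and 1027 in SM vs S. The splits that mix the groups gave 178 to 627 and 411 to 884. Calls made whatever the grouping and calls that follow the treatment cannot be told apart by these counts, since the real split gave the highest count of the 10 in both comparisons while every mixed split also gave calls, and 10 splits give no share under 0.1.

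Of the 19 families listed before the table was seen, 1, tryptophan decarboxylase, had no gene model and stayed in the list for the adjustment. An adjusted p below 0.05 over all annotations was reached by 0 in M vs CK, 6 in S vs CK, 3 in SM vs CK and 0 in SM vs S, over the list alone by 0, 8, 5 and 0, and an unadjusted p below 0.05 by 2, 11, 8 and 3. Among the other families, the log2 fold changes in S vs CK were 6.39 for acetylserotonin O-methyltransferase, -0.96 for gibberellin 2-beta-dioxygenase, -0.03 for ascorbate peroxidase, 0.22 for glutathione S-transferase, 1.16 for class III peroxidase, -0.59 for the sodium/hydrogen exchanger, 0.07 for the chlorophyll a-b binding protein, 0.69 for the rubisco small subunit, 3.80 for lipoxygenase, 0.27 for allene oxide synthase and 0.41 for protein TIFY, none of them with an adjusted p below 0.05 over all annotations by edgeR. Over the list alone, class III peroxidase (adjusted p = 0.0292) and lipoxygenase (adjusted p = 0.0192) were below it. Ascorbate peroxidase, the chlorophyll a-b binding protein and the rubisco small subunit changed sign when 1 library was left out, to 0.14 without CK replicate 2, -0.11 without CK replicate 3 and -0.08 without S replicate 3. Lipoxygenase fell to 1.06 without S replicate 1, and acetylserotonin O-methyltransferase to 2.04 without S replicate 3.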
